# Kit ligand has a critical role in mouse yolk sac and aorta–gonad–mesonephros hematopoiesis

**DOI:** 10.15252/embr.201745477

**Published:** 2018-08-30

**Authors:** Emanuele Azzoni, Vincent Frontera, Kathleen E McGrath, Joe Harman, Joana Carrelha, Claus Nerlov, James Palis, Sten Eirik W Jacobsen, Marella FTR de Bruijn

**Keywords:** AGM, embryo, hematopoiesis, Kit ligand, niche, Development & Differentiation, Signal Transduction, Stem Cells

## Abstract

Few studies report on the *in vivo* requirement for hematopoietic niche factors in the mammalian embryo. Here, we comprehensively analyze the requirement for Kit ligand (Kitl) in the yolk sac and aorta–gonad–mesonephros (AGM) niche. In‐depth analysis of loss‐of‐function and transgenic reporter mouse models show that Kitl‐deficient embryos harbor decreased numbers of yolk sac erythro‐myeloid progenitor (EMP) cells, resulting from a proliferation defect following their initial emergence. This EMP defect causes a dramatic decrease in fetal liver erythroid cells prior to the onset of hematopoietic stem cell (HSC)‐derived erythropoiesis, and a reduction in tissue‐resident macrophages. Pre‐HSCs in the AGM require Kitl for survival and maturation, but not proliferation. Although Kitl is expressed widely in all embryonic hematopoietic niches, conditional deletion in endothelial cells recapitulates germline loss‐of‐function phenotypes in AGM and yolk sac, with phenotypic HSCs but not EMPs remaining dependent on endothelial Kitl upon migration to the fetal liver. In conclusion, our data establish Kitl as a critical regulator in the *in vivo* AGM and yolk sac endothelial niche.

## Introduction

During mouse development, hematopoietic stem and progenitor cells (HSPCs) emerge in asynchronous waves at different anatomical sites 1, 2, 3. The first wave originates in the yolk sac (YS) at E7.25 and generates the primitive erythroid and macrophage progenitors of the murine conceptus 3, 4. From E8.25 onwards, the YS generates a second wave of bi‐ and multi‐potent progenitors of the erythroid, myeloid and lymphoid lineages 3, 5, 6. This wave includes the erythro‐myeloid progenitors (EMPs) that emerge from the YS endothelium starting from E8.25, become more prevalent by E9.5, and seed the fetal liver (FL) where they maintain hematopoiesis during fetal life 7, 8. Finally, the definitive hematopoietic stem cell (HSC) lineage emerges in the aorta–gonad–mesonephros (AGM) region and vitelline and umbilical arteries (VU), in hematopoietic cell clusters that protrude from the endothelial wall of these arteries 9, 10. In the dorsal aorta, these hematopoietic cell clusters were shown to emerge from the ventral hemogenic endothelium via a continuum of Kit^+^ pro‐ and pre‐HSCs which after E10.5 mature into definitive HSCs 11, 12, 13. The process by which HSCs and YS EMPs emerge from the hemogenic endothelium is known as endothelial‐to‐hematopoietic transition (EHT). After E11.5 HSCs colonize the FL, and later the bone marrow (BM) from where they maintain hematopoiesis throughout adult life 14, 15, 16, 17, 18, 19.

The extrinsic regulators and niche components that support HSPC generation during embryonic development remain poorly understood. Several soluble factors are reported to regulate HSPC biology in both the developing embryo and adult BM, sometimes with apparently opposing effects 20, 21. However, many functional studies of embryonic/fetal hematopoietic niche factors have been conducted *in vitro,* leaving uncertainty about the physiological role of these factors in HSPC emergence in the YS and AGM 20. Kit ligand (Kitl; also known as Stem Cell Factor/SCF, or steel factor) is arguably one of the best studied key signaling factors in the adult BM HSC niche, where it binds to and activates the tyrosine kinase receptor Kit on HSPCs, and is responsible for their proliferation and survival 22, 23, 24. In the embryo, Kitl is expressed at hematopoietic sites 25, 26, 27, though the cells responsible for its production in the embryonic hematopoietic niche have not been identified. Genetic defects in Kitl/Kit signaling result in late embryonic/perinatal lethality with severe anemia 22, 28. This has been ascribed to an erythroid differentiation block in > E13.5 FL, along with a decrease in FL CFU‐S and neonatal HSCs 22, 28, 29, 30, 31, 32. While all mouse YS EMPs and emerging AGM HSCs express the Kit receptor 8, 9, 33, 34, experiments with receptor‐neutralizing antibodies, and the persistence of Kit^+^ cells in the YS and AGM of embryos with a non‐functional Kit receptor, suggested that Kitl/Kit signaling is not required for HSPC emergence in the early embryo 35, 36. More recently, *in vitro* culture data did suggest a role for Kitl in maturation of the AGM HSC lineage 11. However, the role of Kitl in the YS and AGM hematopoietic niches has not been directly investigated *in vivo*.

Here, we make use of genetic mouse models to investigate the expression of Kitl in the YS and AGM hematopoietic niches during the onset of hematopoiesis and to assess its requirement in YS‐derived EMPs, lymphomyeloid progenitors, and the AGM HSC lineage *in vivo*. Our results reveal a previously unrecognized requirement for Kitl in YS‐derived EMPs and tissue macrophages, support a role for Kitl in AGM HSC maturation and survival, and firmly establish this cytokine as a critical endothelium‐derived YS and AGM hematopoietic niche factor.

## Results

### YS EMPs require Kitl for their normal development

To determine the role of Kitl in YS hematopoiesis, we analyzed Kitl‐deficient *Steel* embryos (*Sl/Sl*) that carry a deletion encompassing the *Steel* locus encoding Kitl 24, 37, 38, 39. Erythro‐myeloid progenitors emerge from the YS endothelium starting from E8.25 and become more prevalent in the YS by E9.5 7, 8. Erythro‐myeloid progenitors are phenotypically defined as Kit^+^ CD41^+^ CD16/32^+^ and comprise a heterogeneous population containing clonogenic progenitors for the erythroid, myeloid, and mixed myeloid/erythroid lineages 8. EMPs were present in normal frequency and numbers in E9.5 *Sl/Sl* YS (Fig 1A and B) and exhibited normal clonogenic potential at both E8.5 (Fig EV1A) and E9.5 (Fig 1C, left panel). By E11.5, however, *Sl/Sl* YS EMPs were significantly reduced compared to wild‐type littermates, both phenotypically (Fig 1A and D) and functionally (Fig 1C, right panel). In contrast, primitive erythroblasts were not affected in *Sl/Sl* embryos (Fig EV1B and C), in accordance with the reported normal development of this lineage in embryos with severely reduced levels of Kitl 31. We next assessed whether defects in proliferation and/or survival could underlie the YS EMP defect, as Kitl is known to control cell cycle and/or promote survival of other HSPCs 23, 40, 41, 42. Analysis of phospho‐histone H3 expression (pHH3, a marker of mitotic cells; Fig 1E) and BrdU incorporation (Fig 1F) showed that proliferation of YS EMPs was reduced, starting with an approximately twofold decrease already at E9.5, and still apparent at E11.5. Apoptosis, on the other hand, was not significantly affected in *Sl/Sl* EMPs (Fig EV1D). Taken together, these data demonstrate a previously unrecognized requirement for Kitl in YS EMP proliferation and the normal generation of the YS EMP pool.

**Figure 1:**
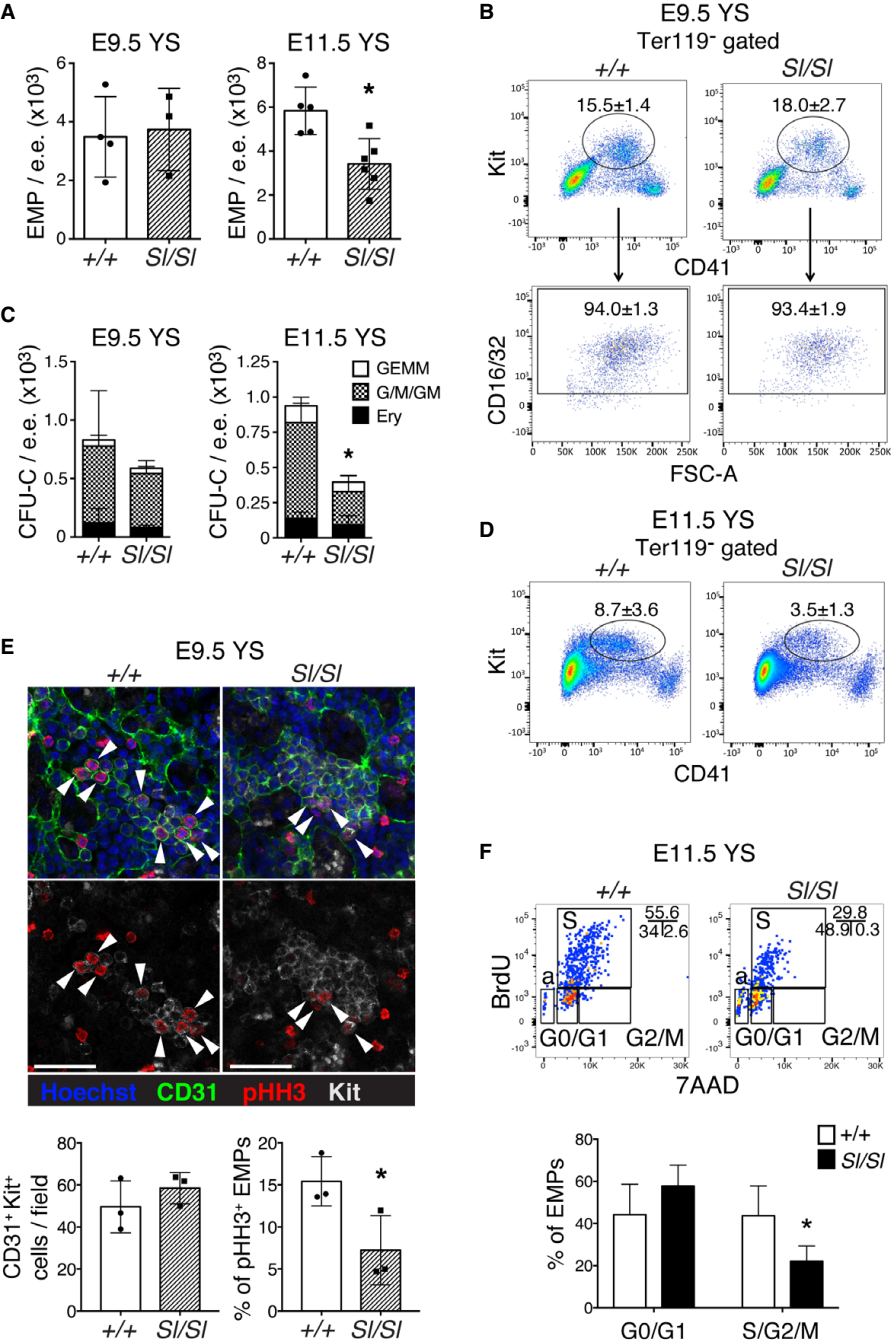
YS *Sl/Sl* EMPs fail to reach normal numbers after their initial generation Number of EMPs per embryo equivalent (e.e.) of wild type and *Sl/Sl* E9.5 and E11.5 YS, determined by flow cytometry (panels in B,D). E9.5 Kit^+^ CD41^+^ CD16/32^+^ EMP numbers are the mean ± SD from four wild type and three *Sl/Sl* biological replicates, with each replicate consisting of single or two pooled YS of the same genotype. Total number of embryos analyzed: 7 +/+ (14–23 sp), 5 *Sl/Sl* (17–25 sp). E11.5 Kit^+^ CD41^+^ EMP numbers are the mean ± SD of 5 +/+ and 6 *Sl/Sl* YS analyzed individually over two independent experiments. Total live cells per YS: 1.7 ± 0.3 × 10^5^ (wt), 1.7 ± 0.2 × 10^5^ (*Sl/Sl*) at E9.5; 4.2 ± 1.4 × 10^5^ (wt), 4.0 ± 2.2 × 10^5^ (*Sl/Sl*) at E11.5.Example of flow cytometry analysis of E9.5 YS EMPs quantified in panel (A). Analyses were performed on Ter119^−^ live cells.Number of CFU‐C in wild type and *Sl/Sl* E9.5 and E11.5 YS. E9.5 data (mean ± SD) are from three wild type and two *Sl/Sl* biological replicates plated in duplicate, with each replicate consisting of single or two pooled YS of the same genotype. Total number of analyzed embryos: 5 +/+ (17–23 sp), 3 *Sl/Sl* (17–25 sp) over two independent experiments. For E11.5, data are from four wild type and six *Sl/Sl* biological replicates plated in duplicate, with each replicate consisting of single or two pooled YSs of the same genotype. Total number of embryos analyzed: 6 +/+, 7 *Sl/Sl* over four independent experiments. GEMM: granulocyte, erythroid, monocyte/macrophage, megakaryocyte; G/M/GM: granulocyte, monocyte/macrophage; Ery: erythroid.Example of flow cytometry analysis of E11.5 YS EMPs quantified in panel (A). Analyses were performed on Ter119^−^ live cells.Confocal WM‐IF analysis of CD31^+^ pHH3^+^ Kit^+^ proliferating EMPs (arrowheads) in E9.5 wild type and *Sl/Sl* YS. A single 2.5‐μm‐thick Z section is shown. For each YS, CD31^+^ Kit^+^ pHH3^+^ cells were counted in 3 to 5 fields using a 25× objective and the percentage of pHH3^+^ proliferating EMPs was calculated. Bar graphs represent the mean ± SD from three wild type (21–24 sp) and three *Sl/Sl* (22–23 sp) YS. Scale bars: 50 μm.Cell cycle analysis of wild type and *Sl/Sl* E11.5 YS EMPs. The percentage of EMPs (Ter119^−^ Kit^+^ CD41^+^) in G0/G1 or S/G2/M was determined by flow cytometry on the basis of BrdU and 7‐AAD incorporation. a: apoptotic (percentage not shown). Embryos were analyzed individually. *N* = 6 (*+/+*), *N* = 5 (*Sl/Sl*) over three independent experiments. E11.5 embryos were staged according to tail somite counts as described in ref. 76 and were as follows: 12–17 (*+/+*); 12–17 (*Sl/Sl*). Bar graphs show mean ± SD, and FACS plots representative results.Data information: *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

**Figure EV1:**
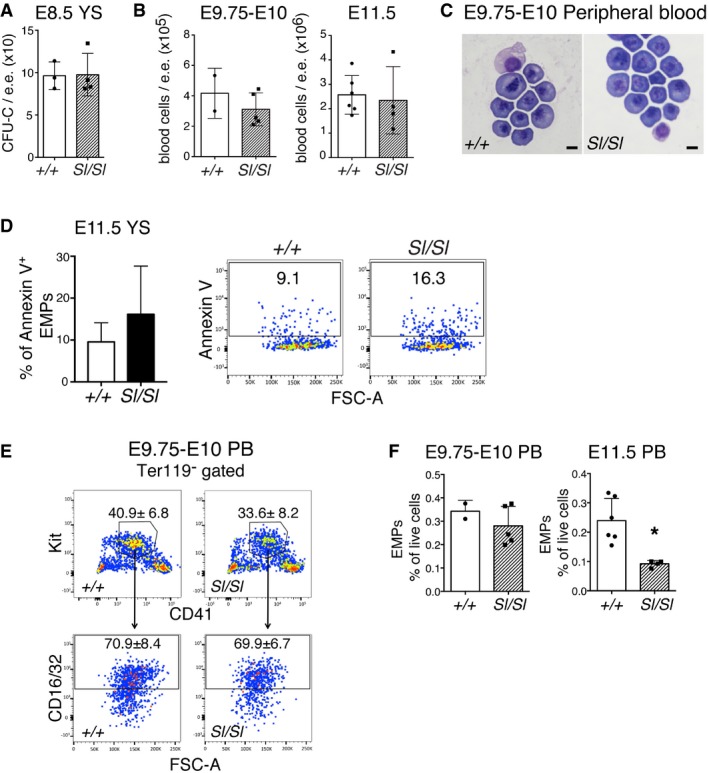
Kitl is not required for primitive erythropoiesis or YS EMP survival Number of CFU‐C in wild type and *Sl/Sl* E8.5 concepti (the head was removed for genotyping). Data (mean ± SD) are from three wild type and four *Sl/Sl* biological replicates (pools of embryos of the same genotype) plated in duplicate. Total number of analyzed embryos: 9 +/+ (3–7 sp), 9 *Sl/Sl* (2–8 sp) over four independent experiments.Left: total number of peripheral blood (PB) cells of wild type and *Sl/Sl* E9.75‐E10 embryos (28–30 sp, +/+; 27–31, *Sl/Sl*) embryos. *N* = 2 (wild type), *N* = 5 (*Sl/Sl*). Right: total number of PB cells of E11.5 (tail somite range 10–16 (+/+); 12–15 (*Sl/Sl*)) embryos. *N* = 6 (wild type), *N* = 4 (*Sl/Sl*). Error bars represent SD.Representative images of Wright‐Giemsa stained cytospins from E9.75‐E10 (28–30 sp, +/+; 27–31, *Sl/Sl*) wild type and *Sl/Sl* PB. Scale bars: 10 μm. *N* = 2 (wild type), *N* = 5 (*Sl/Sl*).Flow cytometry analysis showing the percentage of early apoptotic Annexin‐V^+^ EMPs in wild type and *Sl/Sl* E11.5 YS. EMPs were gated as 7‐AAD^−^ Ter119^−^ CD41^+^ Kit^+^ CD16/32^+^. Embryos were analyzed in pools of 1–3. *N* = 9 (*+/+*), *N* = 7 (*Sl/Sl*) biological replicates over three independent experiments. Bar diagrams show mean ± SD values, and FACS plots representative results. Total number of analyzed embryos: 13 (*+/+*), 9 (*Sl/Sl*). Tail somite range: 11–17 (*+/+*); 11–17 (*Sl/Sl*).Representative dot plots showing the flow cytometric identification of EMPs (Ter119^−^ Kit^+^ CD41^+^ CD16/32^+^) in peripheral blood (PB) of wild type and *Sl/Sl* midgestation embryos.Percentages (mean ± SD) of EMPs in the PB of wild type and Sl/Sl embryos as identified in (E). For E9.75‐E10, PB from two wild type (28–30 sp) and five *Sl/Sl* (27–31) individual embryos was analyzed. For E11.5, PB from 1 to 3 embryos was pooled and six wild type and four *Sl/Sl* biological replicates were analyzed, with 10 wild type and 6 *Sl/Sl* embryos analyzed in total. *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

### The onset of *Steel* FL anemia precedes HSC‐derived FL hematopoiesis and is due to the defect in YS‐derived EMPs

YS‐derived EMPs colonize the FL and contribute to hematopoiesis at this site 8, 43. Already at E11.5, the number of Kit^+^ CD41^+^ CD16/32^+^ EMPs and EMP‐derived Kit^+^ CD41^−^ CD71^+^ CD44^+^ early erythroid progenitors 44 was dramatically reduced (3‐fold and 30‐fold, respectively), along with an overall decrease in E11.5 *Sl/Sl* FL cellularity (Fig 2A–C) and clonogenic progenitors (Fig 2D). By E12.5, total FL cellularity and CFU‐E numbers were further reduced in *Sl/Sl* mutants (Fig 2E). Imaging flow cytometry revealed a severe reduction in the number of terminally differentiating erythroid lineage cells at this fetal stage, both at the level of the Kit^+^ proerythroblast (ProE, ninefold decreased compared to wild type) and the downstream Kit^lo/−^ erythroid precursors (threefold reduced compared to wild type; Fig 2F and G). Of note, the relative abundance of the different types of Kit^lo/−^ erythroid precursors in E12.5 *Sl/Sl* FL was normal, indicating that loss of Kitl dramatically affects the overall extent of erythropoiesis, but not the capacity of the cells to undergo terminal maturation. Importantly, the observed erythroid defects in E11.5/12.5 *Sl/Sl* FL are too early to be explained by a defect in hematopoiesis downstream of FL HSCs, as very few long‐term repopulating (LTR)‐HSCs are present in the FL before E13.5 19, 45.

**Figure 2:**
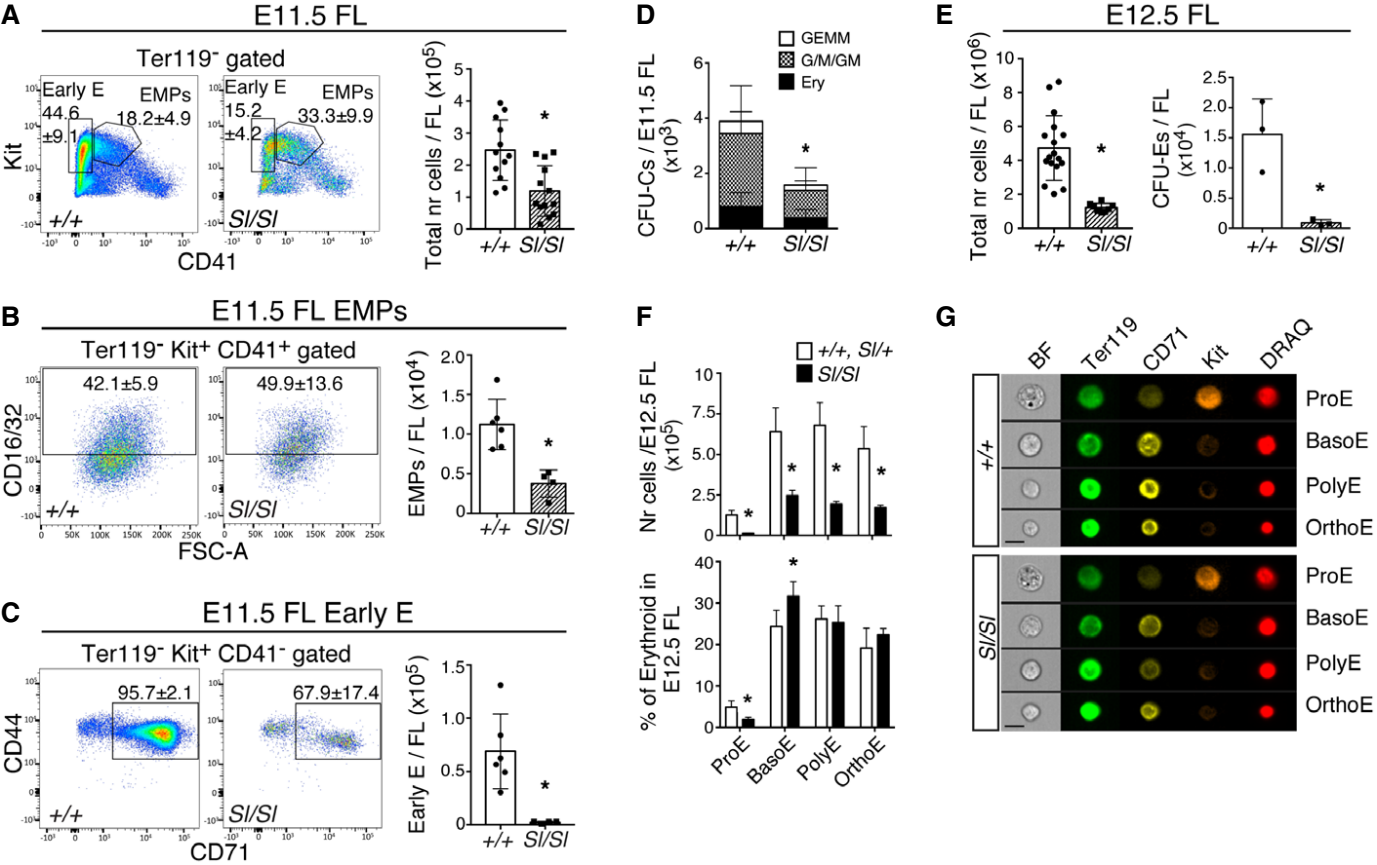
Kitl is required for the early FL expansion of EMPs and their progeny A–CFlow cytometry analysis of EMPs (Ter119^−^ Kit^+^ CD41^+^ CD16/32^+^) and early erythroid progenitors (Early E: Ter119^−^ Kit^+^ CD41^−^ CD71^+^ CD44^+^) in wild type and *Sl/Sl* E11.5 FL. EMP and early E data are the mean (± SD) of six wild type and four *Sl/Sl* biological replicates, with a total of 10 wild type and 6 *Sl/Sl* embryos analyzed in pools of 1–3 FL per genotype. Bar graphs on the right show corresponding absolute cell numbers (nr) per FL. Total FL cell counts are the mean (± SD) of 12 wild type and 13 *Sl/Sl* embryos. Tail somite range: 10–16 (wild type), 12–15 (*Sl/Sl*). Note that although EMP frequency in *Sl/Sl* FL is increased, their absolute number is severely decreased.DCFU‐C numbers in wild type and *Sl/Sl* E11.5 FL. Data are the mean (± SD) of 10 wild type and 10 *Sl/Sl* biological replicates plated in duplicate, with each replicate consisting of cell from 1 to 2 FLs. A total of 12 wild type and 11 *Sl/Sl* FL were plated over six independent experiments. GEMM: granulocyte, erythroid, monocyte/macrophage, megakaryocyte; G/M/GM: granulocyte, monocyte/macrophage; Ery: erythroid.ELeft: Total cell numbers (nr) of E12.5 wild type (*n* = 7) and *Sl/Sl* (*n* = 8) FL. Right: CFU‐E numbers per wild type and *Sl/Sl* E12.5 FL. Data are the mean (± SD) of three biological replicates analyzed over two independent experiments. Each biological replicate consisted of 1–2 FL samples pooled according to genotype and was plated in duplicate into a methylcellulose based medium containing EPO; colonies were scored after 2 days. Total number of FLs analyzed: four wild type and six *Sl/Sl*.FQuantification of erythroid lineage cells in E12.5 wild type and *Sl/Sl* FL. Absolute cell counts (top) and percentages (bottom) of proerythroblasts (ProE), basophilic erythroblasts (BasoE), polychromatic erythroblasts (PolyE), and orthochromatic erythroblasts (OrthoE) were determined by imaging flow cytometry analysis. The number (nr) of cells per FL was based on total cellularity and their relative proportions. Data are the mean (± SD) of three biological replicates for each genotype, with replicates consisting of single or two pooled FL samples. A total of four wild type, five *Sl/+,* and six *Sl/Sl* FLs were analyzed.GRepresentative examples of maturing erythroblast series in wild type and *Sl/Sl* E12.5 FL, as identified by imaging flow cytometry. Scale bars: 10 μm.Data information: *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

The observed FL phenotype could be due to a decreased influx of YS‐derived EMPs into the FL and/or a decrease in proliferation of erythroid lineage cells. In support of the former, the number of circulating EMPs showed a decreased trend in *Sl/Sl* peripheral blood (PB) at E9.75, the time at which FL colonization commences (Figs 3A, top and EV1E and F), and was significantly reduced by E11.5 (Figs 3A, bottom and EV1F). While Kit^+^ cells seeded the late E9 (27–29 sp) FL primordium of wild type and *Sl/Sl* embryos alike (Fig 3B, top), indicative of a normal temporal onset of FL colonization 46, the *Sl/Sl* mutant FL contained fewer Kit^+^ cells at E10.5 (34–36 sp) (Fig 3B, bottom), suggesting a reduced total influx of EMPs. In addition, a defect in progenitor cell proliferation *in situ* may contribute to the reduction in Kit^+^ cells. Indeed, the absence of Kitl negatively affected proliferation among *Sl/Sl* Kit^+^ cells in the E10.5 FL (Fig 3C), and both EMPs and early erythroid progenitors of the E11.5 *Sl/Sl* FL showed a decrease in proliferation and survival (Fig 3D–G). Thus, our data indicate that the FL anemia of *Steel* embryos is due to a defect in YS‐derived EMPs, with reduced colonization of the FL and a reduced proliferation and survival of FL erythroid cells contributing to the phenotype.

**Figure 3:**
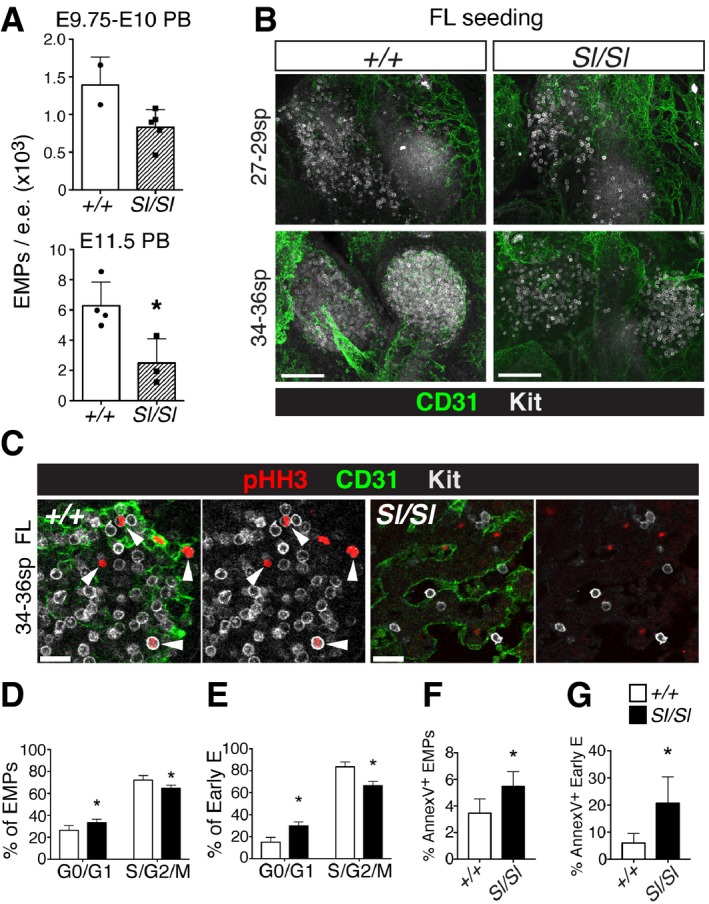
In the absence of Kitl, the influx and proliferation of EMPs in the early FL are reduced ANumber of EMPs in peripheral blood (PB) of wild type and *Sl/Sl* midgestation embryos, calculated from the percentage of PB EMPs (Ter119^−^ Kit^+^ CD41^+^ CD16/32^+^) determined by flow cytometry (Fig EV1E and F) and the total cell count (4.2 ± 1.6 × 10^5^ (wt), 3.1 ± 1.1 × 10^5^ (*Sl/Sl*) at E9.75; 2.6 ± 0.8 × 10^6^ (wt), 2.3 ± 1.4 × 10^6^ (*Sl/Sl*) at E11.5). For E9.75‐E10, PB from two wild type (28–30 sp) and five *Sl/Sl* (27–31) individual embryos was analyzed. For E11.5, PB from 1 to 3 embryos was pooled and six wild type and four *Sl/Sl* biological replicates were analyzed, with 10 wild type and six *Sl/Sl* embryos analyzed in total. Graphs show the mean (± SD) of PB EMPs per embryo equivalent (e.e.).BRepresentative confocal whole‐mount immunofluorescence images of wild type and *Sl/Sl* FL at the onset of hematopoietic colonization. Kit^+^ EMPs are shown in white, CD31^+^ vasculature in green. Maximum intensity 3D projections from 350‐μm‐thick *Z*‐stacks are shown. Scale bars: 100 μm. Number of embryos analyzed: three wild type and three *Sl/Sl* for E9.75 (27–29 sp), seven wild type, and eight (*Sl/Sl*) for E10.5 (34–36 sp).CConfocal whole‐mount immunofluorescence analysis of proliferating hematopoietic progenitors in wild type and *Sl/Sl* E10.5 (34–36 sp) FL. Very few CD31^+^ pHH3^+^ Kit^+^ proliferating hematopoietic cells (arrowheads) were detected in the *Sl/Sl* FL. A single 2.5‐μm‐thick slice is shown. Scale bars: 20 μm. A total of seven wild type and eight *Sl/Sl* embryos were analyzed.D, EPercentage of cycling Ter119^−^ Kit^+^ CD41^+^ CD16/32^+^ EMPs and Ter119^−^ Kit^+^ CD41^−^ CD71^+^ CD44^+^ early erythroid (Early E) cells in the E11.5 FL, determined by flow cytometric analysis of BrdU and 7‐AAD incorporation. Data are the mean (± SD) of six wild type and five *Sl/Sl* FLs analyzed individually over three independent experiments. Tail somite range: 12–17 (*+/+*); 12–17 (*Sl/Sl*).F, GPercentage of early apoptotic EMPs and Early E in wild type and *Sl/Sl* E11.5 FL, determined by flow cytometric analysis of Annexin‐V staining among 7‐AAD^−^ Ter119^−^ CD41^+^ Kit^+^ CD16/32^+^ EMPs and 7‐AAD^−^ Ter119^−^ Kit^+^ CD41^−^ CD71^+^ CD44^+^ Early E. Data are the mean (± SD) of nine wild type and seven *Sl/Sl* biological replicates analyzed over three independent experiments, with each replicate consisting of 1‐3 FLs of identical genotypes. A total number of 13 wild type and 9 Sl/Sl embryos were analyzed. Tail somite range: 11–17 for both genotypes.Data information: *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

### Tissue macrophages are depleted in the absence of Kitl

We next examined whether the generation of tissue macrophages was affected by a lack of Kitl, as YS‐derived EMPs were recently shown to contribute to the pool of fetal‐derived tissue macrophages during embryogenesis 43, 47. Macrophages first appear in the brain and liver, and later in the developing organs of the fetus where they undergo their final specification 47. Flow cytometric analysis of organs and tissues dissected from E14.5 *Sl/Sl* embryos showed that brain macrophages were unaffected (Fig 4A). In contrast, in the E14.5 FL both the F4/80^hi^ CD11b^lo^ and F4/80^lo^ CD11b^hi^ macrophage subsets 48, 49 were significantly reduced in the absence of Kitl (Fig 4B), as were the macrophages of the E14.5 *Sl/Sl* skin (Fig 4A, Appendix Fig S1A). In the limb buds and lungs, only the F4/80^lo^ CD11b^hi^ subsets were significantly decreased (Fig 4A). Whole‐mount immunofluorescence confirmed depletion of CD11b^+^ cells in skin and limb buds, while F4/80^+^ cells appeared reduced only in skin, in line with flow cytometry results (Appendix Fig S1B). Earlier in development, we observed a 50% decrease in F4/80^+^ CD11b^+^ macrophages in the midgestation AGM region of *Sl/Sl* embryos (Fig 4C–E), but not in yolk sac or fetal liver (Appendix Fig S1C). Importantly, macrophages in hematopoietic cell clusters attached to the wall of the dorsal aorta were present in normal numbers (Fig 4E and F). In conclusion, defective EMP expansion in the absence of Kitl results in a depletion of fetal macrophages in all tissues analyzed, with exception of the brain and aortic cell clusters.

**Figure 4:**
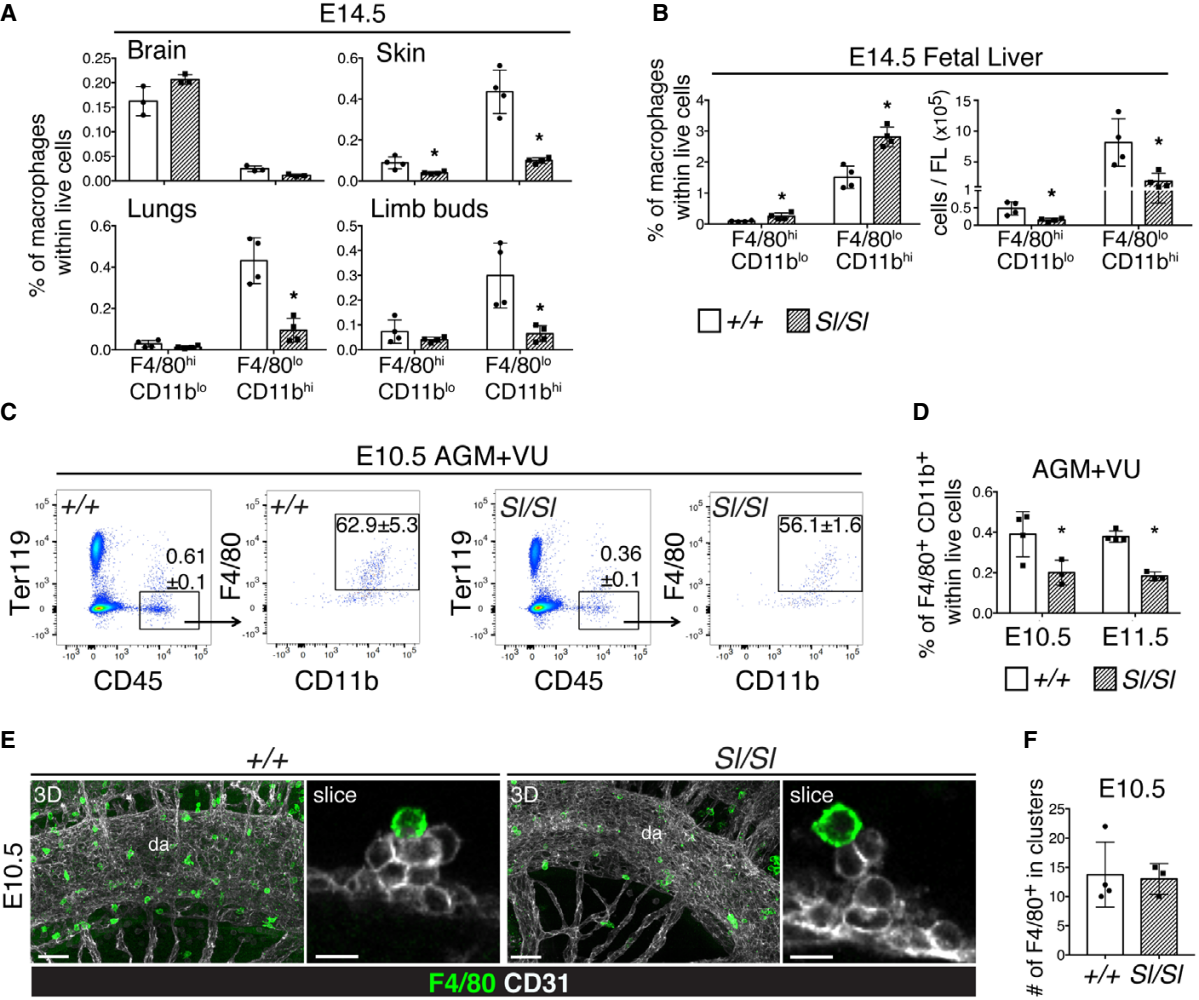
Macrophages are depleted in *Sl/Sl* mutant embryos Percentages of macrophage populations in wild type and *Sl/Sl* E14.5 brain, skin (dissected from the back), lungs, and limb buds, as determined by flow cytometry. Cells were gated as Ter119^−^ CD45^+^ and further gated into F4/80^hi^ CD11b^lo^ or F4/80^lo^ CD11b^hi^ populations. Representative dot plots of skin analysis are shown in Appendix Fig S1A. Data are the mean (± SD) of four biological replicates for either genotype, with each replicate consisting of individual or pooled samples (from up to three embryos). A total of eight wild type and five *Sl/Sl* embryos were analyzed over two independent experiments.Percentage and absolute numbers of tissue macrophages per E14.5 FL. Data are mean (± SD). Number of embryos analyzed: as in (A).Representative flow cytometry analysis of macrophages in wild type and *Sl/Sl* E10.5 AGM+VU. Cells were gated as shown, with percentages in individual gates as indicated. Data are the mean (± SD) of four wild type (32–35 sp) or three *Sl/Sl* (34–35 sp) biological replicates, analyzed over two independent experiments. Embryos were analyzed individually.Quantification of flow cytometry analysis in (C), showing percentage of F4/80^+^CD11b^+^ macrophages within live cells. E11.5 data are the mean (± SD) of four wild type (10–13 tail somites) or three *Sl/Sl* (10–13 tail somites) biological replicates, analyzed over three independent experiments. Embryos were analyzed individually.Confocal whole‐mount immunofluorescence analysis of macrophages in wild type and *Sl/Sl* E10.5 AGM+VU. 3D panels show maximum intensity projections from 400‐μm‐thick *Z*‐stacks. Slice panels show single 2.5‐μm‐thick *Z*‐slices of clusters in the dorsal aorta (da). A total of four wild type (31–34 sp) and three *Sl/Sl* (31–33 sp) embryos were analyzed. Scale bars: 50 μm (3D), 10 μm (slice).Quantification of whole‐mount immunofluorescence in (E), showing absolute numbers (mean ± SD) of F4/80^+^ macrophages within hematopoietic clusters in the dorsal aorta.Data information: *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

### LMPPs are decreased in the absence of Kitl

Next, we assessed whether Kit‐expressing lymphomyeloid immune‐restricted progenitors (LMPPs) were affected by a loss of Kitl. Similarly to EMPs, these cells emerge in the YS and colonize the FL prior to emergence of definitive HSCs 6. Although not statistically significant, the total number of LMPPs in E11.5 *Sl/Sl* FL was decreased (Fig EV2A and B). The contrasting increased frequency of LMPPs in FL is most likely secondary to the severe reduction in erythroid cells described above. In the *Sl/Sl* peripheral blood, LMPPs were decreased in both frequency and number (Fig EV2C). These results suggest that LMPPs also depend on Kitl for their expansion in the YS and/or FL.

**Figure EV2:**
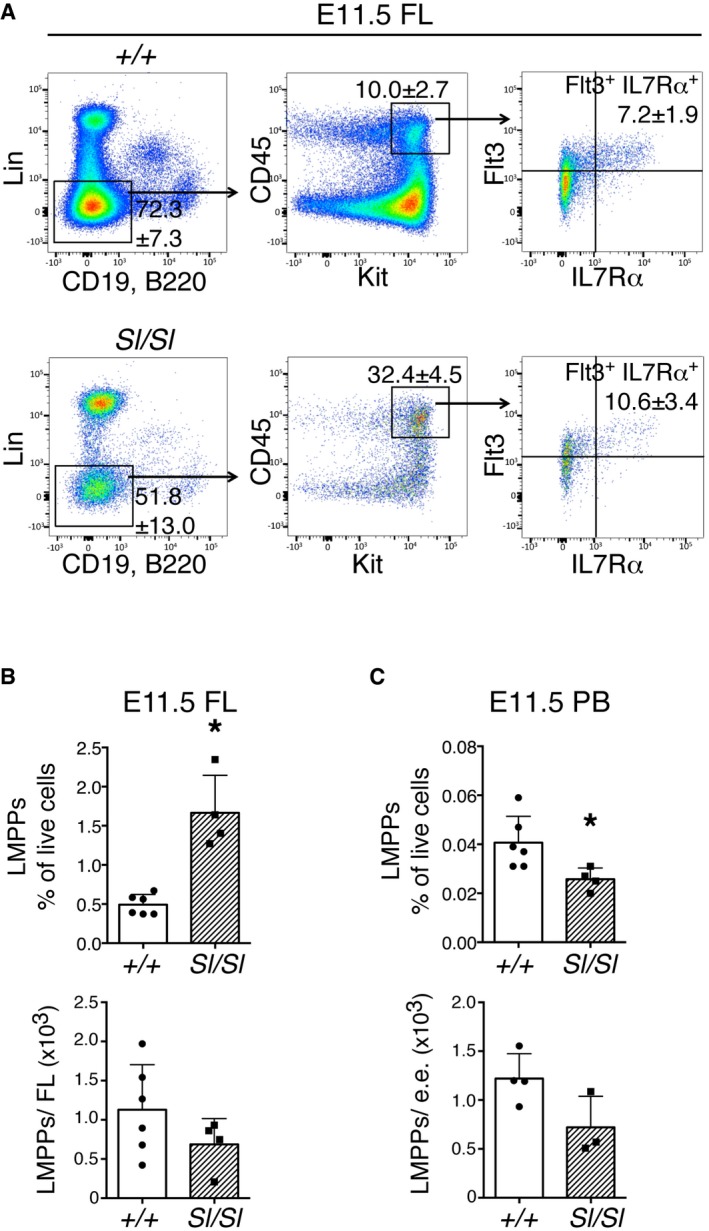
Lymphomyeloid immune‐restricted progenitor (LMPP) numbers are reduced in *Sl/Sl* FL and PB Flow cytometry analysis of Lin^−^ CD19^−^ B220^−^ CD45^+^ Kit^+^ Flt3^+^ IL7Rα^+^ LMPPs in wild type and *Sl/Sl* E11.5 FL. Lineage cocktail (Lin): Ter119, CD3e, F4/80, Nk1.1, Gr1. Gates and percentages within gate are indicated in representative dot plots. Percentages are the mean (± SD) of six wild type and four *Sl/Sl* biological replicates, with each replicate consisting of FL cells from individual or pools of up to three embryos. A total of 10 wild type (10–16 tail sp) and 6 *Sl/Sl* (12–15 tail sp) embryos were analyzed.Percentage and number of LMPP per E11.5 FL, as identified by flow cytometry and total FL cell counts. Data are the mean (± SD); samples as in (A).Percentage and number of LMPP in PB, as identified by flow cytometry and PB cell counts per embryo. Data are the mean (± SD); samples as in (A). e.e.: embryo equivalent.Data information: *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

### Loss of Kitl negatively affects the AGM HSC lineage *in vivo*

To investigate whether the emerging HSC lineage depends on Kitl *in vivo*, we performed morphological, phenotypic, and functional analyses of the midgestation AGM. In the absence of Kitl, the number of Kit^+^ cells per E10.5 dorsal aorta was significantly decreased (Fig 5A). Quantification of Kit^+^ hematopoietic cell clusters (defined as ≥ 2 cells) showed a decrease from 88.4 ± 19.7 to 65.6 ± 14.4 clusters in the wild type versus *Sl/Sl* aorta, respectively (*P* = 0.03; 7 embryos analyzed per genotype). Detailed analysis of cluster size and position along the wall of the aorta revealed that specifically large clusters (> 10 cells) associated with the ventral wall of the aorta were reduced in number, while smaller clusters and hematopoietic cell clusters at the dorsal aspect appeared unaffected by the loss of Kitl (Fig 5B), supporting a role for Kitl in AGM HSCs *in vivo*. Circulating Kit^+^ cells, located in the lumen of the aorta, were also decreased (Fig 5B). 

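RNA-Seq was carried out on hematopoietic cluster cells and endothelial cells of the E11.5 AGM and its vitelline and umbilical arteries (AGM+VU), from wild type embryos and from Sl/Sl embryos, in which a deletion takes in the gene for Kitl. Cluster cells were sorted as Ter119− VE-Cadherin+ Kit+ and endothelial cells as Ter119− VE-Cadherin+ Kit− CD41− CD45−. The 2 cell types and 2 genotypes make 4 groups, each with 2 samples of 100 cells, and each sample came from a pool of 1 to 4 embryos. SMARTSEQ2, the method used for the libraries, copies whole polyadenylated transcripts into cDNA and amplifies them by PCR. It attaches no molecular identifiers, so counts from one transcript are not independent molecules, and limits drawn from counts cover counting error only. The authors aligned the 75 bp read pairs to mm9 with STAR, merged the lanes of each sample, and counted reads on each gene with featureCounts. The deposited values are these counts, without normalization. The counts on genes summed to 10752465 and 12558926 in the wild type clusters and to 11982995 and 13428214 in the Sl/Sl clusters. In the endothelium the sums were 12832650 and 10495261 for wild type and 11902275 and 8933236 for Sl/Sl. Between 12844 and 14309 genes were detected per library. Kitl, the gene lost in Sl/Sl, was looked at first as a check of the labels. It had 1250 and 923 counts in wild type endothelium and 6 and 2 in Sl/Sl endothelium, and 110 and 0 in wild type clusters against 1 and 3 in Sl/Sl clusters, so that wild type clusters replicate 2 cannot be told from Sl/Sl by this gene. In each group, between 580 and 885 genes had at most 3 counts in one replicate and at least 50 in the other. From the counts, libraries were scaled with TMM factors and the 13908 genes kept by edgeR's filterByExpr were fitted together in all 8 libraries. The biological coefficient of variation over these genes was 0.817. Genotypes were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and the threshold of 0.1 that the paper applies. With 2 libraries against 2, an exact permutation test of a single gene cannot go below p = 0.333, so calls rest on the spread shared across genes.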

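In hematopoietic clusters, 0 genes passed the threshold between Sl/Sl and wild type in edgeR's quasi-likelihood test, and the smallest Benjamini-Hochberg adjusted p-value was 0.109, shared by 6 genes. At an unadjusted p-value under 0.05, 587 genes differed, where 695.4 would be reached by chance. Of these, 474 were higher and 113 were lower in Sl/Sl. The filter on low counts moved this result most, since with every gene of at least 1 count kept, 253 genes passed, of which 243 were higher and 10 lower. Of the 253, 249 were genes that the filter keeps, so the rise did not come from calls among the genes it removes. DESeq2, the tool named in the paper, called 175 genes in the 8 libraries, 164 of them higher and 11 lower. Version 1.42.0 was run here, without a prior on fold changes. The paper names v1.12.4 and does not state its options. With a prior, a setting chosen after seeing the data, 115 genes were higher and 4 lower. With the replicate number as a block, edgeR called 8 genes on the 8 libraries and 33 on the 4 cluster libraries. A block within each cell type, chosen after the results were seen, gave 57. Samples of one number are not shown to be pairs.
Lists of 68 genes of endothelial cells and 67 genes of hematopoietic cells were then followed as groups. Of the endothelial genes, 58 were higher in Sl/Sl clusters, and the median log2 fold change of the list was 0.93, or 0.92 with genes at or under 3 counts in a group set to their bound, against 0.030 for genes outside the lists. The adjusted p-value of the list was 2.92e-13 in camera, a test of whether a list's genes rank above or below other genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 20 tests. In edgeR's quasi-likelihood test, 0 of its genes passed when adjusted over the list alone, the same as over all genes tested. Over all genes, DESeq2 called 5 of them on the 8 libraries and 0 on the 4 cluster libraries. The median expression of the list was 5.45 and 3.47 log2 CPM, counts scaled to a common library size, in the wild type cluster libraries and 6.49 and 4.66 in the Sl/Sl libraries, so that the genotypes overlapped. Without Sl/Sl replicate 1, the median log2 fold change was −0.092, without wild type replicate 2 it was 0.35, and without wild type replicate 1 it was 2.44. Of the 66 hematopoietic genes tested, 47 were lower in Sl/Sl clusters, with a median log2 fold change of −0.37 (camera, adjusted p = 0.00441). The medians of 6.63 and 6.71 log2 CPM in wild type lay above those of 6.40 and 6.25 in Sl/Sl. The list's log2 fold change stayed between −0.52 and −0.14 with each cluster library left out in turn, the smallest fall being that without wild type replicate 2. Adjusted over the list alone, 1 hematopoietic gene passed, and this was Elane, which was higher in Sl/Sl. Neither list passed when the correlation between its genes was taken from the libraries, with adjusted p-values of 0.567 for both lists in fry and 0.46 for both in camera with an estimated correlation. That correlation was 0.707 for the endothelial list but 0.035 for the hematopoietic list, near the preset 0.01. No list passed in these tests, so the hematopoietic loss is not shown to come from its members moving together.

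**Figure D1:**
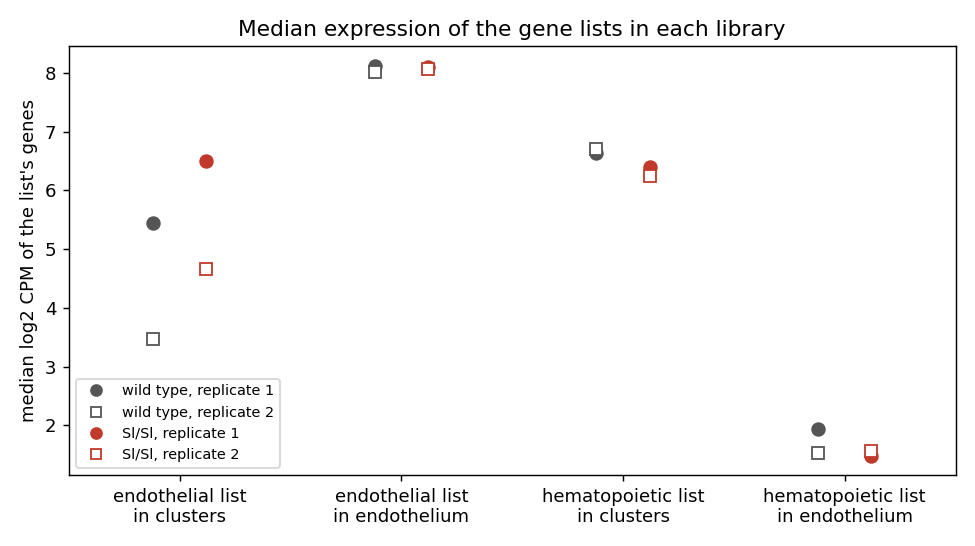
Median expression of the endothelial and the hematopoietic gene list in each library, in log2 CPM, for clusters and endothelium; each symbol is 1 library. In clusters the endothelial list spans 3.47 to 5.45 in wild type and 4.66 to 6.49 in Sl/Sl.

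The paper draws its statement on the mutant clusters from the genes it called as differentially expressed and from the GO processes over-represented among them (Fig EV3A and B).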

At the molecular level, RNA‐Seq of E11.5 wild type and *Sl/Sl* cluster cells (Ter119^−^ VE‐Cadherin^+^ Kit^+^) showed an upregulation of endothelial‐associated genes and a downregulation of hematopoietic genes in the mutant (Fig EV3A and B). Endothelial cells analyzed in parallel as a control showed only few changes (Fig EV3C and D), consistent with their low Kit expression (Fig EV3E). 

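In the endothelium, 0 genes passed the threshold between Sl/Sl and wild type, and the smallest adjusted p-value was 1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Kitl, the gene lost in Sl/Sl, was among those missed, with 1250 and 923 counts in wild type endothelium against 6 and 2 in Sl/Sl. The 0 calls therefore do not show that no gene changed. At an unadjusted p-value under 0.05, 580 genes differed, 255 of them higher and 325 lower in Sl/Sl. This count also rose with other settings, to 65 genes without the filter on low counts and to 177 genes with DESeq2 on all libraries. Whether the genotype acted differently in the 2 cell types was tested directly with an interaction term. It gave 0 genes past the threshold (smallest adjusted p = 0.621 from the same test) and 736 genes at an unadjusted p-value under 0.05. The endothelial gene list had a median log2 fold change of 0.11 in the endothelium, with 48 of its 68 genes higher in Sl/Sl (camera, adjusted p = 0.298), and 0 of its genes passed when adjusted over the list alone. The median ran from 0.020 without wild type replicate 2 to 0.17 without wild type replicate 1. Its change in clusters exceeded that in endothelium by a median of 0.85 on the log2 scale (camera on the interaction, adjusted p = 2.58e-05 over 10 lists) and this difference did not pass with an estimated correlation (adjusted p = 0.57). The hematopoietic list had a median log2 fold change of −0.25 in the endothelium (camera, adjusted p = 0.107). It was −0.18 with genes at or under 3 counts in a group set to their bound. The median ran from −0.53 without Sl/Sl replicate 1 to −0.098 without wild type replicate 1. On the 4 endothelium libraries alone it was −0.057 (camera, adjusted p = 0.643). Adjusted over the list alone, 1 of its genes passed, Angpt1, which was higher in Sl/Sl. The difference of this list between the cell types was −0.038 (camera on the interaction, adjusted p = 0.47).
Kit, on chromosome 5 of mm9 from 75971012 to 76052746, had 1065 and 749 counts in the wild type endothelium libraries and 4392 and 3234 counts in the wild type cluster libraries. Its expression was 80.2 ± 6.37 CPM (SD, n = 2) in endothelium and 315 ± 89.9 CPM (SD, n = 2) in clusters. This is 3.93-fold lower in endothelium, a log2 fold change of −1.98 (standard error 0.29, adjusted p = 0.00808 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Clusters were sorted as Kit+ and endothelium as Kit−, so the direction of this difference was largely set by the sort. The p-value is therefore no independent evidence on Kit in endothelium. Without wild type clusters replicate 1, the log2 fold change was −1.65. The paper proposes that the small number of changes in the endothelium goes with its low expression of Kit.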

In accordance with decreased hematopoietic gene expression in the AGM clusters, phenotypic pre‐HSC type II/HSCs (Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^+^) were significantly reduced in the E10.5 and E11.5 *Sl/Sl* AGM+VU. Pre‐HSC type I (Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^−^), in contrast, appeared unaffected (Fig 5C and D). Functionally, we observed a marked reduction in clonogenic progenitors in the E11.5 *Sl/Sl* AGM+VU (Fig 5E), as well as an impaired potential for long‐term multi‐lineage hematopoietic reconstitution upon transplantation of mutant AGM+VU cells into adult irradiated recipients (Fig 5F; Appendix Fig S2A–G). Of note, recipients showed a normal relative contribution of *Sl/Sl*‐derived cells to the myeloid and lymphoid lineages (Appendix Fig S2H–L). Our data indicate that in a Kitl‐deficient AGM niche overall HSC activity, but not their relative lymphomyeloid lineage output, is negatively affected.

**Figure 5:**
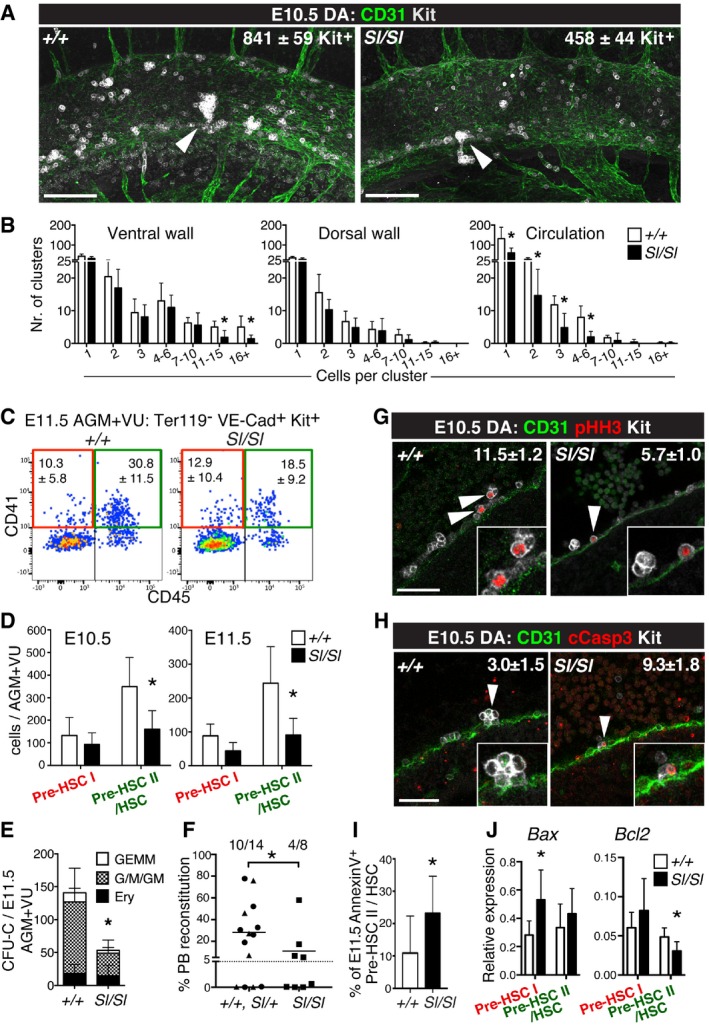
Kitl is required for AGM (pre‐)HSC maturation and survival *in vivo* Confocal whole‐mount immunofluorescence analysis (WM‐IF) of Kit^+^ cells in wild type and *Sl/Sl* E10.5 AGM (32–36 sp). Images are 3D projections from 400‐μm‐thick *Z*‐stacks, and are representative of 14 wild type and 11 *Sl/Sl* embryos analyzed. Total numbers of Kit^+^ cells (white) in the dorsal aorta were quantified and showed a significant reduction in *Sl/Sl* compared to wild type (*P* = 0.008). CD31^+^ vasculature is shown in green. Arrowheads: hematopoietic cell clusters. Scale bars: 100 μm.Quantification of WM‐IF in (A), showing absolute numbers (± SD) of clusters of indicated size and separately shown relative to location. A total of seven wild type and seven *Sl/Sl* embryos were counted.Flow cytometry analysis of the HSC lineage in wild type and *Sl/Sl* E11.5 AGM+VU. Cells were Ter119^−^ VE‐Cadherin^+^ Kit^+^ gated, and percentages of cells within the pre‐HSC type I gate (red) and the pre‐HSC type II/HSC gate (green) are shown. Percentages are the mean (± SD) of 10 wild type and 9 *Sl/Sl* biological replicates, with each replicate consisting of 1–3 pooled AGM+VU. A total of 15 wild type and 11 *Sl/Sl* embryos were analyzed over five independent experiments.Absolute numbers (± SD) of E10.5 and E11.5 pre‐HSC type I (Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^−^) and pre‐HSC type II/HSC (Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^+^), as determined by flow cytometry in (C). Number of E11.5 embryos analyzed: as in (A). For E10.5, five biological replicates were analyzed for either genotype, with each replicate consisting of 1–4 pooled AGM+VU. A total of 12 wild type (31–35 sp) and 9 *Sl/Sl* (30–34 sp) embryos were analyzed over four independent experiments. Total live cells per AGM+VU: 2.8 ± 1.0 × 10^5^ (wt), 2.3 ± 0.6 × 10^5^ (*Sl/Sl*) at E10.5; 3.9 ± 1.1 × 10^5^ (wt), 3.8 ± 1.4 × 10^5^ (*Sl/Sl*) at E11.5.CFU‐C numbers per wild type and *Sl/Sl* E11.5 AGM+VU. Counts are the mean (± SD) of four wild type and six *Sl/Sl* biological replicates plated in duplicate. Biological replicates consisted of cells from individual or two pooled AGM+VU. A total of six wild type and seven *Sl/Sl* AGM+VU embryos were analyzed over four independent experiments. GEMM: granulocyte, erythroid, monocyte/macrophage, megakaryocyte; G/M/GM: granulocyte, monocyte/macrophage; Ery: erythroid.Analysis of long‐term multi‐lineage HSC potential in E11.5 *Sl/Sl* AGM+VU. Irradiated CD45.1 syngeneic mice were transplanted with 1 e.e. of wild type, *Sl/+,* or *Sl/Sl* CD45.2^+^ AGM+VU cells. PB chimerism is represented as the percentage of donor CD45.2^+^ cells among total CD45^+^ cells, 16 weeks after transplant. A total of 14 recipients were transplanted with wild type or *Sl/+* cells and 8 with *Sl/Sl* cells, over four independent experiments. Wild type is represented with a circle, *Sl/+* a triangle, and *Sl/Sl* with a square. Tail somite range: 9–17 (*+/+*, Sl/+); 10–17 (*Sl/Sl*). *P = 0.027, one‐tailed Mann–Whitney *U*‐test; *P* = 0.055, two‐tailed Mann–Whitney *U*‐test.Confocal WM‐IF analysis of pHH3 expression in Kit^+^ cells of wild type and *Sl/Sl* E10.5 dorsal aorta (33–36 sp). Images are 2.5‐μm‐thick single longitudinal *Z*‐slices; dorsal up. Arrowheads indicate examples of proliferating CD31^+^ pHH3^+^ Kit^+^ hematopoietic cells (magnified in insets); the total number of these cells per dorsal aorta was quantified and showed reduced proliferation in the mutant (*P* = 0.01). A total of four embryos per genotype were analyzed. Scale bars: 50μm.Confocal WM‐IF analysis of cCasp3 expression in Kit^+^ cells of wild type and *Sl/Sl* E10.5 dorsal aorta (33–36 sp). 2.5‐μm‐thick single longitudinal *Z*‐slices; dorsal up. A higher number of Kit^+^ cCasp3^+^ apoptotic cluster cells were detected in the *Sl/Sl* dorsal aorta (*P* = 0.04). Arrowheads indicate a CD31^+^ Kit^+^ cCasp3^−^ hematopoietic cluster for wild type and an apoptotic CD31^+^ Kit^+^ cCasp3^+^ hematopoietic cell for *Sl/Sl* (both magnified in insets). A total of four wild type and three *Sl/Sl* embryos were analyzed. Scale bars: 50 μm.Analysis of apoptosis among pre‐HSC type II/HSCs in wild type and *Sl/Sl* E11.5 AGM. Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^+^ cells were analyzed by flow cytometry for Annexin‐V binding to detect early apoptotic cells. Percentages are the mean (± SD) of nine wild type and seven Sl/Sl biological replicates analyzed over three independent experiments. Individual replicates consisted of 1–3 AGMs. A total of 13 wild type and 9 *Sl/Sl* embryos (11–17 tail sp) were analyzed. The percentage of apoptotic pre‐HSC type II/HSCs in the mutant AGM was significantly increased (*P* = 0.04).Multiplex Fluidigm qRT–PCR analysis of pre‐HSC type I and II, sorted as shown in (C) from E11.5 wild type (*n* = 4 biological replicates; total number of embryos: 9; 11–17 tail somites) and *Sl/Sl* (*n* = 5 biological replicates; total number of embryos: 9; 11–17 tail somites). Data are mean (± SD).Data information: *P < 0.05 (unpaired two‐tailed Student's *t*‐test in all panels except F).

**Figure EV3:**
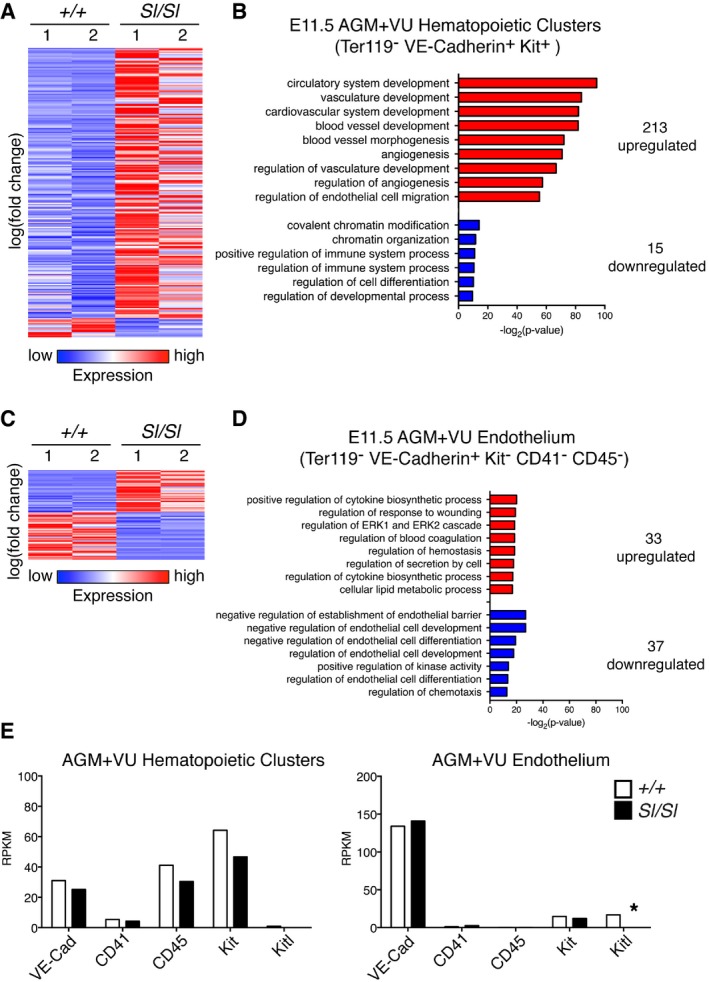
Transcriptional analysis of wild type and *Sl/Sl* AGM hematopoietic clusters and endothelium E11.5 AGM+VU Ter119^−^ VE‐Cadherin^+^ Kit^+^ cells (hematopoietic clusters) were sorted from wild type and *Sl/Sl* embryos (pools of 1–4 embryos of the same genotype; 2 sorting experiments). Duplicate samples of 100 cells each were processed using SMARTSEQ2 80. The un‐clustered heat map shows 228 genes differentially expressed (*P* < 0.05, FDR < 0.1) between wild type and *Sl/Sl* hematopoietic clusters as detected by RNA‐Seq and is ordered by log(fold change) with high positive values on top and negative values on bottom. Each column shows a biological replicate.Gene ontology (GO) analysis performed with the MetaCore suite (Thomson Reuters) of the 213 upregulated and 15 downregulated genes identified by RNA‐Seq, showing selected categories within the top over‐represented GO processes.E11.5 AGM+VU Ter119^−^ VE‐Cadherin^+^ Kit^−^ CD41^−^ CD45^−^ (endothelial cells) were sorted from wild type and *Sl/Sl* embryos (pools of 1–4 embryos of the same genotype; 2 sorting experiments). Duplicate samples of 100 cells each were processed using SMARTSEQ2. The un‐clustered heat map shows 70 genes differentially expressed (*P* < 0.05, FDR < 0.1) between wild type and *Sl/Sl* endothelium as detected by RNA‐Seq and is ordered by log(fold change) with high positive values on top and negative values on bottom. Each column shows a biological replicate.Gene ontology (GO) analysis performed with the MetaCore suite (Thomson Reuters) of the 33 upregulated and 37 downregulated genes identified by RNA‐Seq, showing selected categories within the top over‐represented GO processes.RPKM expression of genes encoding for phenotypic markers used to identify and sort cell populations, in wild type and *Sl/Sl* E11.5 AGM+VU hematopoietic clusters (Ter119^−^ VE‐Cadherin^+^ Kit^+^) and endothelium (Ter119^−^ VE‐Cadherin^+^ Kit^−^ CD41^−^ CD45^−^). Note low expression of Kit in the endothelium, and absence of Kitl in *Sl/Sl* (as expected). *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

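No gene passed the threshold in clusters, so the 6 genes that share the smallest adjusted p-value, 0.109 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, were chosen after their values were seen. All 6 were higher in both Sl/Sl cluster libraries than in both wild type cluster libraries. Positions are those of the first to the last exon on mm9. Maged2, on chromosome X from 147240964 to 147248882, had 189 ± 24.4 CPM (SD, n = 2) in wild type and 631 ± 55.2 CPM (SD, n = 2) in Sl/Sl, a log2 fold change of 1.74 (standard error 0.21). Id3, on chromosome 4 from 135699737 to 135701307, rose from 132 ± 5.80 to 425 ± 104 CPM, a log2 fold change of 1.69 (standard error 0.23). Nrep, on chromosome 18 from 33596673 to 33623683, rose from 258 ± 68.1 to 903 ± 230 CPM, a log2 fold change of 1.81 (standard error 0.25). The remaining genes were low in wild type. Eogt, on chromosome 6 from 97060938 to 97098877, had 15 and 37 counts in wild type and 355 and 408 in Sl/Sl (log2 fold change 3.78, standard error 0.48). Ptprm, on chromosome 17 from 67016188 to 67703799, had 36 and 42 counts against 759 and 327 (log2 fold change 3.74, standard error 0.51). Apold1, on chromosome 6 from 134932019 to 134936854, had 3 and 1 counts in wild type and 140 and 129 in Sl/Sl, which makes it at least 41.7-fold higher. With each cluster library left out in turn, the lowest log2 fold change among the 6 genes was 1.41, for Id3 without Sl/Sl replicate 1. In the endothelium, the same genes had log2 fold changes from −0.28 for Nrep to 0.24 for Maged2. Each was more abundant in wild type endothelium than in wild type clusters. The wild type endothelium means were 728.6 CPM for Maged2, 1273 for Id3, 1515 for Nrep, 112.6 for Eogt, 175.5 for Ptprm and 117 for Apold1. More endothelial cells among the Sl/Sl clusters would raise these genes too. A change within cluster cells therefore cannot be told apart from such mixing. In DESeq2 on all libraries, each of the 6 passed, the largest of their adjusted p-values being 7.58e-07 for Nrep.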

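Single members of the endothelial and the hematopoietic gene list, which were written by hand and are not the GO terms, were taken by the smallest p-value in clusters. Of the endothelial list these were Palmd, Jag1, Gja4, Nrp1 and Efnb2, all higher in both Sl/Sl cluster libraries than in either wild type library, with adjusted p-values from 0.502 to 0.987 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Palmd (chromosome 3 of mm9, 116621180 to 116671870) had 4 and 0 counts in wild type and 147 and 42 in Sl/Sl, a log2 fold change of 5.39 (standard error 1.29) that was 4.05 without Sl/Sl replicate 1. Jag1 (chromosome 2, 136907187 to 136942256) rose from 58.2 ± 31.7 to 143 ± 9.33 CPM (SD, n = 2 each), a log2 fold change of 1.30 (standard error 0.35). Gja4 (chromosome 4, 126988664 to 126991283) rose from 22.0 ± 18.6 to 126 ± 99.6 CPM, where the spread between replicates is nearly as large as the means (log2 fold change 2.51, standard error 0.68). Nrp1 (chromosome 8, 130882973 to 131029375) and Efnb2 (chromosome 8, 8617439 to 8660773) had log2 fold changes of 1.35 (standard error 0.38) and 1.19 (standard error 0.39). Without wild type replicate 1, those of Jag1, Gja4, Nrp1 and Efnb2 were 2.00, 3.82, 2.24 and 1.95, and without wild type replicate 2 they were 0.82, 1.83, 0.80 and 0.69. Gja4 was at 1.32 without Sl/Sl replicate 1. DESeq2 on all libraries called Palmd, Jag1, Gja4 and Nrp1.
Of the hematopoietic list, the member with the smallest p-value was Elane (chromosome 10, 79349057 to 79350961), which rose from 1.64 ± 0.98 to 73.0 ± 36.4 CPM, a log2 fold change of 5.46 (standard error 0.96, adjusted p = 0.308 from edgeR's quasi-likelihood test). Its log2 fold change lay between 4.84 without Sl/Sl replicate 1 and 6.24 without wild type replicate 2. DESeq2 called it as well. The next 4 were lower in Sl/Sl. Ikzf1 (chromosome 11, 11586216 to 11672929) fell from 308 ± 67.0 to 112 ± 56.8 CPM, a log2 fold change of −1.46 (standard error 0.43, adjusted p = 0.852 from the same edgeR test), which ran from −2.10 without Sl/Sl replicate 2 to −1.02 without Sl/Sl replicate 1. Cd47 (chromosome 16, 49855767 to 49911796) and Cbfa2t3 (chromosome 8, 125149036 to 125223009) had log2 fold changes of −0.78 (standard error 0.34) and −0.65 (standard error 0.33) without overlap between the genotypes. Lcp1 (chromosome 14, 75530930 to 75630649) had a log2 fold change of −0.62 (standard error 0.33) and its libraries overlapped; it was −0.14 without wild type replicate 2, −0.35 without Sl/Sl replicate 1, −0.96 without Sl/Sl replicate 2 and −0.99 without wild type replicate 1. Each of these last 3 had an adjusted p-value of 1 in the edgeR test.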

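In the endothelium every adjusted p-value was 1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 5 genes with the smallest unadjusted p-values, chosen after their values were seen, separated the genotypes in all endothelium libraries. Erlin1, on chromosome 19 of mm9 from 44109433 to 44144275, fell from 39.6 CPM in both wild type libraries to 3.86 ± 0.24 CPM (SD, n = 2) in Sl/Sl, a log2 fold change of −3.35 (standard error 0.57). S1pr3, on chromosome 13 from 51503987 to 51518166, had 149 and 164 counts in wild type and 0 and 1 in Sl/Sl, at least 45.8-fold lower. The other 3 were higher in Sl/Sl. Syk, on chromosome 13 from 52678806 to 52744161, had 45 and 38 counts in wild type and 298 and 162 in Sl/Sl (log2 fold change 2.61, standard error 0.46). Angpt1, on chromosome 15 from 42256213 to 42508523, had 11 and 16 counts against 118 in both Sl/Sl libraries (log2 fold change 3.30, standard error 0.59). Ifi27, on chromosome 12 from 104672399 to 104678455, had 2 and 4 counts against 318 and 129 (log2 fold change 6.24, standard error 1.13). All 5 passed in DESeq2 on all libraries, with adjusted p-values up to 0.000821, for S1pr3. In clusters, Syk went the other way, with a log2 fold change of −1.24 (standard error 0.43, adjusted p = 1 from the edgeR test).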

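RPKM values, which scale counts to exon length and library size, were computed from the counts, the exon length given with them and each library's total. Values are means ± SD of 2 libraries. Cdh5, which encodes VE-Cadherin, had 31.1 ± 39.6 RPKM in wild type clusters, 25.2 ± 18.2 in Sl/Sl clusters, 134 ± 38.2 in wild type endothelium and 141 ± 12.0 in Sl/Sl endothelium. Its wild type cluster libraries were 59.1 and 3.08 RPKM, a wider gap than that between the genotypes. Itga2b, which encodes CD41, had 5.40 ± 2.13, 4.26 ± 2.28, 1.21 ± 0.013 and 2.80 ± 0.19 RPKM in the same order. Ptprc, which encodes CD45, had 41.2 ± 19.5 and 30.4 ± 16.1 RPKM in clusters and 0.16 ± 0.084 and 0.13 ± 0.014 in endothelium. Kit had 64.3 ± 20.6 and 46.8 ± 0.78 RPKM in clusters and 14.9 ± 1.59 and 12.0 ± 0.53 in endothelium. Between the genotypes, none of the 10 comparisons of a marker within a cell type can fall below the smallest permutation p-value of this design, and the lower Kit in Sl/Sl clusters was not past the threshold (log2 fold change −0.44, standard error 0.28, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without wild type clusters replicate 1, the log2 fold change of Kit was −0.11.

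**Figure D2:**
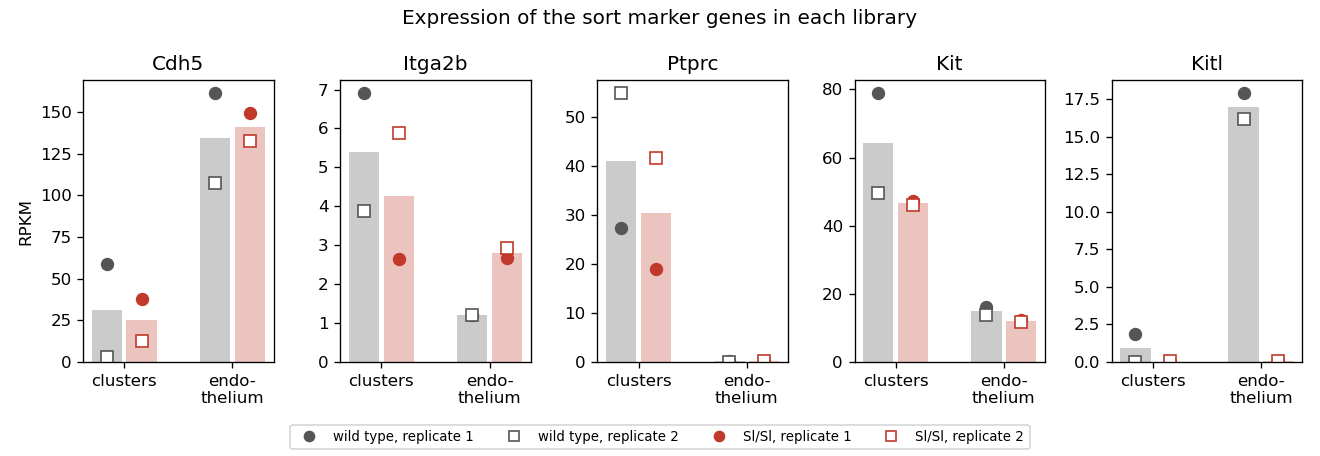
RPKM of Cdh5, Itga2b, Ptprc, Kit and Kitl in wild type and Sl/Sl clusters and endothelium; bars are means of 2 libraries and each symbol is 1 library. Kit is at 14.9 and 12.0 RPKM in endothelium against 64.3 and 46.8 in clusters, and Kitl is near 0 in Sl/Sl.

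Kitl lies on chromosome 10 of mm9 from 99478458 to 99563046. It had 17.0 ± 1.23 RPKM in wild type endothelium and 0.067 ± 0.036 RPKM in Sl/Sl endothelium. The log2 fold change was −7.91 (standard error 1.96), with an unadjusted p-value of 0.00278 and an adjusted p-value of 1 in edgeR's quasi-likelihood test, and DESeq2 on all libraries gave an adjusted p-value of 0.000106. In clusters, Kitl had 0.94 ± 1.33 RPKM in wild type, where the count of 0 in replicate 2 allows up to 0.044 RPKM, and 0.028 ± 0.018 RPKM in Sl/Sl. Among the tested genes with an exon within 2 Mb of Kitl, 3 further genes were nearly without counts in Sl/Sl. Tmtc3 (99906536 to 99949981, minus strand) had 2450 counts over the 4 wild type libraries and 14 over the 4 Sl/Sl libraries. Cep290 (99950923 to 100036289, plus strand) had 493 and 4. 4930430F08Rik (100034908 to 100051893, minus strand) had 610 and 10; it overlaps Cep290, and the paper does not state whether the counting used strand, so reads could be shared between these 2 genes. The CPM of these 3 genes in Sl/Sl was 0.607%, 0.76% and 1.8% of wild type. On the other side of Kitl, Csl, Dusp6, Galnt4, Poc1b and Atp2b1 were at 84.8% to 101% of wild type.

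**Figure D3:**
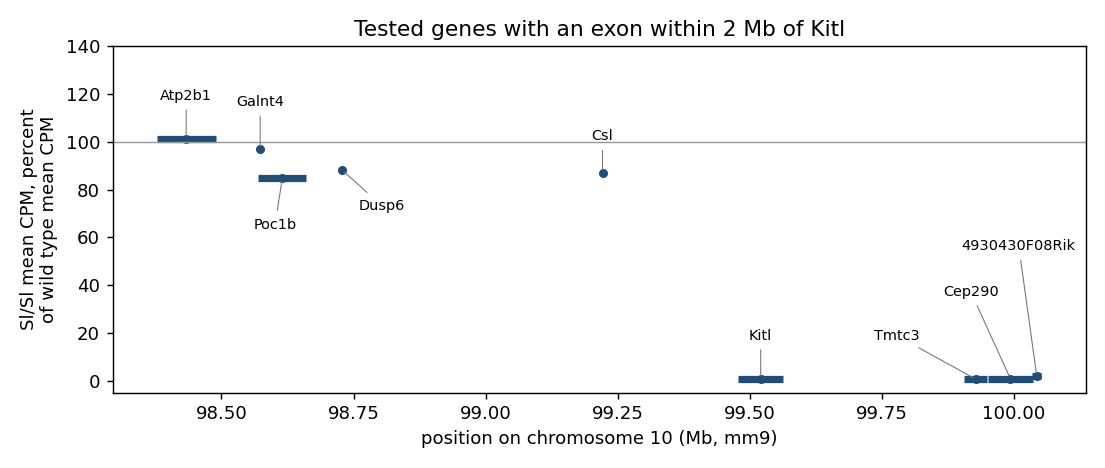
Mean CPM in the 4 Sl/Sl libraries as a percent of that in the 4 wild type libraries, for the tested genes with an exon within 2 Mb of Kitl, by position on chromosome 10 of mm9 in Mb. Kitl, Tmtc3, Cep290 and 4930430F08Rik lie between 0.522% and 1.8%, and the other 5 genes between 84.8% and 101%.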

The smaller size of the *Sl/Sl* aortic clusters suggested a decrease in proliferation and/or increased apoptosis in emerging AGM HSPCs. Whole‐mount immunofluorescence analysis showed that the number of proliferating pHH3^+^ CD31^+^ Kit^+^ cells in the E10.5 *Sl/Sl* dorsal aorta was down twofold compared to wild type (Fig 5G), while the 3number of apoptotic cCasp3^+^ CD31^+^ Kit^+^ cells was increased threefold in the mutant (Fig 5H). Interestingly, no decrease in proliferation was seen among phenotypic *Sl/Sl* pre‐HSC type II/HSCs (Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^+^), when assayed directly at E11.5 by *in vivo* BrdU labeling (Appendix Fig S2M). In contrast, these cells did show an increase in Annexin‐V^+^ apoptotic cells (Fig 5I), along with reduced expression of the anti‐apoptotic gene *Bcl2* (Fig 5J). Conversely, the pro‐apoptotic gene *Bax* was upregulated in pre‐HSC type I and showed an increased trend among HSCs/pre‐HSC type II (Fig 5J). Altogether, these data support a role for Kitl in promoting the survival of the AGM HSC lineage *in vivo*.

### *Kitl*‐tdTomato is expressed in endothelial and mesenchymal cells in the embryonic hematopoietic microenvironment

The requirement for Kitl in the normal development of YS‐derived EMPs and AGM HSCs raised the question of what cell types produce Kitl in the embryonic hematopoietic niches. To assess this, we used a recently generated *Kitl*‐tdTomato transgenic reporter mouse line 50, which was found to faithfully report Kitl‐producing cells in both adult 50 and embryonic cells (Fig EV4A–C). Whole‐mount immunofluorescence analysis on E8.5 *Kitl*‐tdTomato transgenic concepti showed that Kitl was most strongly expressed in the para‐aortic splanchnopleura (PAS) and the allantois, the tissues giving rise to the AGM and umbilical vessels, respectively. Kitl expression was also detected in YS blood islands (BI), albeit at an overall lower level (Fig 6A). A closer examination revealed expression in endothelial cells of the paired dorsal aortae (Fig 6B, arrowheads) and their surrounding mesenchyme. In the YS BI, Kitl was expressed in endothelial cells surrounding primitive erythroblasts (Fig 6C, arrowheads) and in some perivascular cells (Fig 6C, arrow). Endothelial expression was still evident in the E10.5 YS, around clusters of Kit^+^ EMPs (Fig 6D, arrowheads; Fig EV4C). Approximately 20% of E10.5 YS endothelial cells (VE‐Cadherin^+^ Ter119^−^ Kit^−^), 15% of mesenchymal cells, and just 5–7% of Kit^+^ cells expressed *Kitl*‐tdTomato (Fig EV4D). In the E10.5 embryo, Kitl expression was apparent in the FL, and in the mesenchyme ventral to the dorsal aorta throughout the AGM area (Fig 6E). A similar Kitl expression pattern was seen in the PAS of the E9.5 embryo (Fig EV4E). *Kitl*‐tdTomato was also expressed in non‐hematopoietic tissues such as the floor plate and intersomitic vessels. In the E10.5 AGM, CD31^+^ aortic endothelial cells and α‐SMA/PDGFR‐β^+^ perivascular smooth muscle cells expressed *Kitl*‐tdTomato (Fig 6F), with approximately 16% of AGM endothelial cells, 9% of mesenchymal cells, and few VE‐Cad^+^ Kit^+^ hematopoietic cluster cells expressing *Kitl*‐tdTomato (Fig EV4F). In the E10.5 FL, *Kitl*‐tdTomato was expressed widely among mesenchymal cells/hepatoblasts and endothelium (Figs 6G and EV4G). Thus, in the embryonic hematopoietic niches, Kitl is expressed in endothelial and mesenchymal cells from the onset of YS hematopoiesis throughout the time of AGM HSC emergence and FL hematopoiesis.

**Figure EV4:**
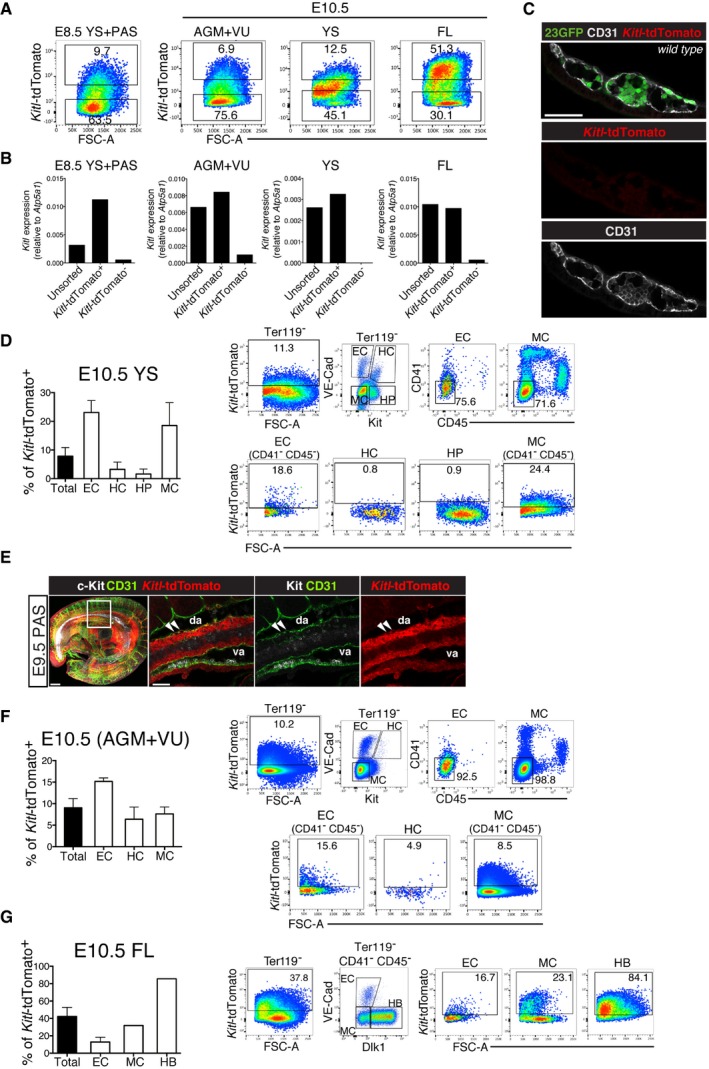
Validation and quantification of Kitl‐tdTomato reporter expression Kitl‐tdTomato^+^ and Kitl‐tdTomato^−^ subsets were isolated from pooled E8.5 (3–8 sp) Kitl‐tdTomato transgenic concepti and E10.5 (31–36 sp) AGM regions (including vitelline and umbilical arteries) (AGM+VU), YS, and FL. PAS: para‐aortic splanchnopleura. Sort gates as indicated. Total number of Kitl‐tdTomato transgenic embryos analyzed: 14 (E8.5), 21 (E10.5). *N* = 2 independent experiments for E8.5; *N* = 2 independent experiments for E10.5.qRT–PCR analysis of endogenous *Kitl* in the Kitl‐tdTomato^+^ and Kitl‐tdTomato^−^ subsets shown in (A). Endogenous *Kitl* expression (relative to *Atp5a1*) is virtually restricted to Kitl‐tdTomato^+^ cells.Control sample for confocal whole‐mount immunofluorescence analysis of *Kitl*‐tdTomato expression in the E8.5 (6–7 sp) YS BI. The full staining (using CD31, GFP and anti‐RFP/tdTomato antibodies) has been performed on a 23GFP embryo. No significant background is observed. A single 2.5‐μm‐thick *Z*‐slice is shown. Scale bar: 50 μm.Flow cytometry analysis of E10.5 (32–37 sp) Kitl‐tdTomato transgenic YS. Live cells were gated as total Ter119^−^, or as Ter119^−^ endothelial cells (EC: VE‐Cadherin^+^ Kit^−^ CD41^−^ CD45^−^), hematopoietic clusters (HC: VE‐Cadherin^+^ Kit^+^), hematopoietic progenitors (HP: VE‐Cadherin^−^ Kit^+^), and mesenchymal cells (MC: VE‐Cadherin^−^ Kit^−^ CD41^−^ CD45^−^). Representative dot plots are shown. Nineteen Kitl‐tdTomato transgenic embryos were analyzed (pooled tissues) in a total of three independent experiments. Data in the graph are mean (± SD).Confocal whole‐mount immunofluorescence analysis of a E9.5 (25–26 sp) Kitl‐tdTomato embryo. Left image shows a maximum intensity 3D projection from a 500‐μm‐thick *Z*‐stack. The region indicated in the boxed inset is magnified in the middle and right panels, which show a single 2.5‐μm‐thick longitudinal slice. Arrowheads indicate Kitl‐tdTomato^+^ CD31^+^ endothelial cells in the ventral wall of the dorsal aorta. Scale bars: 150 μm (3D projection); 50μm (slice inset). va: vitelline artery; da: dorsal aorta. *N* = 3 embryos analyzed.Flow cytometry analysis of E10.5 Kitl‐tdTomato transgenic AGM+VU from the same embryos as in (D). Representative dot plots are shown. Live cells were gated as Ter119^−^ or as Ter119^−^ EC, HC, MC, as shown. Data in the graph are mean (± SD).Flow cytometry analysis of Kitl‐tdTomato expression in the non‐hematopoietic (Ter119^−^ CD41^−^ CD45^−^) components of the E10.5 (32–37 sp) FL. Endothelial (EC: VE‐Cadherin^+^ Dlk1^−^), mesenchymal (MC: VE‐Cadherin^−^ Dlk1^−^) cells, and hepatoblasts (HB: VE‐Cadherin^−^ Dlk1^+^) were gated as indicated. Representative dot plots with percentage of Kitl‐TdTomato^+^ cells are shown. HB make up the majority of the non‐hematopoietic FL cells and, in line with previous reports 65, 66, show extensive Kitl expression. A total of 19 Kitl‐tdTomato embryos, pooled according to genotype, were analyzed over three independent experiments (*N* = 2 experiments for MC and HB. Kitl‐tdTomato^+^ range: MC 23.1–40.4%; HB 84.1–86.9%). Data in the graph are mean (± SD).

**Figure 6:**
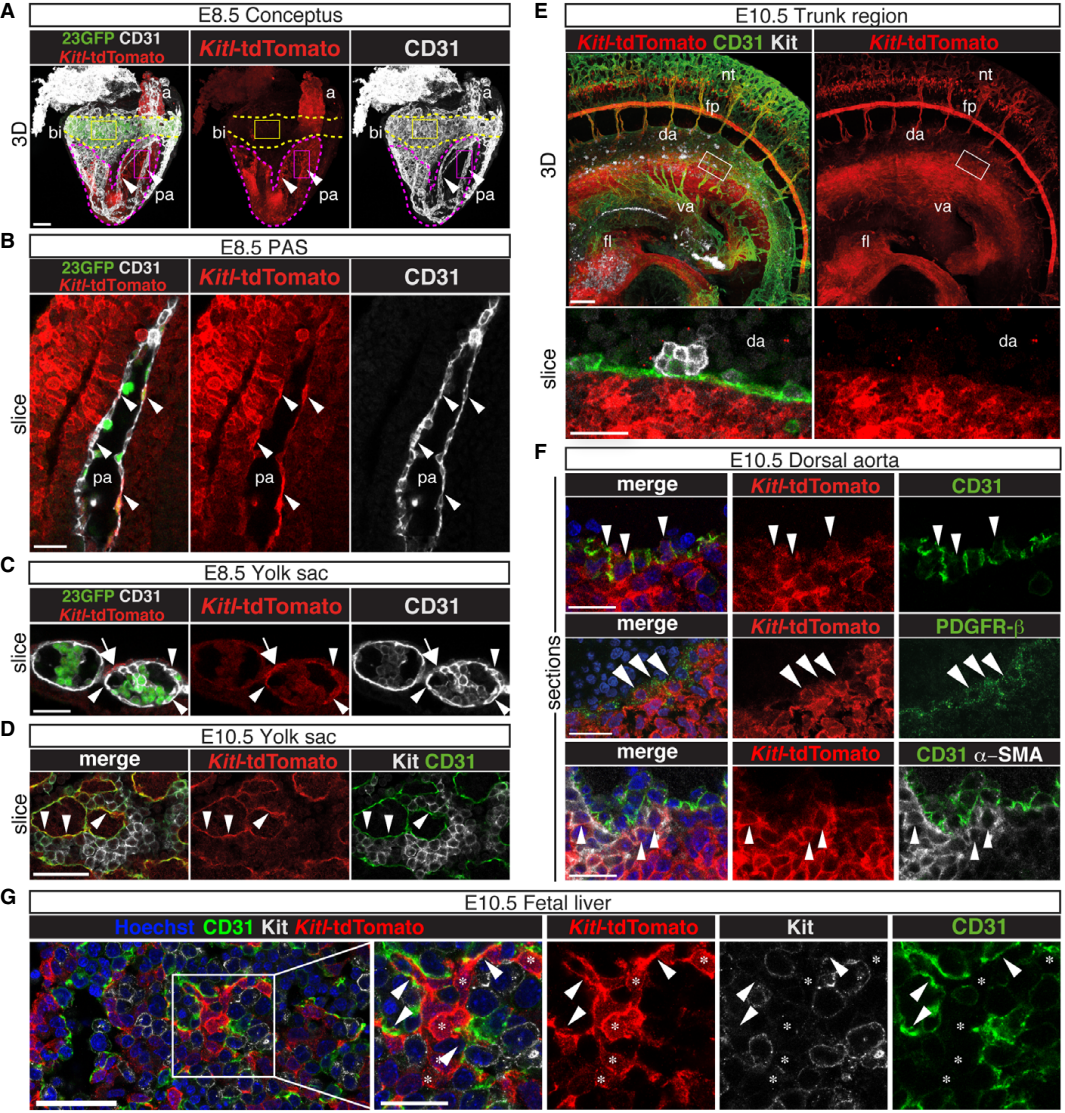
Spatiotemporal expression of *Kitl*‐tdTomato at pre‐liver sites of hematopoiesis Confocal whole‐mount immunofluorescence (WM‐IF) analysis of *Kitl*‐tdTomato expression in the E8.5 (6–7 sp) conceptus (maximum intensity 3D projection from a 500‐μm‐thick *Z*‐stack). *Kitl*‐tdTomato expression (red) is seen in the YS, allantois (a; from which the umbilical artery derives), and para‐aortic splanchnopleura (PAS) of *Kitl*‐tdTomato::23GFP transgenic concepti (the embryo proper, from which the head has been removed, is outlined with a purple dashed line). The 23GFP transgene (green) labels the YS blood islands (bi; yellow dashed line); this GFP reporter is transcribed from a heterologous hsp68 promoter under the spatiotemporal control of the *Runx1* hematopoietic +23 enhancer, resulting in GFP expression in all primitive erythroid(‐fated) cells, hemogenic endothelium, and emerging HSPCs 2, 74. Endothelial cells (CD31^+^) are in white. Arrowheads indicate the paired aortae (pa). Purple boxed area is magnified in (B); yellow boxed area is magnified in (C). Scale bar: 100 μm. *N* = 2 embryos analyzed.Single 2.5‐μm‐thick *Z*‐slice from the region highlighted in the purple box in (A). Arrowheads indicate *Kitl*‐tdTomato^+^ CD31^+^ endothelial cells in one of the paired aortae (pa). Scale bar: 25 μm.Single 2.5‐μm‐thick *Z*‐slice from the region highlighted in the yellow box in (A), showing *Kitl*‐tdTomato expression in the E8.5 YS BI. Arrowheads indicate *Kitl*‐tdTomato^+^ CD31^+^ endothelial cells; the arrow indicates a *Kitl*‐tdTomato^+^ perivascular cell. Scale bar: 25 μm.Single 2.5‐μm‐thick *Z*‐slice of 10.5 (35 sp) YS (WM‐IF) showing *Kitl*‐tdTomato (red), Kit (white), and CD31 (green) expression. Arrowheads indicate *Kitl*‐tdTomato^+^ CD31^+^ endothelial cells. *N* = 3 embryos analyzed. Scale bar: 50 μm.Confocal WM‐IF analysis of *Kitl*‐tdTomato expression (red) in a E10.5 (36 sp) AGM region. Top panels (3D view) show a maximum intensity 3D projection from a 400‐μm‐thick *Z*‐stack. Bottom panels (slice view) show a single 2.5‐μm‐thick *Z*‐slice of the dorsal aorta, from the boxed region in the top panels. CD31 (vasculature; green); Kit (hematopoietic progenitors; white). Scale bars: 100 μm (top); 25 μm (bottom). fl: fetal liver; va: vitelline artery plexus; da: dorsal aorta; fp: floor plate; nt: neural tube. *N* = 6 embryos analyzed.Confocal immunofluorescence analysis of cryosections through the AGM region of E10.5 (34–36 sp) *Kitl*‐tdTomato transgenic embryos. Arrowheads indicate *Kitl*‐tdTomato^+^ CD31^+^ endothelial cells (top), *Kitl*‐tdTomato^+^ PDGFR‐β^+^ (middle), or *Kitl*‐tdTomato^+^ α‐SMA^+^ (bottom) perivascular smooth muscle cells. Scale bars: 25 μm or 50 μm (PDGFR‐β panel). *N* > 6 embryos analyzed.Confocal immunofluorescence analysis of *Kitl*‐tdTomato expression in the E10.5 FL. A cryosection through a E10.5 (35–36 sp) *Kitl*‐tdTomato transgenic FL is shown. Arrowheads indicate *Kitl*‐tdTomato^+^ CD31^+^ Kit^−^ endothelial cells. Asterisks indicate *Kitl*‐tdTomato^+^ CD31^−^ Kit^−^ mesenchymal cells or hepatoblasts. Note proximity of *Kitl*‐tdTomato^+^ cells and Kit^+^ hematopoietic cells. Scale bars: 50 μm (left panel), 25 μm (magnified inset). *N* > 5 embryos analyzed.

### Endothelial cells are a functionally relevant source of Kitl in the YS and AGM niche

Because Kitl was widely expressed in the endothelium of YS and AGM, and endothelial cells are an important Kitl‐expressing niche in the adult BM 22, we deleted Kitl in Tie2‐expressing endothelium 22 of the YS and AGM niche (Fig 7A). In the YS, deletion of Kitl in Tie2‐expressing endothelium resulted in a significant, approximately twofold reduction in phenotypic E11.5 EMPs (Fig 7B, left panel), functionally reflected in a twofold decrease in YS clonogenic progenitors (Fig 7C). In the E11.5 AGM, phenotypic pre‐HSC II/HSCs were decreased upon deletion of Kitl from the endothelium, while pre‐HSC I again remained apparently unaffected (Fig 7B, middle panel). Transplantation of Tie2‐Cre::*Kitl* ^Δ/Δ^ AGM+VU cells resulted in fewer reconstituted mice than transplantation of control cells (Figs 7D and EV5A). Taken together, the hematopoietic defects in the Tie2‐Cre::*Kitl* ^Δ/Δ^ YS and AGM were generally comparable to those seen in the *Sl/Sl* mutant (cf. Fig 1A and C right panels and Fig 5C,D,F).

**Figure 7:**
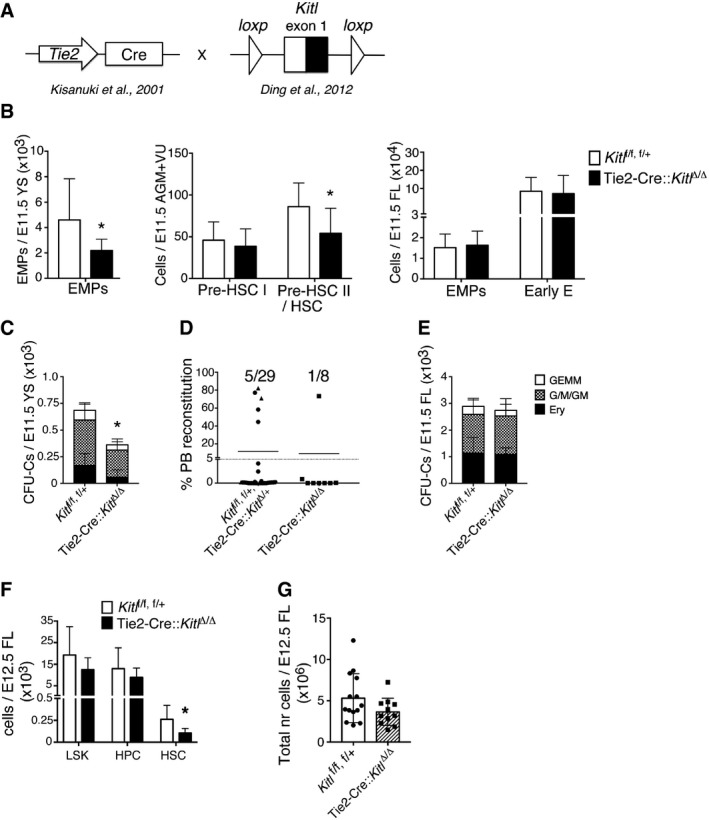
Endothelial Kitl is required for hematopoietic stem and progenitor cells in the AGM and for EMPs in the YS Schematic showing the two genetically modified mouse lines crossed to perform conditional deletion of Kitl in endothelial cells.Left: number of Ter119^−^ Kit^+^ CD41^+^ CD16/32^+^ EMPs in Tie2Cre::*Kitl* ^Δ/Δ^ and control *Kitl* ^f/f or f/+^ E11.5 YS, determined by flow cytometry. Data are the mean (± SD) of eight control and seven Tie2Cre::*Kitl* ^Δ/Δ^ YS analyzed individually over four independent experiments. Tail somite range: 13–16. Middle: number of pre‐HSC type I (Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^−^) and pre‐HSC type II/HSC (Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^+^) in Tie2Cre::*Kitl* ^Δ/Δ^ and control *Kitl* ^*f*/f or f/+^ E11.5 AGM+VU, determined by flow cytometry. Data are the mean (± SD) of seven control and five Tie2Cre::*Kitl* ^Δ/Δ^ AGM+VU analyzed individually over three independent experiments. Tail somite range: 14–15 (*Kitl* ^f/f,^ ^f/+^); 14–16 (Tie2Cre::*Kitl* ^Δ/Δ^). Right: number of Ter119^−^ Kit^+^ CD41^+^ CD16/32^+^ EMPs and Ter119^−^ Kit^+^ CD41^−^ CD71^+^ CD44^+^ early erythroid cells in Tie2Cre::*Kitl* ^Δ/Δ^ and control *Kitl* ^f/f or f/+^ E11.5 FL, determined by flow cytometry. Data are the mean (± SD) of seven control and five Tie2Cre::*Kitl* ^Δ/Δ^ FL analyzed individually over three independent experiments. Tail somite range: 13–16.CFU‐C numbers in Tie2Cre::*Kitl* ^Δ/Δ^ and control *Kitl* ^f/f or f/+^ E11.5 YS. Data are the mean (± SD) of six control and three Tie2Cre::*Kitl* ^Δ/Δ^ YS plated in duplicate in two independent experiments. Tail somite range: 13–16.Analysis of long‐term multi‐lineage HSC potential in E11.5 Tie2Cre::*Kitl* ^Δ/Δ^ and control Tie2Cre::*Kitl* ^Δ/+^ or *Kitl* ^f/f or f/+^AGM+VU. Irradiated CD45.1 syngeneic mice were transplanted with 1 e.e. of AGM+VU cells. PB chimerism is represented as the percentage of donor CD45.2^+^ cells among total CD45^+^ cells, 16 weeks after transplant. A total of 29 recipients were transplanted with Tie2Cre::*Kitl* ^Δ/+^ or *Kitl* ^f/f or f/+^ cells and eight with Tie2Cre::*Kitl* ^Δ/Δ^ cells, over seven independent experiments. *Kitl* ^f/f or f/+^ is represented with a circle, Tie2Cre::*Kitl* ^Δ/+^ a triangle and Tie2Cre::*Kitl* ^Δ/Δ^ with a square. Tail somite range: 12–17 (control); 12–17 (Tie2Cre::*Kitl* ^Δ/Δ^).CFU‐C numbers in Tie2Cre::*Kitl* ^Δ/Δ^ and control *Kitl* ^f/f or f/+^ E11.5 Fl. Data are the mean (± SD) of 7 control and 5 Tie2Cre::*Kitl* ^Δ/Δ^ FL plated in duplicate in three independent experiments. GEMM: granulocyte, erythroid, monocyte/macrophage, megakaryocyte; G/M/GM: granulocyte, monocyte/macrophage; Ery: erythroid. Tail somite range: 13–16.Number of phenotypic LSK, HPC, and HSC per FL in E12.5 Tie2Cre::*Kitl* ^Δ/Δ^and control (*Kitl* ^f/f or f/+^) FL, determined by flow cytometry and total FL cell counts. Cells were gated as 7‐AAD^−^ Lin^−^ (F4/80^−^ CD3e^−^ Nk1.1^−^ Ter119^−^ Gr‐1^−^ B220^−^ CD19^−^). LSK: Lin^−^ Sca1^+^ Kit^+^; HPC: Lin^−^ Sca1^+^ Kit^+^ CD48^+^ CD150^−^ and HSC: Lin^−^ Sca1^+^ Kit^+^ CD48^−^ CD150^+^. Gating strategy is shown in Fig EV4E. Data are the mean (± SD) of 12 control and 6 Tie2Cre::*Kitl* ^Δ/Δ^ FLs analyzed individually over three independent experiments.Total cellularity of E12.5 *Kitl* ^f/f or f/+^ (*n* = 14) and Tie2Cre::*Kitl* ^Δ/Δ^ (*n* = 11) FL. Error bars represent SD.Data information: *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

**Figure EV5:**
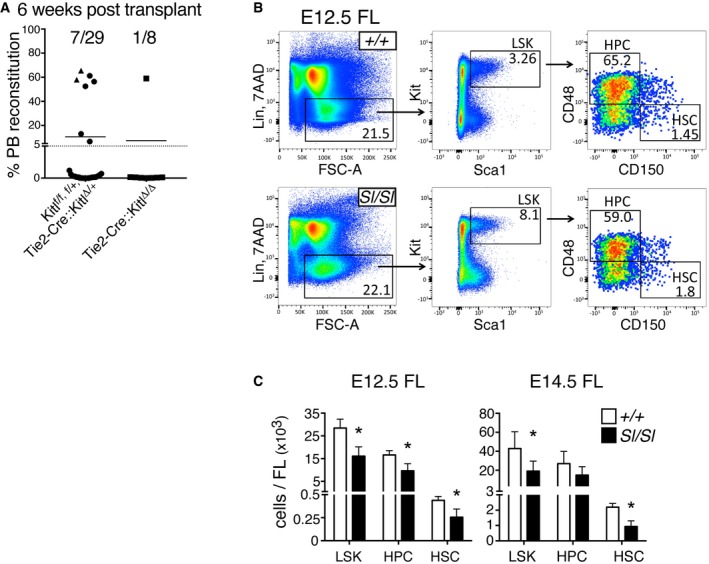
Effects of Kitl loss on AGM and FL HSCs AAnalysis of long‐term multi‐lineage HSC potential in E11.5 Tie2Cre::*Kitl* ^Δ/Δ^ and control Tie2Cre::*Kitl* ^Δ/+^ or *Kitl* ^f/f or f/+^AGM+VU. Irradiated CD45.1 syngeneic mice were transplanted with 1 e.e. of AGM+VU cells. PB chimerism is represented as the percentage of donor CD45.2^+^ cells among total CD45^+^ cells, 6 weeks after transplant. A total of 29 recipients were transplanted with Tie2Cre::*Kitl* ^Δ/+^ or *Kitl* ^f/f or f/+^ cells and 8 with Tie2Cre::*Kitl* ^Δ/Δ^ cells, over seven independent experiments. *Kitl* ^f/f or f/+^ is represented with a circle, Tie2Cre::*Kitl* ^Δ/+^ a triangle and Tie2Cre::*Kitl* ^Δ/Δ^ with a square. Tail somite range: 12–17 (control); 12–17 (Tie2Cre::*Kitl* ^Δ/Δ^).BAnalysis of phenotypic‐defined HSPCs populations in wild type and *Sl/Sl* E12.5 FL. Representative dot plots with gates and percentages of 7‐AAD^−^ Lin^−^ (F4/80^−^ CD3e^−^ Nk1.1^−^ Ter119^−^ Gr‐1^−^ B220^−^ CD19^−^) LSK, HPC, and HSC are shown. Fetal livers were analyzed individually. *N* = 4 (wild type); *N* = 5 (Sl/Sl).CNumber of LSK, HPC, and HSC per FL, determined by flow cytometry in (E) and total FL cell counts. Number of FL analyzed at E12.5: as in (D). E14.5 data are the mean (± SD) of five biological replicates for either genotype. Replicates consisted of cells from 1 to 3 FLs, with a total of 10 wild type and 5 Sl/Sl FLs analyzed. *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

Interestingly, in the FL, endothelial deletion of Kitl did not phenocopy the effects of the *Sl/Sl* mutation. EMPs and erythroid/clonogenic progenitors were present in normal numbers in the E11.5 Tie2‐Cre::*Kitl* ^Δ/Δ^ FL (Fig 7B, right panel; Fig 7E), while these were significantly affected in the *Sl/Sl* FL (cf. Fig 2). In contrast, phenotypic Lin^−^Sca1^+^Kit^+^CD48^−^CD150^+^ HSCs were significantly reduced in the Tie2‐Cre::*Kitl* ^Δ/Δ^ E12.5 FL, similar to the *Sl/Sl* FL HSCs (Figs 7F and EV5B and C). Overall FL cellularity was not affected at E12.5, suggestive of an absence of major erythroid defects also at this time point (Fig 7G). Our data indicate a different requirement for endothelial‐derived Kitl among the EMP and HSC lineages: EMPs require endothelial Kitl only as they are generated in the YS, while the HSC lineage shows a requirement from its emergence in the AGM through to early FL stages.

### Kitl/Kit interaction activates common downstream pathways in AGM and YS‐derived hematopoietic cells, which are interpreted in cell type‐specific ways

To begin to address whether Kitl functions by identical or distinct mechanisms in YS, AGM, or FL hematopoiesis, we examined whether the phosphoinositide 3‐kinase (PI3K)/Akt pathway and/or the mitogen‐activated protein kinase (MAPK)/Erk pathway were activated in E10.5 AGM hematopoietic clusters, YS EMPs, and FL hematopoietic cells. Kitl/Kit signaling is known to act through either of these pathways in a wide variety of cell types 23, 51. We chose E10.5 for our analyses as at this stage the absence of Kitl has a clear phenotype in all hematopoietic tissues, as described above. Immunofluorescence analysis of wild‐type tissues showed activation of both the PI3K/Akt and MAPK/Erk pathways in hematopoietic cells at all three embryonic sites (Fig 8A and B). Interestingly, only *Sl/Sl* Kit^+^ AGM cell clusters and YS EMPs showed an approximately twofold reduction in the level of phosphorylated Akt and Erk (Fig 8A–D), indicating that Kitl/Kit interaction is required in both these niches for activation of the PI3K and MAPK signaling cascades.

**Figure 8:**
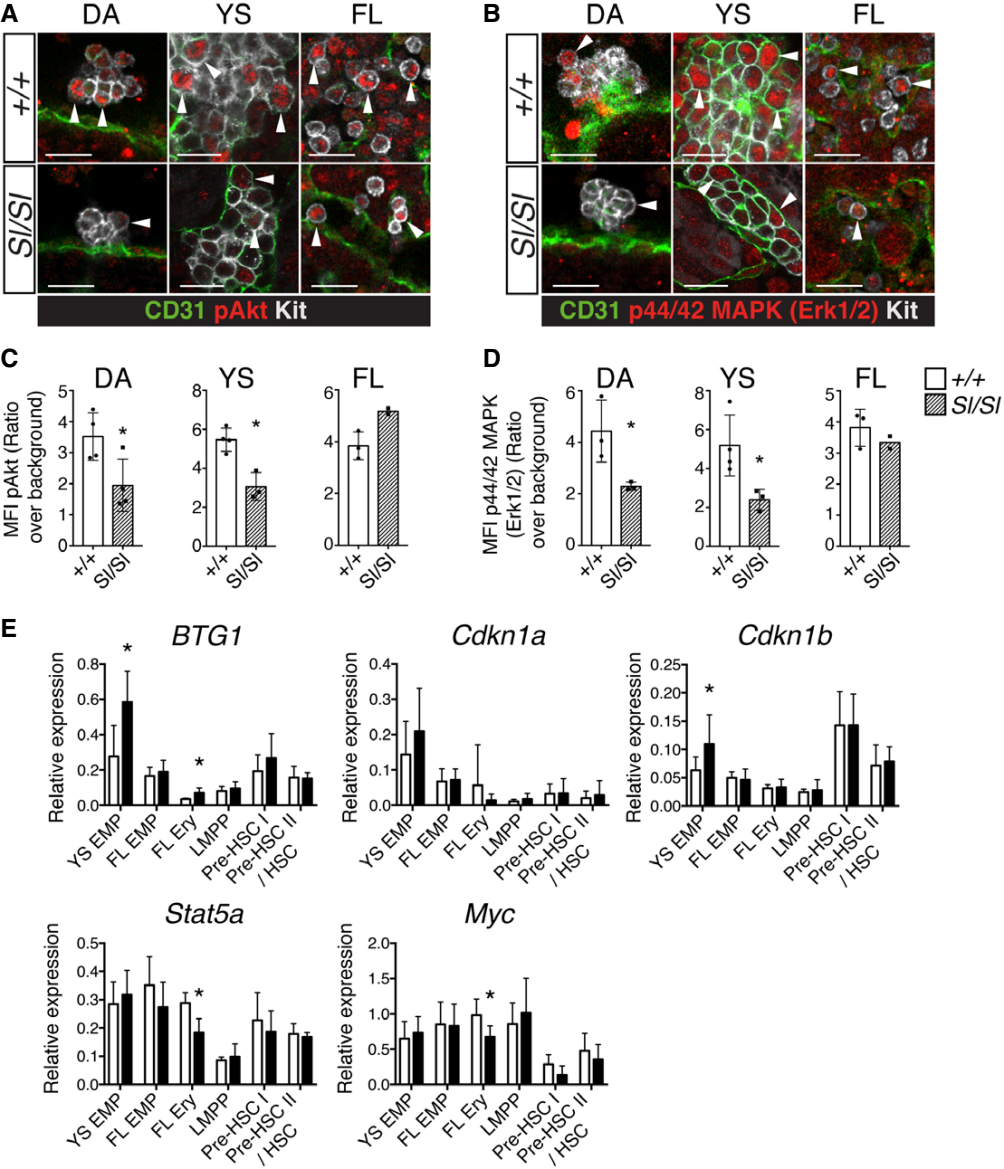
Kitl is required for Akt and Erk phosphorylation in the AGM and YS A, BConfocal whole‐mount immunofluorescence analysis of phosphorylated Akt (pAkt) (A) and phosphorylated p44/42 MAPK (pErk1/2) (B) in Kit^+^ cells of wild type (32–36 sp) and *Sl/Sl* (31–35 sp) E10.5 dorsal aorta, yolk sac, and fetal liver. Images are 2.5‐μm‐thick single longitudinal *Z*‐slices; dorsal up (DA). Arrowheads point to Kit^+^ cells with varying levels of pAkt and pErk1/2 expression. A total of two wild type and two *Sl/Sl* embryos for each staining were analyzed. Scale bars: 20 μm.C, DQuantification of the immunofluorescence in (A, B), showing mean fluorescence intensity (MFI) ratio of pAkt and p44/42 MAPK (pErk1/2) within wild type (*+/+*) and *Sl/Sl* CD31^+^ Kit^+^ dorsal aorta (DA), yolk sac (YS), and fetal liver (FL) hematopoietic cells. MFI values were normalized to background in the adjacent ventral mesenchyme for DA, to erythrocytes in the YS or stroma in the FL. Additional quantification was performed on sections from two wild type and two *Sl/Sl* embryos of similar age range. MFI measurements were taken using ImageJ. Number of cells measured for pAkt: 100 hematopoietic cells and 73 background (*+/+*); 79 hematopoietic and 52 background (*Sl/Sl*) in the AGM; 127 hematopoietic cells and 95 background (*+/+*); 110 hematopoietic and 82 background (*Sl/Sl*) in the YS; 102 hematopoietic cells and 78 background (+/+); 78 hematopoietic and 83 background (*Sl/Sl*) in the FL. Number of cells measured for pErk1/2: 94 hematopoietic cells and 82 background (*+/+*); 114 hematopoietic and 91 background (*Sl/Sl*) in the AGM; 174 hematopoietic cells and 109 background (*+/+*); 123 hematopoietic and 82 background (*Sl/Sl*) in the YS; 100 hematopoietic cells and 70 background (*+/+*); 63 hematopoietic and 57 background (*Sl/Sl*) in the FL. *N* = 4 (*+/+)*, 4 (*Sl/Sl*) embryos analyzed for DA and YS; *N* = 3 (+/+), 2 (*Sl/Sl*) for FL. Error bars represent SD.EMultiplex Fluidigm qRT–PCR analysis of pre‐HSC type I (Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^−^), pre‐HSC type II/HSC (Ter119^−^ VE‐Cadherin^+^ Kit^+^ CD41^+^ CD45^+^), YS and FL EMP (Ter119^−^ Kit^+^ CD41^+^ CD16/32^+^), FL Early E (Ter119^−^ Kit^+^ CD41^−^) and peripheral blood LMPP (Lin^−^ CD19^−^ B220^−^ CD45^+^ Kit^+^ Flt3^+^ IL7Rα^+^), isolated from E11.5 (11–17 tail somites) wild type and *Sl/Sl* embryos. Four biological replicates for wild type (9 total embryos) and five biological replicates (9 total embryos) for *Sl/Sl* were analyzed. Data are mean (± SD).Data information: *P < 0.05 (unpaired two‐tailed Student's *t*‐test).

In a parallel approach, we analyzed the expression of genes known to act downstream of Kit/Kitl signaling, including genes involved in proliferation, apoptosis, differentiation, and epigenetic regulation (Appendix Table S5). Several genes were differentially expressed between cell types, though few were significantly affected by loss of Kitl (Fig 8E and Appendix Fig S3). Of these, the PI3K target *BTG1*, previously shown to be repressed by Kitl and able to exert an anti‐proliferative effect in erythroid cell lines 52, was significantly upregulated in erythroid cells only (YS EMPs and FL erythroid progenitors; Fig 8E). The cell cycle inhibitor *Cdkn1b* (also known as p27kip‐1), shown to be downregulated by Kitl in a myeloid cell line 53, was specifically upregulated in *Sl/Sl* YS EMPs. *Cdkn1a* (p21) displayed a similar trend (Fig 8E). FL erythroid precursors showed downregulation of *Stat5a*, known to promote erythroid cell proliferation and differentiation downstream of Kit 54, and *Myc*, which was described to mediate cell cycle progression in erythroblasts 55 and was recently shown to be downregulated in Kit W^41^ mutants underlying their proliferative defects 56 (Fig 8E). In addition, we observed an upregulation in the anti‐apoptotic gene *Bcl2l1* (Bcl‐xL) in FL populations (Appendix Fig S3). *Bax* and *Bcl2* expression was significantly affected in (pre‐)HSCs as described above (Fig 5J), while we did not observe consistent changes in expression of the various cell cycle‐associated genes in these cells: only expression of *Ccnd1*, but none of the others (*Myc*,* Cdkn1a*,* Cdkn1b*,* Ccnd2*) was significantly affected in pre‐HSC II/HSC (Fig 8E, Appendix Fig S3). Taken together, these data suggest that the common PI3K/Akt and MAPK/Erk pathways that act downstream of Kitl‐Kit signaling in YS and AGM are interpreted differently in (pre‐)HSC and erythroid cells. The specific gene interactive networks underlying the effects of Kitl in each cell type remains to be established.

## Discussion

Few studies to date have examined embryonic hematopoietic niches *in vivo*, hampering direct comparison between adult and embryonic niche composition 20, 21. Here, we examined the requirement for Kitl, an important hematopoietic regulator in adult BM, in the *in vivo* YS and AGM hematopoietic niche. Analysis of Kitl‐deficient (*Sl/Sl*) mouse embryos revealed a previously unrecognized requirement for Kitl in YS EMPs, manifested in reduced EMP expansion upon their emergence in the YS. EMPs continue to require Kitl in the FL, where the loss of Kitl resulted in severe and early defects in EMP‐derived erythropoiesis. Indeed, our data indicate that the anemia of *Sl/Sl* embryos is, at least initially, attributable to a defect of YS‐derived EMPs. This is in apparent contrast to earlier studies that attributed the anemia to a defect in HSC‐derived progenitors, and might be because previously YS and early FL hematopoiesis were not comprehensively analyzed 32, 35, 36. We found that in addition to EMPs, YS‐derived LMPPs also require Kitl for their normal development.

Interestingly, Kitl‐deficient embryos showed a marked reduction in macrophages in the E10.5 AGM and E14.5 skin, lungs, limb buds, and fetal liver, but not in the brain. As fetal macrophages do not express Kit receptor 47, 57, and EMPs were previously shown to contribute to tissue‐resident macrophage populations 43, the fetal macrophage depletion in *Sl/Sl* embryos is most likely a consequence of the EMP expansion defect in the YS and/or FL. Importantly, it has been disputed whether EMPs contribute to tissue‐resident macrophages in the brain (known as microglia), and Kitl‐independent primitive macrophages have alternatively been proposed as their cells of origin 47, 58, 59. As in our study macrophages in the brain were unaffected, our data support the view that microglia have a distinct origin from other fetal tissue macrophages that primarily originate from EMPs and/or fetal HSCs that rely on Kitl 43, 47, 48.

We found that macrophages scattered throughout the AGM were decreased in the *Sl/Sl* embryo. As they have been implied as a niche cell type 60, their reduction could potentially affect AGM hematopoiesis. However, the macrophages that are closely associated with the hematopoietic cell clusters of the dorsal aorta were present in normal numbers at the time of HSC emergence, making it unlikely they are indirectly responsible for the observed *Sl/Sl* AGM phenotype.

In the *in vivo* AGM region, Kitl affected the maturation and survival of the HSC lineage, after its divergence from hemogenic endothelium. Specifically, and in contrast to *in vitro* studies 11, 26, our data revealed that Kitl was predominantly required at the level of the pre‐HSC II/HSC and not the pre‐HSC I. Niche factors other than Kitl may partly compensate for the loss of Kitl/Kit signaling in pre‐HSC I. Candidates include thrombopoietin (TPO) and Oncostatin M, a member of the IL‐6 family of cytokines. TPO/Mpl signaling is known to affect the generation/expansion of HSCs in the AGM 61 and acts synergistically with Kitl in mouse BM HSPCs 62. Oncostatin M has been reported to promote proliferation of AGM‐derived HSPCs *in vitro* 63, and in zebrafish was recently shown to synergize with *kitlgb* (one of the two zebrafish paralogs of Kitl) to promote the expansion of HSCs in the caudal hematopoietic tissue (CHT), the zebrafish FL equivalent 64. The precise action of these factors on mouse AGM pre‐HSCs/HSC and their interaction with Kitl awaits further experimentation.

Within the YS, AGM, and FL niches, Kitl was expressed in different stromal compartments, including endothelial cells in the vicinity of HSPCs. Deletion of Kitl in Tie2‐positive endothelial cells was sufficient to phenocopy the *Sl/Sl* hematopoietic defects of the YS and AGM. In contrast, in the FL, endothelial deletion of Kitl only recapitulated the defect in the phenotypically defined HSC lineage, and no defect was observed in FL EMPs/erythroid progenitors. The latter implies that FL EMPs obtain Kitl from a different niche cell type, as they are severely affected in the *Sl/Sl* embryo. A strong candidate is the hepatoblast that we found to be the most prevalent source of Kitl in the FL, consistent with previous observations based on gene expression 65, 66. Altogether, our data demonstrate changing requirements for endothelial Kitl in the sequential EMP niches, but not HSC niches, during embryonic development.

The critical role for endothelial cells in providing Kitl for developing EMPs in the YS and for (pre‐)HSCs in the AGM and FL niches is in line with endothelial cells being an important source of Kitl for mouse BM HSCs 22 and HSCs in the zebrafish CHT 67, and suggests a conserved role for endothelial cells in delivering Kitl to HSCs, regardless of their developmental stage. Kitl occurs in either a soluble or a membrane‐bound form, generated by alternative splicing of a precursor RNA 68. Both can activate the Kit receptor, although the membrane‐bound form was reported to yield a stronger signal through increased tyrosine kinase activation 69. Membrane‐bound, but not soluble Kitl, induces long‐term proliferation of CD34^+^ cells 70 and survival of early thymic progenitors 50. Thus, it is plausible that the dependency of YS EMPs and AGM HSCs on endothelial Kitl reflects a requirement for membrane‐bound Kitl by these cells. Alternatively, soluble Kitl may act in a local niche manner. Conditional deletion of membrane‐bound Kitl will help distinguish between these possibilities.

Our data suggest that the mechanisms downstream of Kitl/Kit signaling in different embryonic hematopoietic populations are complex and context‐dependent. While activation of the PI3K and MAPK pathways in YS EMPs and the AGM HSC lineage is dependent on Kitl, the functional consequences of Kitl/Kit signaling in these cells were different. Our data indicate that in YS EMPs Kitl/Kit signaling normally represses the expression of anti‐proliferative genes such as *BTG1* and *Cdkn1b,* as these genes were upregulated in the *Sl/Sl* cells. This is in line with the reduced proliferation of these cells. In contrast, we did not detect widespread differences in cell cycle of pre‐HSCs/HSC in wild type versus *Sl/Sl* embryos, either by BrdU or gene expression analysis. Conversely, Kitl appeared to be required in pre‐HSCs/HSCs for promoting their survival, in accordance with its role in the adult BM 22, 40. This effect could be mediated by PI3K/Akt, as this signaling cascade was shown to promote cell survival 71, also in response to Kit activation 72. Furthermore, in the absence of Kitl we observed upregulation of the pro‐apoptotic gene *Bax* and downregulation of the anti‐apoptotic gene *Bcl2* in the HSC lineage. Of interest, using *in vitro* culture systems followed by functional assays, expansion of the emerging HSC lineage was recently reported to occur through proliferation of pre‐HSCs, rather than continued *de novo* generation of these cells 45, 73. Our data indicate that Kitl does not play a significant role in regulation of proliferation during the generation of the HSC lineage, but affects pre‐HSC/HSC numbers through protection from apoptosis.

In conclusion, our study uncovered a critical role for endothelial Kitl in the normal expansion of YS‐derived EMPs, and showed its requirement in the survival of the AGM HSC lineage *in vivo*. In addition, we provide evidence for an early defect in FL erythropoiesis downstream of the EMP defect and showed that fetal tissue macrophages (apart from microglia) were affected. It will be of interest to explore the gene interactive networks downstream of Kitl in the HSC lineage to further explore inroads into manipulating the generation of these cells from pluripotent stem cells. Of equal relevance, exploring what other microenvironmental factors are produced by Kitl‐expressing endothelial niche cells is expected to reveal new extrinsic regulators of HSC generation.

## Materials and Methods

### Mice

All procedures involving mice were in compliance with UK Home Office regulations and approved by the Oxford University Clinical Medicine Ethical Review Committee or by the University of Rochester Committee on Animal Resources. *Steel* 37, 38, 39, *Kitl*‐tdTomato 50, 23GFP 2, 74, Kitl^flox^ 22, and Tie2‐Cre 75 mice were housed with free access to food and water and maintained in a 12‐h light–dark cycle. 23GFP mice were maintained on a mixed (CBAxC57BL/6) background, others on a CD45.2 C57BL/6 genetic background. Genotyping primers are listed in Appendix Table S1. Timed pregnancies were generated, and embryos collected and dissected, as previously described 2. E8.5 to E10.5 embryos were staged according to somite pairs, E11.5 embryos based on tail somite pairs 76, and older embryos on the basis of morphological criteria (E12.5–E14.5).

### Embryonic blood collection

Concepti were collected in PBS supplemented with 10% FBS and PS (37°C). Umbilical vessels were clamped while removing the placenta and embryos transferred to individual dishes to bleed out. Medium was collected and cells spun down for counting and analysis.

### Cytospin preparation and Wright‐Giemsa's staining

Cytospins were prepared on a Shandon Cytospin 4 (Thermo Scientific) and were stained with a Wright‐Giemsa's stain using an automated HEMATEK slide‐staining machine (Bayer Healthcare). Images were acquired on a Nikon Eclipse e600 microscope equipped with a Nikon DXM1200C camera, using a PlanFluor 40×/0.75 objective.

### Immunofluorescence analysis and imaging

Whole‐mount immunofluorescence on embryos and yolk sac was performed as previously described 77. Images were acquired on a Zeiss AXIO Examiner.Z1 upright microscope equipped with a Zeiss LSM‐780 confocal system, using a 25× NA:0.8 DIC Imm Kor UV VIS‐IR objective or on a Zeiss AXIO Observer.Z1 inverted microscope equipped with a Zeiss LSM‐880 confocal system using an 25× LDLCI PlnApo NA:0.8 DI or a 40× C Apo 1.1W DICIII objective. Imaging was performed at room temperature. Images were processed using IMARIS v7.5.0 (Bitplane), Zeiss Zen and Adobe Photoshop CS6. 3D reconstructions are maximum intensity projections. Appendix Table S2 lists antibodies used for immunofluorescence analysis.

### Flow cytometry and cell sorting

Single cell suspensions were generated and processed for flow cytometry as previously described 2. Analysis was carried out on BD LSR II, BD LSR Fortessa or BD LSR Fortessa X‐20 analyzers. Cell sorting was performed on a BD FACSAria Fusion sorter using a 100 μm nozzle. Compensation and gates were set using unstained, single stained and fluorescence‐minus‐one (FMO) controls. Dead cells were excluded based on Hoechst 33258 (Sigma) or 7‐AAD (Sigma) incorporation. For imaging flow cytometry, FL cells were stained and labeled as previously described 78, run on a ImageStreamX (Millipore Sigma), and data analyzed with IDEAS software (Millipore Sigma) following the gating strategy previously described 79. Appendix Table S3 lists antibodies, conjugates, and DNA dyes used for flow cytometry.

### Single and multiplex Quantitative Real‐Time PCR (qRT–PCR)

For single gene qRT–PCR, total RNA was isolated from sorted cells using the Quick‐RNA Microprep Kit (Zymo Research), according to manufacturer's instructions. RNA was quantified on a Nanodrop ND‐1000 spectrophotometer (Thermo Scientific). Reverse transcription was performed using Superscript III First‐Strand Kit (Life Technologies). qRT–PCR was performed using TaqMan probes (Applied Biosystems) on an ABI PRISM 7000 system (Applied Biosystems). −RT samples were used as controls. Data were analyzed using the ∆Ct method and are shown as 2^−∆*C*t^.

Multiplex qRT–PCR was performed as previously described 2. Pools of 10 cells were sorted directly into −RT/preamplification mix and analyzed on a Biomark platform (Fluidigm). Data were normalized to *Atp5a1*,* Hprt,* and *Ubc*. A list of Taqman probes used for qRT–PCR is shown in Appendix Table S4. Appendix Table S5 lists genes used in multiplex qRT–PCR and references to previous work in relation with Kitl.

### Cell cycle analysis

2 mg of a 10 mg/ml BrdU solution was injected intra‐peritoneally into pregnant females. Two hours later, embryos were collected and BrdU incorporation analyzed by FITC BrdU Flow Kit (BD Pharmingen), following manufacturer's instructions.

### CFU‐C (Colony‐forming unit‐culture) assays

CFU‐C assays were performed using Methocult M3434 (mixed colonies) or M3334 (CFU‐E) (Stem Cell Technologies). Cells were plated in duplicate and cultured at 37°C, 5% CO_2_. Colonies were scored after 2 (M3334) or 7 days (M3434).

### Repopulation assays

Single‐cell suspensions of CD45.2^+^ AGM+VU, along with 200,000 CD45.1^+^ spleen carrier cells, were injected into CD45.1^+^ 8‐week‐old adult male 9Gy‐conditioned recipients (split dose; ^137^Cs). Donor‐derived chimerism was determined by flow cytometry in peripheral blood (PB) at 6 and 16 weeks post‐transplantation. PB, treated with BD Pharmlyse (BD), was labeled with anti‐CD16/32 (Fc block), anti‐CD45.1‐APC, and anti‐CD45.2‐FITC. Long‐term multi‐lineage reconstitution levels in PB, BM, spleen, and thymus were determined by flow cytometry at 16 weeks; antibodies are listed in Appendix Table S3. Recipients showing ≥ 5% donor‐derived cells were considered reconstituted. Repopulation levels in reconstituted mice were compared using Mann–Whitney *U*‐test.

### RNA sequencing

Samples of 100 cells each were processed using SMARTSEQ2 80. Paired end sequencing (75 bp) was carried out on an Illumina HiSeq 4000. Reads were aligned to the NCBI37/mm9 mouse reference genome using STAR (v2.4.2a). Lane replicates for each sample were merged into one BAM file. Read counts for each gene were determined by using the featureCounts program from the Subread software package (v1.4.5) and processed/normalized using the DESeq2 package (v1.12.4). *P*‐values were corrected for multiple testing using the Benjamini and Hochberg method, and differentially expressed genes were identified as those with false discovery rate (FDR) below 0.1. Heatmaps were generated in R, and GO analysis was performed using MetaCore (Thomson Reuters).

### Statistics

Unpaired two‐tailed Student's *t*‐test assuming equal variance was used to determine the level of significance (unless otherwise indicated). *P* < 0.05 was considered statistically significant (indicated by an asterisk).

## Data availability

RNA‐Seq data are available in the GEO database with the accession number GSE105267.

## Author contributions

EA designed and led the study, performed most experiments, analyzed and interpreted data, made figures, wrote the manuscript; VF performed flow cytometry and transplantation experiments and analyzed data; KEM performed imaging flow cytometry, analyzed and interpreted data, and edited the manuscript; JH assisted with experiments and analyzed RNA‐Seq data; JC performed some flow cytometry analysis; CN contributed the *Kitl*‐tdTomato mice and interpreted data; JP interpreted data and edited the manuscript; SEWJ interpreted data and edited the manuscript; MFTRB led and supervised all aspects of the study, analyzed and interpreted data, and wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: Kit ligand has a critical role in mouse yolk sac and aorta–gonad–mesonephros hematopoiesis
**Source:** EMBO Rep. 2018 Aug 30;19(10):e45477. doi: 10.15252/embr.201745477
**Supplement:** Supplementary file 1 — Appendix

## APPENDIX

### TABLE OF CONTENTS

|                                |                                                                                     | Page no. |
|--------------------------------|-------------------------------------------------------------------------------------|----------|
| <b>Appendix Figure S1</b>      | Flow cytometry and imaging analysis of tissue macrophages                           | 1        |
| <b>Appendix Figure S2</b>      | Engraftment analysis of wild type/heterozygous and <i>S1/S1</i> AGM HSCs            | 2        |
| <b>Appendix Figure S3</b>      | Multiplex qRT-PCR of wild type and <i>S1/S1</i> embryonic hematopoietic progenitors | 3        |
| <b>Appendix Figure Legends</b> |                                                                                     | 4        |
| <b>Appendix Table S1</b>       | Genotyping primers                                                                  | 7        |
| <b>Appendix Table S2</b>       | Antibodies used for immunofluorescence staining                                     | 8        |
| <b>Appendix Table S3</b>       | Antibodies and viability stains used for flow cytometric analysis and cell sorting  | 9        |
| <b>Appendix Table S4</b>       | Taqman probes used for classic and multiplex qRT-PCR analysis.                      | 12       |
| <b>Appendix Table S5</b>       | List of genes used in multiplex qRT-PCR analysis and references.                    | 13       |
| <b>Supplemental references</b> |                                                                                     | 14       |

# Appendix Figure S1

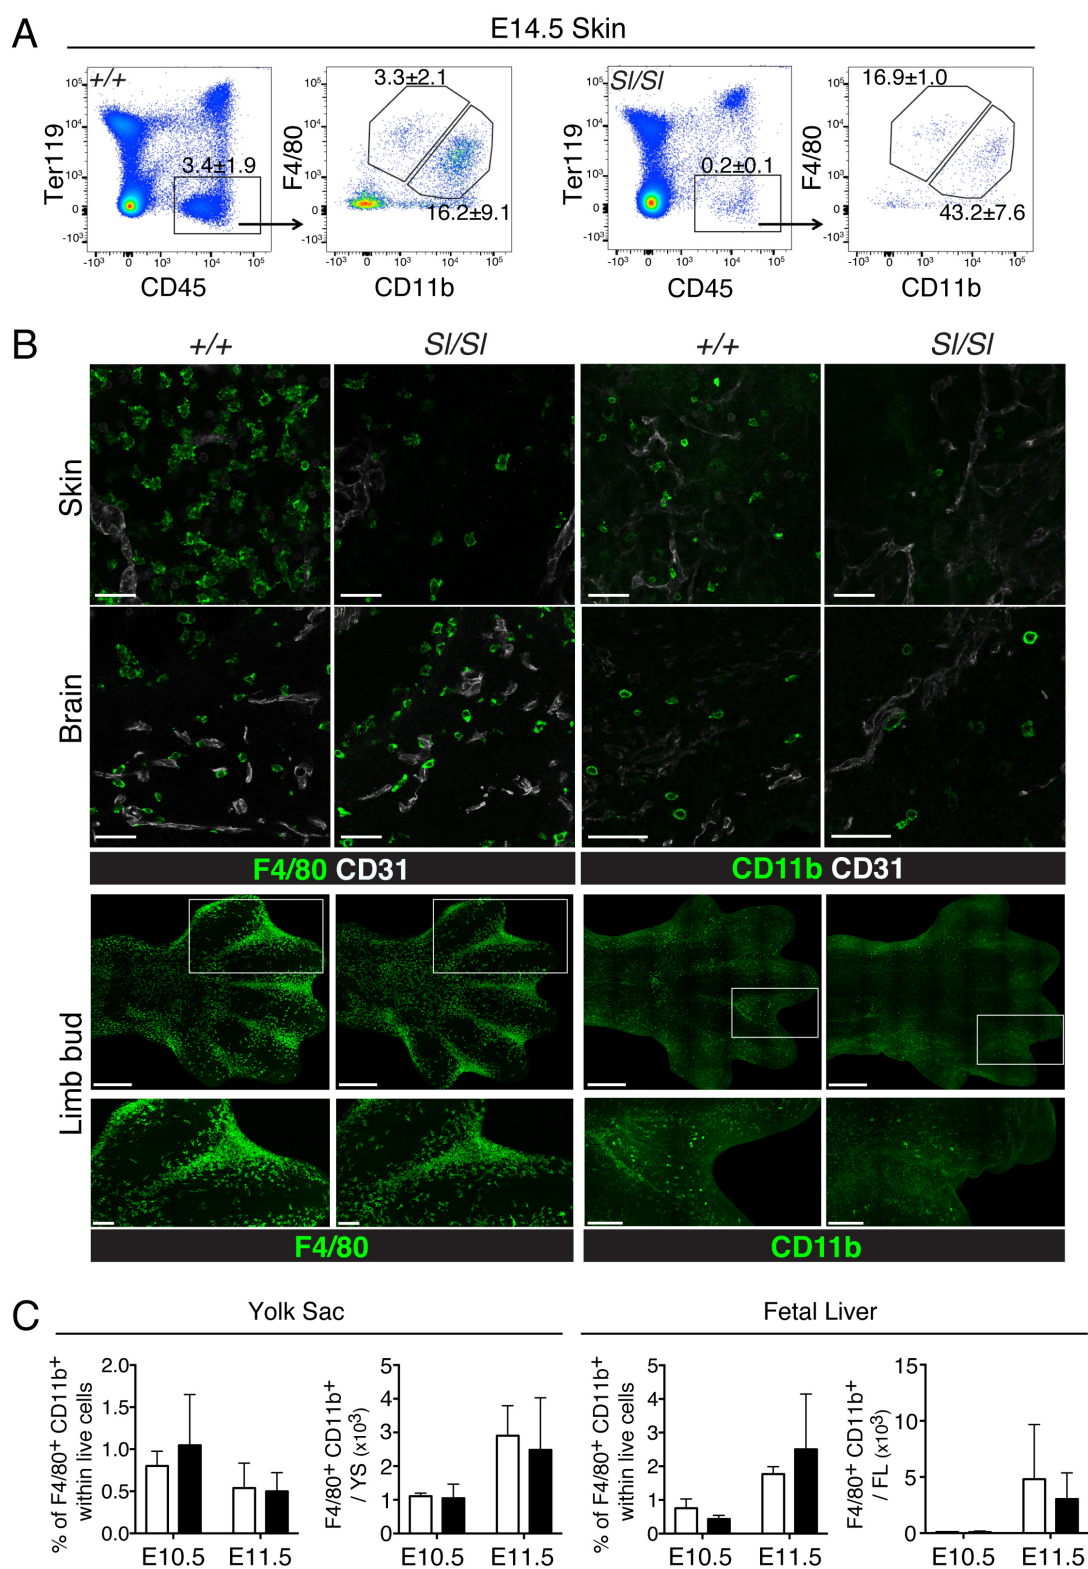

# Appendix Figure S2

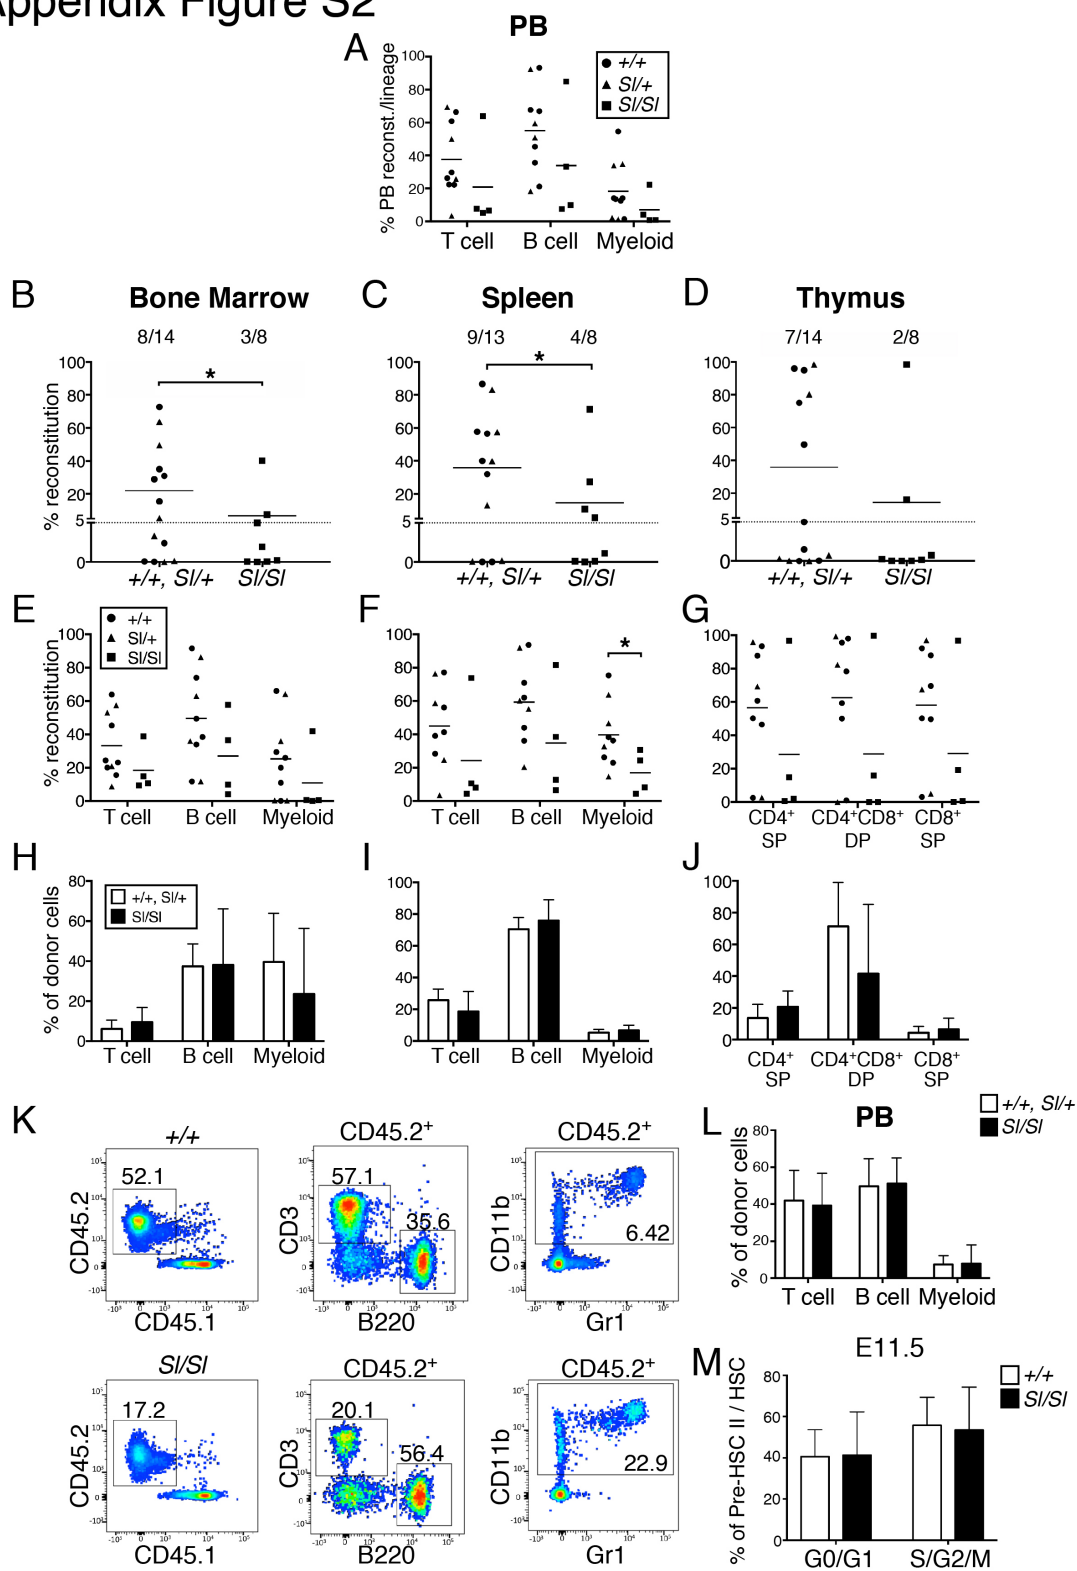

# Appendix Figure S3

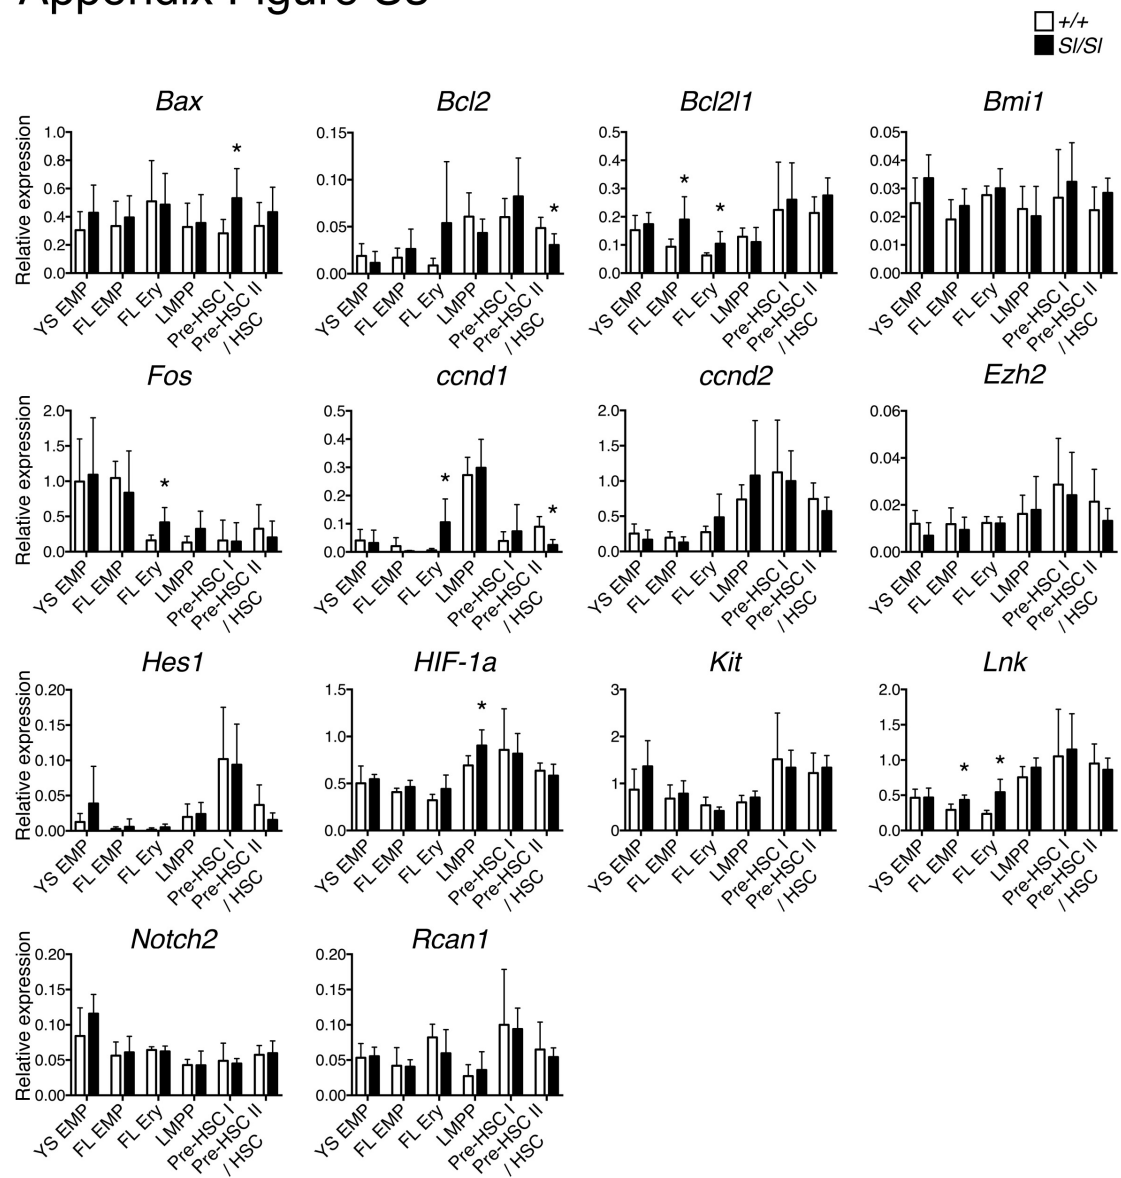

## APPENDIX FIGURE LEGENDS

### Appendix Figure S1. Flow cytometry and imaging analysis of tissue macrophages

**A.** Representative flow cytometry analysis of macrophages in wild type and *Sl/Sl* E14.5 skin dissected from the back. Cells were gated as shown, with percentages in individual gates as indicated. Data are the mean ( $\pm$ SD) of 4 biological replicates for either genotype, with each replicate consisting of individual or pooled samples (from up to 3 embryos). A total of 8 wild type and 5 *Sl/Sl* embryos were analyzed over 2 independent experiments.

**B.** Confocal whole-mount immunofluorescence analysis of macrophages in back skin, brain and forelimb buds of wild type and *Sl/Sl* E14.5 embryos. For skin and brain, representative images of single 2.5 $\mu$ m-thick optical slices are shown. Limb bud images are maximum intensity 3D projections from 300 $\mu$ m-thick Z stacks. Boxed area is magnified. Scale bars: 50 $\mu$ m (skin, brain), 300 $\mu$ m (limb buds), 100 $\mu$ m (magnified area). A total of 2 wild type and 2 *Sl/Sl* embryos were analyzed.

**C.** Flow cytometry analysis of macrophages in wild type and *Sl/Sl* E10.5-E11.5 yolk sac and fetal liver. Data are the mean ( $\pm$ SD) of 4 wild type (32-35 sp) or 3 *Sl/Sl* (34-35 sp) replicates, analyzed over 2 independent experiments. E11.5 data are the mean ( $\pm$ SD) of 4 wild type (10-13 ts) or 3 *Sl/Sl* (10-13 ts) replicates, analyzed over 3 independent experiments. Embryos were analyzed individually.

### Appendix Figure S2. Engraftment analysis of wild type/heterozygous and *Sl/Sl* AGM HSCs

**A.** Lineage reconstitution in peripheral blood (PB) of individual mice transplanted with wild type or *Steel* mutant AGM cells. Percentages of donor-derived reconstitution in the T (CD3<sup>+</sup>), B (B220<sup>+</sup>) and myeloid (CD11b<sup>+</sup>) lineages are shown, 16 weeks post-transplant.  $p=0.239$  (T cells),  $p=0.187$  (B cells),  $p=0.176$  (Myeloid), two-tailed Mann-Whitney's U test.

**B.** Repopulation analysis of irradiated CD45.1 syngeneic mice transplanted with 1e.e. of wild type (+/+), *Sl/+* or *Sl/Sl* E11.5 CD45.2<sup>+</sup> AGM+VU cells. Graph shows the percentage of chimerism in bone marrow represented as the percentage of donor CD45.2<sup>+</sup> cells on total CD45<sup>+</sup> cells, 16 weeks after transplant.  $N=14$  (+/+ or *Sl/+*),  $N=8$  (*Sl/Sl*) recipients analyzed; 4 independent experiments. Tail somite range: 9-17 (+/+, *Sl/+*); 10-17 (*Sl/Sl*).  $p=0.036$ , two-tailed Mann-Whitney's U test.

**C.** Repopulation analysis as in (B) showing the percentage of chimerism in spleen.  $p=0.03$ , one-tailed Mann-Whitney's U test;  $p=0.059$ , two-tailed Mann-Whitney's U test.

**D.** Repopulation analysis as in (B) showing the percentage of chimerism in thymus.  $p=0.928$ , two-tailed Mann-Whitney's U test.

**E.** Results from flow cytometric analysis of bone marrow of repopulated mice 16 weeks after transplant, showing the percentage of donor-derived T cells ( $CD3^+$ ), B cells ( $B220^+$ ) and myeloid cells ( $CD11b^+$ ).  $p=0.141$  (T cells),  $p=0.187$  (B cells),  $p=0.453$  (Myeloid), two-tailed Mann-Whitney's U test.

**F.** Results from flow cytometric analysis of spleen of repopulated mice 16 weeks after transplant, showing the percentage of donor-derived T cells ( $CD3^+$ ), B cells ( $B220^+$ ) and myeloid cells ( $CD11b^+$ ).  $p=0.26$  (T cells),  $p=0.198$  (B cells),  $p=0.049$  (Myeloid), two-tailed Mann-Whitney's U test.

**G.** Results from flow cytometric analysis of thymus of repopulated mice 16 weeks after transplant, showing the percentage of donor-derived  $CD4^+$  single positive (SP),  $CD4^+ CD8^+$  double positive (DP) and  $CD8^+$  SP.  $p=0.33$  ( $CD4^+$  SP),  $p=0.414$  ( $CD4^+ CD8^+$  DP),  $p=0.26$  ( $CD8^+$  SP), two-tailed Mann-Whitney's U test.

**H.** Lineage analysis of repopulated mice 16 weeks after transplant, showing the percentage of T cells ( $CD3^+$ ), B cells ( $B220^+$ ) or myeloid cells ( $CD11b^+$ ) within donor-derived  $CD45.2^+$  cells in bone marrow. Data are mean ( $\pm$ SD).

**I.** Lineage analysis of repopulated mice 16 weeks after transplant, showing the percentage of T cells ( $CD3^+$ ), B cells ( $B220^+$ ) or myeloid cells ( $CD11b^+$ ) within donor-derived  $CD45.2^+$  cells in spleen. Data are mean ( $\pm$ SD).

**J.** Lineage analysis of repopulated mice 16 weeks after transplant, showing the percentages of  $CD4^+$  single positive (SP),  $CD4^+ CD8^+$  double positive (DP) and  $CD8^+$  SP within donor-derived  $CD45.2^+$  in thymus. Data are mean ( $\pm$ SD).

**K.** Flow cytometry analysis of peripheral blood at 16 weeks post transplant showing representative examples of recipients reconstituted with wild type (+/+) or *Sl/Sl* E11.5  $CD45.2^+$  AGM+VU cells.

**L.** Percentage of T cells ( $CD3^+$ ), B cells ( $B220^+$ ) or myeloid cells ( $CD11b^+$ ) among donor-derived PB cells of mice transplanted with wildtype or *Sl/+*, or with *Sl/Sl*, AGM+VU, 16 weeks post-transplant. A total of 14 recipients were transplanted with wild type or *Sl/+* cells and 8 with *Sl/Sl* cells, over 4 independent experiments. Data are mean ( $\pm$ SD).

**M.** Cell cycle status of pre-HSC type II/HSCs ( $Ter119^-$  VE-Cadherin $^+$  Kit $^+$   $CD41^+$   $CD45^+$ ) in E11.5 wild type and *Sl/Sl* AGM+VU. Percentages of cells in G0/G1 and S/G2/M were analyzed by flow cytometry on the basis of BrdU and 7-AAD incorporation. Data are the mean ( $\pm$ SD) of 3 independent experiments. A total of 6 wild type and 5 *Sl/Sl* embryos (12-17 tail sp) were analyzed individually. No difference was observed in cell cycle status between wild type and mutant pre-HSC type II/HSCs.

**Appendix Figure S3. Multiplex qRT-PCR of wild type and *S/S* embryonic hematopoietic progenitors**

Multiplex Fluidigm qRT-PCR analysis on pre-HSC type I (Ter119<sup>-</sup> VE-Cadherin<sup>+</sup> Kit<sup>+</sup> CD41<sup>+</sup> CD45<sup>-</sup>), pre-HSC type II/HSC (Ter119<sup>-</sup> VE-Cadherin<sup>+</sup> Kit<sup>+</sup> CD41<sup>+</sup> CD45<sup>+</sup>), YS and FL EMP (Ter119<sup>-</sup> Kit<sup>+</sup> CD41<sup>+</sup> CD16/32<sup>+</sup>), FL Early E (Ter119<sup>-</sup> Kit<sup>+</sup> CD41<sup>-</sup>) and peripheral blood LMPP (Lin<sup>-</sup> CD19<sup>-</sup> B220<sup>-</sup> CD45<sup>+</sup> Kit<sup>+</sup> Flt3<sup>+</sup> IL7R $\alpha$ <sup>+</sup>), from E11.5 wild type (n=4 biological replicates; total number of embryos: 9; 11-17ts) and *S/S* (n=5 biological replicates; total number of embryos: 9; 11-17ts). Genes are shown in alphabetical order. See Appendix Table S4 for full gene names and the list of Taqman assays used here. See also Appendix Table S5 for literature references for these genes. Note: *Bax* and *Bcl2* expression in (pre-)HSCs is also included in Figure 5.

**Appendix Table S1.** Genotyping primers

|                          |                                                                                                                 |
|--------------------------|-----------------------------------------------------------------------------------------------------------------|
| Kitl-tdTomato [1]        | TomatoF: CACCTCCCACAACGAGGACTACACC<br>KitlR: TCTCACACCACGCCTGTCTCTCC<br>KitL 5' UTR F: GGGCTTCATTTGCTGTCTGTCACC |
| Steel [2,3]              | SL-1: CGGGGTTTATGAGGGTAGGA<br>SL-2: TTGGGCCTGTGTGACAACT<br>SL-3: GGGGCACTTGGGTACATTC                            |
| 23GFP                    | GFP1: GACGTGAACGGCCACAAGTTCA<br>GFP2: GTGGCGGATCTTGAAGTTCACC                                                    |
| Tie2-Cre [4]             | Cre-Fw: CGTTTTCTGAGCATACCTGGA<br>Cre-Rv: ATTCTCCCACCGTCAGTACG                                                   |
| Kitl <sup>flox</sup> [5] | Kitl_flox_Fw: CGAGGTAGGGGAAAAGAACC<br>Kitl_flox_Rv: GGATCTTCCCAGAGGTTGGA                                        |

**Appendix Table S2.** Antibodies used for immunofluorescence staining

| Antigen                                      | Clone     | Host    | Species reactivity        | Supplier       |
|----------------------------------------------|-----------|---------|---------------------------|----------------|
| <b>Primary Antibodies</b>                    |           |         |                           |                |
| $\alpha$ -SMA (Cy3 conjugate)                | 1A4       | Mouse   | Mouse, Rat, Human         | Sigma-Aldrich  |
| c-Kit                                        | 2B8       | Rat     | Mouse, Pig                | eBioscience    |
| cCasp9                                       | 5A1E      | Rabbit  | Mouse, Rat, Human         | Cell Signaling |
| CD11b                                        | M1/70     | Rat     | Mouse, Human              | BD Pharmingen  |
| CD31                                         | -         | Goat    | Mouse                     | R&D Systems    |
| CD31                                         | MEC13.3   | Rat     | Mouse                     | BD Pharmingen  |
| DIk1                                         | 24-11     | Rat     | Mouse                     | MBL            |
| F4/80                                        | CI:A3-1   | Rat     | Mouse                     | Bio-Rad        |
| GFP                                          | -         | Rabbit  | Tag                       | ThermoFisher   |
| PDGFR- $\beta$                               | APB5      | Rat     | Mouse                     | eBioscience    |
| pHH3                                         | -         | Rabbit  | Mouse, Rat, Human         | Abcam          |
| Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) | D13.14.4E | Rabbit  | Mouse, Rat, Human, others | Cell Signaling |
| Phospho-Akt (Ser473)                         | D9E       | Rabbit  | Mouse, Rat, Human, others | Cell Signaling |
| RFP/tdTomato                                 | -         | Rabbit  | Tag                       | Rockland       |
| Runx1                                        | EPR3099   | Rabbit  | Mouse, Rat, Human         | Abcam          |
| VE-Cadherin                                  | BV13      | Rat     | Mouse                     | eBioscience    |
| <b>Secondary Antibodies</b>                  |           |         |                           |                |
| IgG (H+L) Alexa Fluor 488                    | -         | Donkey  | Rabbit                    | ThermoFisher   |
| IgG (H+L) Alexa Fluor 488                    | -         | Donkey  | Goat                      | ThermoFisher   |
| IgG (H+L) Alexa Fluor 488                    | -         | Donkey  | Rat                       | ThermoFisher   |
| IgG (H+L) Alexa Fluor 555                    | -         | Donkey  | Goat                      | ThermoFisher   |
| IgG (H+L) Alexa Fluor 555                    | -         | Donkey  | Rabbit                    | ThermoFisher   |
| IgG (H+L) Alexa Fluor 555                    | -         | Goat    | Rat                       | ThermoFisher   |
| IgG (H+L) Alexa Fluor 647                    | -         | Donkey  | Goat                      | ThermoFisher   |
| IgG (H+L) Alexa Fluor 647                    | -         | Chicken | Rat                       | ThermoFisher   |

**Appendix Table S3.** Antibodies and viability stains used for flow cytometric analysis and cell sorting

| Antibody/Dye                 | Clone    | Supplier    | Application(s)                                                                                                                                                                                       |
|------------------------------|----------|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 7-aminoactinomycin D (7-AAD) | -        | Sigma       | Viability dye                                                                                                                                                                                        |
| Annexin V FITC               | -        | BD          | E11.5 Annexin V staining                                                                                                                                                                             |
| B220 Biotin                  | RA3-6B2  | BD          | E12.5-E14.5 FL Erythroid staining lineage cocktail                                                                                                                                                   |
| B220 PE-Cy5                  | RA3-6B2  | BD          | Repopulation analysis, Lineage cocktail for E12.5-E14.5 FL LSK staining, Lineage cocktail for Fluidigm sorting (LMPP staining)                                                                       |
| B220 PE-Cy7                  | RA3-6B2  | BD          | Repopulation analysis, E11.5 LMPP staining                                                                                                                                                           |
| BrdU FITC                    | -        | BD          | E11.5 BrdU staining                                                                                                                                                                                  |
| CD11b APC                    | M1/70    | BioLegend   | E14.5 macrophage staining                                                                                                                                                                            |
| CD11b Biotin                 | M1/70    | BD          | E12.5-E14.5 FL Erythroid staining lineage cocktail                                                                                                                                                   |
| CD11b BV421                  | M1/70    | BD          | Repopulation analysis                                                                                                                                                                                |
| CD11b PE-Cy5                 | M1/70    | BioLegend   | Lineage cocktail for BM LSK reconstitution analysis                                                                                                                                                  |
| CD11b PE-Cy7                 | M1/70    | BD          | E11.5 macrophage staining                                                                                                                                                                            |
| CD150 PE-Cy7                 | mShad150 | eBioscience | BM LSK reconstitution analysis, E12.5-E14.5 FL LSK staining                                                                                                                                          |
| CD16/32 APC                  | 93       | eBioscience | E11.5 BrdU, E11.5 Annexin V stainings, E9.5 EMP analysis, E11.5 YS-FL EMP analysis, E10-E11.5 EMP Blood analysis, E11.5 Fluidigm sorting                                                             |
| CD19 PE-Cy5                  | eBio1D3  | eBioscience | Lineage cocktail for BM LSK reconstitution analysis, Lineage cocktail for E12.5-E14.5 FL LSK staining, Lineage cocktail for E12.5 FL analysis, Lineage cocktail for Fluidigm sorting (LMPP staining) |
| CD19 PE-Cy7                  | 1D3      | BD          | E11.5 LMPP staining                                                                                                                                                                                  |
| CD3 Biotin                   | 145-2C11 | BD          | E12.5-E14.5 FL Erythroid staining lineage cocktail                                                                                                                                                   |
| CD3e PE                      | 145-2C11 | BD          | Repopulation analysis                                                                                                                                                                                |
| CD3e APC                     | 145-2C11 | BD          | E11.5 LMPP staining                                                                                                                                                                                  |
| CD3e PE-Cy5                  | 145-2C11 | BioLegend   | Lineage cocktail for BM LSK reconstitution analysis, Lineage cocktail for E12.5-E14.5 FL LSK staining, Lineage cocktail for E12.5 FL analysis, Lineage cocktail for Fluidigm sorting (LMPP staining) |
| CD4 PE                       | RM4-5    | BD          | Repopulation analysis                                                                                                                                                                                |
| CD4 PE-Cy5                   | RM4-5    | BD          | Lineage cocktail for BM LSK reconstitution analysis, Lineage cocktail for E12.5 FL analysis                                                                                                          |
| CD41 ef450                   | MWReg30  | eBioscience | E11.5 BrdU, E11.5 Annexin V stainings, E11.5 FL analysis, E10-E11.5 EMP Blood analysis, E11.5 Fluidigm sorting                                                                                       |
| CD41 PE                      | MWReg30  | BD          | E10.5-E11.5 AGM Pre-HSC staining, E11.5 RNA-Seq and Fluidigm sorting, E9.5 EMP analysis, E11.5 YS-FL EMP analysis                                                                                    |
| CD41 PE-Cy7                  | MWReg30  | eBioscience | E12.5-E14.5 FL Erythroid staining lineage cocktail, E10.5 FL analysis                                                                                                                                |
| CD44 APC-ef780               | IM7      | eBioscience | E11.5 FL analysis, E10-E11.5 EMP Blood analysis                                                                                                                                                      |

|                     |         |               |                                                                                                                                                                                                      |
|---------------------|---------|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| CD45 AF700          | 30-F11  | BioLegend     | E11.5 LMPP staining                                                                                                                                                                                  |
| CD45 APC-ef780      | 30-F11  | BD            | E10.5-E11.5 AGM Pre-HSC staining, E11.5 RNA-Seq and Fluidigm sorting, E14.5 macrophage staining                                                                                                      |
| CD45 ef450          | 30-F11  | eBioscience   | E11.5 macrophage staining                                                                                                                                                                            |
| CD45 PE             | 30-F11  | BD            | E11.5 BrdU, E11.5 Annexin V stainings, E11.5 Fluidigm sorting                                                                                                                                        |
| CD45 PE-CF594       | 30-F11  | BD            | E10.5 FL analysis                                                                                                                                                                                    |
| CD45.1 APC          | A20     | BD            | Repopulation analysis, BM LSK reconstitution analysis                                                                                                                                                |
| CD45.2 FITC         | 104     | eBioscience   | Repopulation analysis, BM LSK reconstitution analysis                                                                                                                                                |
| CD48 APC            | HM48-1  | BioLegend     | E12.5-E14.5 FL LSK staining                                                                                                                                                                          |
| CD48 PE             | HM48-1  | eBioscience   | BM LSK reconstitution analysis                                                                                                                                                                       |
| CD71 PE             | RI7217  | BioLegend     | E12.5-E14.5 FL Erythroid staining, E11.5 FL analysis, E10-E11.5 EMP Blood analysis, E12.5 FL imaging flow cytometry                                                                                  |
| CD8a PE-Cy7         | 53-6.7  | eBioscience   | Repopulation analysis                                                                                                                                                                                |
| CD8a PE-Cy5         | 53-6.7  | BD            | Lineage cocktail for BM LSK reconstitution analysis, Lineage cocktail for E12.5 FL analysis                                                                                                          |
| DIk1 FITC           | 24-11   | MBL           | E10.5-E12.5 FL analysis                                                                                                                                                                              |
| DRAQ5               |         | eBioscience   | DNA stain for imaging flow cytometry                                                                                                                                                                 |
| F4/80 AlexaFluor488 | BM8     | BioLegend     | E11.5 and E14.5 macrophage staining                                                                                                                                                                  |
| F4/80 APC           | BM8     | BioLegend     | E11.5 LMPP staining                                                                                                                                                                                  |
| F4/80 PE-Cy5        | BM8     | BioLegend     | Lineage cocktail for BM LSK reconstitution analysis, Lineage cocktail for E12.5-E14.5 FL LSK staining, Lineage cocktail for E12.5 FL analysis, Lineage cocktail for Fluidigm sorting (LMPP staining) |
| Flt3 Biotin         | A2F10   | BioLegend     | E11.5 LMPP staining                                                                                                                                                                                  |
| Flt3 BV421          | A2F10   | BD            | E11.5 Fluidigm sorting                                                                                                                                                                               |
| Gr1 (Ly6G) APC      | RB6-8C5 | eBioscience   | E11.5 LMPP staining                                                                                                                                                                                  |
| Gr1 (Ly6G) APC-Cy7  | RB6-8C5 | BD            | Repopulation analysis                                                                                                                                                                                |
| Gr1 (Ly6G) Biotin   | RB6-8C5 | BD            | E12.5-E14.5 FL Erythroid staining lineage cocktail                                                                                                                                                   |
| Gr1(Ly6G) PE-Cy5    | RB6-8C5 | BioLegend     | Lineage cocktail for BM LSK reconstitution analysis, Lineage cocktail for E12.5-E14.5 FL LSK staining, Lineage cocktail for E12.5 FL analysis, Lineage cocktail for Fluidigm sorting (LMPP staining) |
| Hoechst 33258       | -       | Sigma         | Viability dye                                                                                                                                                                                        |
| IL7R PE             | A7R34   | Thermo Fisher | E11.5 LMPP staining, E11.5 Fluidigm sorting                                                                                                                                                          |
| c-Kit AF700         | 2B8     | BD            | BM LSK reconstitution analysis                                                                                                                                                                       |
| c-Kit APC-ef780     | 2B8     | eBioscience   | E11.5 LMPP staining, E12.5-E14.5 FL LSK staining                                                                                                                                                     |
| c-Kit FITC          | 2B8     | eBioscience   | E10.5-11.5 AGM Pre-HSC staining, E11.5 RNA-Seq and Fluidigm sorting, E9.5 EMP analysis, E11.5 YS-FL EMP analysis, E11.5 FL analysis, E10.5 AGM, YS analysis, E10-E11.5 EMP Blood analysis            |

|                       |           |               |                                                                                                                                                                                                              |
|-----------------------|-----------|---------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| c-Kit PE-Cy7          | 2B8       | BD            | E11.5 BrdU, E11.5 Annexin V stainings                                                                                                                                                                        |
| c-Kit PE-CF594        | 2B8       | BD            | E12.5 FL imaging flow cytometry                                                                                                                                                                              |
| NK1.1 APC             | PK136     | eBioscience   | E11.5 LMPP staining                                                                                                                                                                                          |
| NK1.1 PE-Cy5          | PK136     | BioLegend     | Lineage cocktail for BM LSK reconstitution analysis, Lineage cocktail for E12.5-E14.5 FL LSK staining, Lineage cocktail for E12.5 FL analysis, Lineage cocktail for E11.5 LMPP staining and Fluidigm sorting |
| Sca1 FITC             | E13-161.7 | BioLegend     | E11.5 LMPP staining                                                                                                                                                                                          |
| Sca1 Pacific Blue     | E13-161.7 | BioLegend     | E12.5-E14.5 FL LSK staining                                                                                                                                                                                  |
| Sca1 PECy7            | D7        | eBioscience   | E11.5 Fluidigm sorting                                                                                                                                                                                       |
| Sca1 V450             | D7        | BD            | BM LSK reconstitution analysis                                                                                                                                                                               |
| Streptavidin QDot 655 | -         | Thermo Fisher | E11.5 LMPP staining                                                                                                                                                                                          |
| Streptavidin PE-Cy7   | -         | Thermo Fisher | E12.5-E14.5 FL Erythroid staining lineage cocktail                                                                                                                                                           |
| Ter119 AF488          | TER-119   | BioLegend     | E12.5 FL imaging flow cytometry                                                                                                                                                                              |
| Ter119 APC            | TER-119   | BioLegend     | E11.5 LMPP staining                                                                                                                                                                                          |
| Ter119 APC-ef780      | TER-119   | eBioscience   | E11.5 BrdU, E11.5 Annexin V stainings, E14.5 FL Erythroid staining, E9.5 EMP analysis, E10.5 AGM, YS analysis, E10.5 FL analysis, E11.5 macrophage staining, E11.5 Fluidigm sorting                          |
| Ter119 PE-Cy5         | TER-119   | BioLegend     | Lineage cocktail for BM LSK reconstitution analysis, Lineage cocktail for E12.5-E14.5 FL LSK staining, Lineage cocktail for E12.5 FL analysis, Lineage cocktail for Fluidigm sorting (LMPP staining)         |
| Ter119 PE-Cy7         | TER-119   | BD            | E11.5 AGM Pre-HSC staining, RNA-Seq sorting, E11.5 YS-FL EMP analysis, E11.5 FL analysis, E14.5 macrophage staining, E10-E11.5 EMP Blood analysis                                                            |
| VE-Cadherin ef660     | eBioBV13  | eBioscience   | E11.5 BrdU, E11.5 Annexin V stainings, E10.5-E11.5 AGM Pre-HSC staining, E11.5 RNA-Seq and Fluidigm sorting, E10.5 AGM, YS analysis, E10.5-E12.5 FL analysis                                                 |

**Appendix Table S4.** Taqman probes used for classic and multiplex qRT-PCR analysis.

| Assay name | Full gene name                                                                       | Assay ID      | Application(s)                    |
|------------|--------------------------------------------------------------------------------------|---------------|-----------------------------------|
| Atp5a1     | ATP synthase, H <sup>+</sup> transporting, mitochondrial F1 complex, alpha subunit 1 | Mm00431960_m1 | Single gene and multiplex qRT-PCR |
| Bax        | BCL2-associated X protein                                                            | Mm00432051_m1 | Multiplex qRT-PCR                 |
| Bcl2       | B cell leukemia/lymphoma 2                                                           | Mm00477631_m1 | Multiplex qRT-PCR                 |
| Bcl2l1     | BCL2-like 1                                                                          | Mm00437783_m1 | Multiplex qRT-PCR                 |
| Bmi1       | Bmi1 polycomb ring finger oncogene                                                   | Mm03053308_g1 | Multiplex qRT-PCR                 |
| BTG1       | B cell translocation gene 1, anti-proliferative                                      | Mm02391761_m1 | Multiplex qRT-PCR                 |
| Fos        | FBJ osteosarcoma oncogene                                                            | Mm00487425_m1 | Multiplex qRT-PCR                 |
| ccnd1      | Cyclin D1                                                                            | Mm00432359_m1 | Multiplex qRT-PCR                 |
| ccnd2      | Cyclin D2                                                                            | Mm00438070_m1 | Multiplex qRT-PCR                 |
| Cdkn1a     | cyclin-dependent kinase inhibitor 1A (p21)                                           | Mm04205640_g1 | Multiplex qRT-PCR                 |
| Cdkn1b     | cyclin-dependent kinase inhibitor 1B (p27)                                           | Mm00438168_m1 | Multiplex qRT-PCR                 |
| Ezh2       | enhancer of zeste homolog 2                                                          | Mm00468464_m1 | Multiplex qRT-PCR                 |
| Hes1       | hairy and enhancer of split 1                                                        | Mm01342805_m1 | Multiplex qRT-PCR                 |
| HIF-1a     | hypoxia inducible factor 1, alpha subunit                                            | Mm00468869_m1 | Multiplex qRT-PCR                 |
| Hprt1      | hypoxanthine guanine phosphoribosyl transferase                                      | Mm01545399_m1 | Multiplex qRT-PCR                 |
| Kit        | Kit oncogene                                                                         | Mm00445212_m1 | Multiplex qRT-PCR                 |
| Kitl       | Kit ligand                                                                           | Mm00442972_m1 | Single gene qRT-PCR               |
| Lnk        | SH2B adaptor protein 3; alias Lnk                                                    | Mm00493162_g1 | Multiplex qRT-PCR                 |
| Myc        | myelocytomatosis oncogene                                                            | Mm00487804_m1 | Multiplex qRT-PCR                 |
| Notch2     | Notch2                                                                               | Mm00803077_m1 | Multiplex qRT-PCR                 |
| Rcan1      | regulator of calcineurin 1                                                           | Mm01213406_m1 | Multiplex qRT-PCR                 |
| Stat5a     | signal transducer and activator of transcription 5A                                  | Mm03053818_s1 | Multiplex qRT-PCR                 |
| Ubc        | ubiquitin C                                                                          | Mm01201237_m1 | Multiplex qRT-PCR                 |

**Appendix Table S5.** List of genes used in multiplex qRT-PCR analysis and references.

| Gene name           | Function                                       | Known cell type(s)                                             | Reference(s) | Previously observed effect(s) and additional information                                                                                    |
|---------------------|------------------------------------------------|----------------------------------------------------------------|--------------|---------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Atp5a1</i>       | Housekeeper                                    | -                                                              | -            | -                                                                                                                                           |
| <i>Bax</i>          | Apoptosis (pro-apoptotic)                      | Primordial germ cells (PGCs)                                   | [2]          | Upregulation in absence of Kitl                                                                                                             |
| <i>Bcl2</i>         | Apoptosis (anti-apoptotic)                     | NK cells, erythroid cells, HSCs, mast cells                    | [6-9]        | Downregulation in absence of Kitl; upregulation in response to Kitl                                                                         |
| <i>Bcl2l1</i>       | Apoptosis (anti-apoptotic)                     | Erythroid cell lines, mast cells                               | [7]          | Downregulation in absence of Kitl                                                                                                           |
| <i>Bmi1</i>         | Epigenetic                                     | HSCs                                                           | [10]         | Downregulation in absence of Kitl                                                                                                           |
| <i>BTG1</i>         | Proliferation                                  | Erythroid cells                                                | [11,12]      | Repressed by Kitl. PI3k/Akt/Foxo3a target; negative regulator of cell proliferation                                                         |
| <i>Fos</i>          | Proliferation, differentiation and survival    | Porcine aortic endothelial cells                               | [13]         | Upregulation in response to Kitl<br>Downstream of PI3k/Akt                                                                                  |
| <i>Myc</i>          | Proliferation, differentiation and survival    | Erythroblasts, BM HSCs                                         | [14-16]      | Upregulation in response to Kitl.<br>Downstream target of Kitl/Kit via MEK/ERK and PI3K/Akt                                                 |
| <i>Cdkn1a</i> (p21) | Cell cycle (Cyclin dependent kinase inhibitor) | Myeloid cell lines, erythroblasts, hematopoietic cells in vivo | [17-19]      | Upregulation/downregulation in response to Kitl (different reports)                                                                         |
| <i>Cdkn1b</i> (p27) | Cell cycle inhibitor                           | Myeloid cell lines, hematopoietic cells in vivo                | [17,18]      | Downregulation in response to Kitl.                                                                                                         |
| <i>Cyclin D1</i>    | Cell cycle                                     | Multiple cell types                                            | [17,20]      | Potential upregulation in response to Kitl.                                                                                                 |
| <i>Cyclin D2</i>    | Cell cycle                                     | Multiple cell types                                            | [17,20]      | Potential upregulation in response to Kitl.                                                                                                 |
| <i>Ezh2</i>         | Epigenetic                                     | HSCs                                                           | [10]         | Downregulation in absence of Kitl. Involved in HSC function and erythropoiesis                                                              |
| <i>Hes1</i>         | Notch Signaling                                | Primary erythroblasts                                          | [9]          | Upregulation in response to Kitl.                                                                                                           |
| <i>HIF-1a</i>       | Hematopoietic function                         | Hematopoietic cell lines (M-07e, Kasumi1, Ba/F3)               | [21]         | Upregulation in response to Kitl. Downstream target (Akt/mTOR), also involved in hematopoiesis and erythropoiesis in the embryo             |
| <i>Hprt</i>         | Housekeeper                                    | -                                                              | -            | -                                                                                                                                           |
| <i>Lnk</i>          | Adaptor protein; hematopoietic function        | AGM hematopoietic cells, HSCs, osteoblasts                     | [10,22,23]   | Downregulation in absence of Kitl. Broad inhibitor of growth factor and cytokine signaling; negative regulator of hematopoiesis in the AGM. |
| <i>Notch2</i>       | Notch Signaling                                | Primary erythroblasts                                          | [9]          | Upregulation in response to Kitl                                                                                                            |
| <i>Rcan1</i>        | Calcineurin/ NF- $\kappa$ B inhibitor          | Bone marrow derived mast cells                                 | [24]         | Upregulation in response to Kitl.                                                                                                           |
| <i>Stat5a</i>       | Hematopoietic function, signal transduction    | Erythroid cell lines                                           | [7,25]       | Upregulation in response to Kitl. Dobule Stat5a and 5b knockout results in severe anemia                                                    |
| <i>Ubc</i>          | Housekeeper                                    | -                                                              | -            | -                                                                                                                                           |

## Supplemental references

1. Buono M, Facchini R, Matsuoka S, Thongjuea S, Waithe D, Luis TC, Giustacchini A, Besmer P, Mead AJ, Jacobsen SE, *et al.* (2016) A dynamic niche provides Kit ligand in a stage-specific manner to the earliest thymocyte progenitors. *Nature cell biology* **18**: 157-167
2. Runyan C, Schaible K, Molyneaux K, Wang Z, Levin L, Wylie C (2006) Steel factor controls midline cell death of primordial germ cells and is essential for their normal proliferation and migration. *Development* **133**: 4861-4869
3. Sato T, Yokonishi T, Komeya M, Katagiri K, Kubota Y, Matoba S, Ogonuki N, Ogura A, Yoshida S, Ogawa T (2012) Testis tissue explantation cures spermatogenic failure in c-Kit ligand mutant mice. *Proceedings of the National Academy of Sciences of the United States of America* **109**: 16934-16938
4. Kisanuki YY, Hammer RE, Miyazaki J, Williams SC, Richardson JA, Yanagisawa M (2001) Tie2-Cre transgenic mice: a new model for endothelial cell-lineage analysis in vivo. *Developmental biology* **230**: 230-242
5. Ding L, Saunders TL, Enikolopov G, Morrison SJ (2012) Endothelial and perivascular cells maintain haematopoietic stem cells. *Nature* **481**: 457-462
6. Carson WE, Halder S, Baiocchi RA, Croce CM, Caligiuri MA (1994) The c-kit ligand suppresses apoptosis of human natural killer cells through the upregulation of bcl-2. *Proceedings of the National Academy of Sciences of the United States of America* **91**: 7553-7557
7. Kapur R, Zhang L (2001) A novel mechanism of cooperation between c-Kit and erythropoietin receptor. Stem cell factor induces the expression of Stat5 and erythropoietin receptor, resulting in efficient proliferation and survival by erythropoietin. *The Journal of biological chemistry* **276**: 1099-1106
8. Thoren LA, Liuba K, Bryder D, Nygren JM, Jensen CT, Qian H, Antonchuk J, Jacobsen SE (2008) Kit regulates maintenance of quiescent hematopoietic stem cells. *Journal of immunology* **180**: 2045-2053
9. Zeuner A, Francescangeli F, Signore M, Venneri MA, Pedini F, Felli N, Pagliuca A, Conticello C, De Maria R (2011) The Notch2-Jagged1 interaction mediates stem cell factor signaling in erythropoiesis. *Cell death and differentiation* **18**: 371-380
10. Kent DG, Dykstra BJ, Cheyne J, Ma E, Eaves CJ (2008) Steel factor coordinately regulates the molecular signature and biologic function of hematopoietic stem cells. *Blood* **112**: 560-567
11. Bakker WJ, Blazquez-Domingo M, Kolbus A, Besooyen J, Steinlein P, Beug H, Coffey PJ, Lowenberg B, von Lindern M, van Dijk TB (2004) FoxO3a regulates erythroid differentiation and induces BTG1, an activator of protein arginine methyl transferase 1. *The Journal of cell biology* **164**: 175-184
12. Bakker WJ, van Dijk TB, Parren-van Amelsvoort M, Kolbus A, Yamamoto K, Steinlein P, Verhaak RG, Mak TW, Beug H, Lowenberg B, *et al.* (2007) Differential regulation of Foxo3a target genes in erythropoiesis. *Molecular and cellular biology* **27**: 3839-3854
13. Lennartsson J, Blume-Jensen P, Hermanson M, Ponten E, Carlberg M, Ronnstrand L (1999) Phosphorylation of Shc by Src family kinases is necessary for stem cell factor receptor/c-kit mediated activation of the Ras/MAP kinase pathway and c-fos induction. *Oncogene* **18**: 5546-5553
14. Munugalavada V, Dore LC, Tan BL, Hong L, Vishnu M, Weiss MJ, Kapur R (2005) Repression of c-kit and its downstream substrates by GATA-1 inhibits cell proliferation during erythroid maturation. *Molecular and cellular biology* **25**: 6747-6759
15. Munugalavada V, Kapur R (2005) Role of c-Kit and erythropoietin receptor in erythropoiesis. *Critical reviews in oncology/hematology* **54**: 63-75

16. Zhang Z, Zhu P, Zhou Y, Sheng Y, Hong Y, Xiang D, Qian Z, Mosenson J, Wu WS (2017) A novel slug-containing negative-feedback loop regulates SCF/c-Kit-mediated hematopoietic stem cell self-renewal. *Leukemia* **31**: 403-413
17. Kent D, Copley M, Benz C, Dykstra B, Bowie M, Eaves C (2008) Regulation of hematopoietic stem cells by the steel factor/KIT signaling pathway. *Clinical cancer research : an official journal of the American Association for Cancer Research* **14**: 1926-1930
18. Mantel C, Luo Z, Canfield J, Braun S, Deng C, Broxmeyer HE (1996) Involvement of p21cip-1 and p27kip-1 in the molecular mechanisms of steel factor-induced proliferative synergy in vitro and of p21cip-1 in the maintenance of stem/progenitor cells in vivo. *Blood* **88**: 3710-3719
19. Haas N, Riedt T, Labbaf Z, Bassler K, Gergis D, Frohlich H, Gutgemann I, Janzen V, Schorle H (2015) Kit transduced signals counteract erythroid maturation by MAPK-dependent modulation of erythropoietin signaling and apoptosis induction in mouse fetal liver. *Cell death and differentiation* **22**: 790-800
20. Sherr CJ, Roberts JM (2004) Living with or without cyclins and cyclin-dependent kinases. *Genes & development* **18**: 2699-2711
21. Pedersen M, Lofstedt T, Sun J, Holmquist-Mengelbier L, Pahlman S, Ronnstrand L (2008) Stem cell factor induces HIF-1alpha at normoxia in hematopoietic cells. *Biochemical and biophysical research communications* **377**: 98-103
22. Matsumoto T, Li M, Nishimura H, Shoji T, Mifune Y, Kawamoto A, Kuroda R, Fukui T, Kawakami Y, Kuroda T, *et al.* (2010) Lnk-dependent axis of SCF-cKit signal for osteogenesis in bone fracture healing. *The Journal of experimental medicine* **207**: 2207-2223
23. Nobuhisa I, Takizawa M, Takaki S, Inoue H, Okita K, Ueno M, Takatsu K, Taga T (2003) Regulation of hematopoietic development in the aorta-gonad-mesonephros region mediated by Lnk adaptor protein. *Molecular and cellular biology* **23**: 8486-8494
24. Wu Z, Li Y, MacNeil AJ, Junkins RD, Berman JN, Lin TJ (2013) Calcineurin-Rcan1 interaction contributes to stem cell factor-mediated mast cell activation. *Journal of immunology* **191**: 5885-5894
25. Socolovsky M, Fallon AE, Wang S, Brugnara C, Lodish HF (1999) Fetal anemia and apoptosis of red cell progenitors in Stat5a-/-5b-/- mice: a direct role for Stat5 in Bcl-X(L) induction. *Cell* **98**: 181-191

# Supplementary material for: Kit ligand has a critical role in mouse yolk sac and aorta–gonad–mesonephros hematopoiesis
**Source:** EMBO Rep. 2018 Aug 30;19(10):e45477. doi: 10.15252/embr.201745477
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

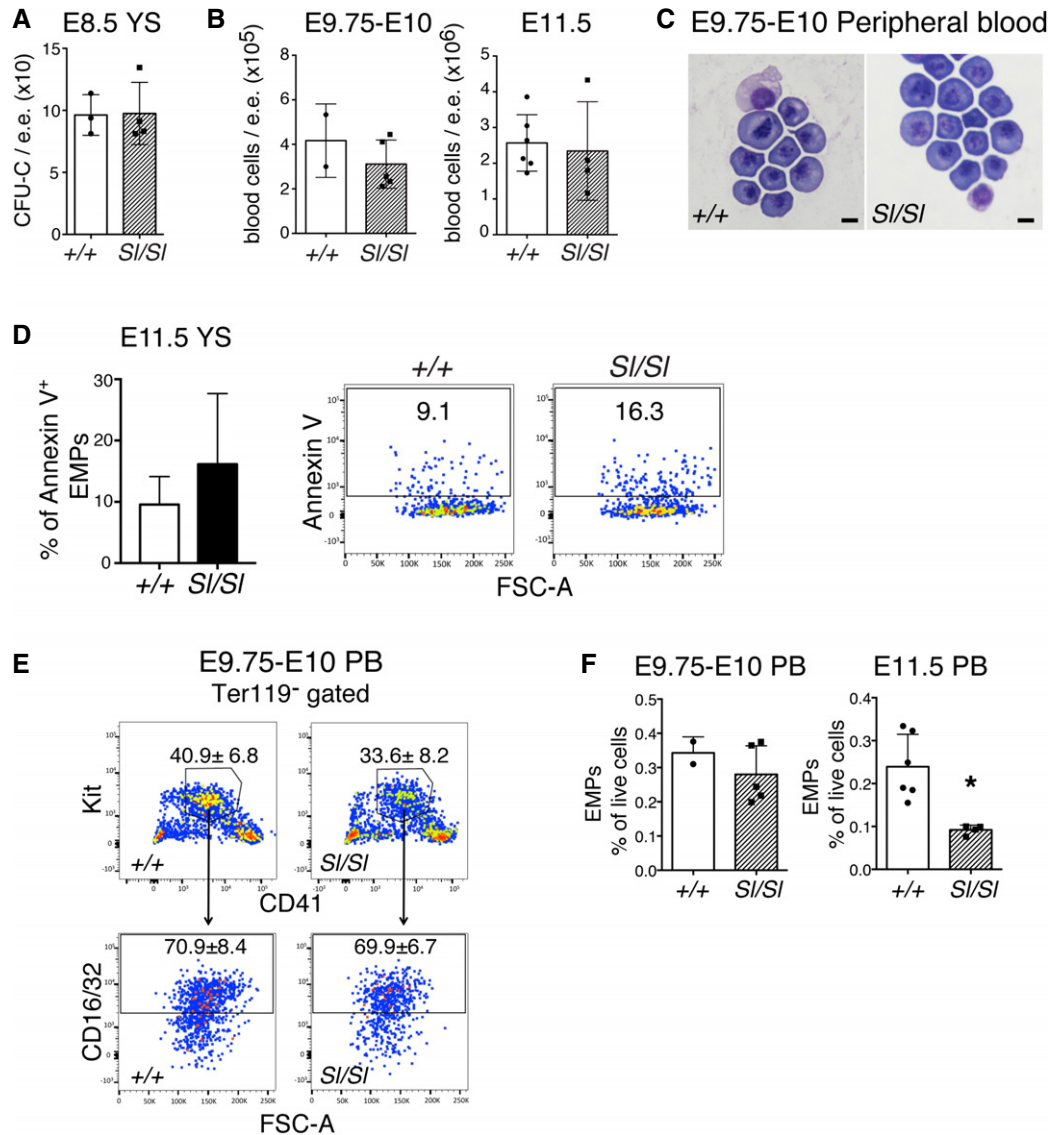

**Figure EV1. Kitl is not required for primitive erythropoiesis or YS EMP survival.**

- A** Number of CFU-C in wild type and *SI/SI* E8.5 concepti (the head was removed for genotyping). Data (mean ± SD) are from three wild type and four *SI/SI* biological replicates (pools of embryos of the same genotype) plated in duplicate. Total number of analyzed embryos: 9 *+/+* (3–7 sp), 9 *SI/SI* (2–8 sp) over four independent experiments.
- B** Left: total number of peripheral blood (PB) cells of wild type and *SI/SI* E9.75–E10 embryos (28–30 sp, *+/+*; 27–31, *SI/SI*) embryos. *N* = 2 (wild type), *N* = 5 (*SI/SI*). Right: total number of PB cells of E11.5 (tail somite range 10–16 (*+/+*); 12–15 (*SI/SI*)) embryos. *N* = 6 (wild type), *N* = 4 (*SI/SI*). Error bars represent SD.
- C** Representative images of Wright-Giemsa stained cytopins from E9.75–E10 (28–30 sp, *+/+*; 27–31, *SI/SI*) wild type and *SI/SI* PB. Scale bars: 10 μm. *N* = 2 (wild type), *N* = 5 (*SI/SI*).
- D** Flow cytometry analysis showing the percentage of early apoptotic Annexin-V<sup>+</sup> EMPs in wild type and *SI/SI* E11.5 YS. EMPs were gated as 7-AAD<sup>-</sup> Ter119<sup>-</sup> CD41<sup>+</sup> Kit<sup>+</sup> CD16/32<sup>+</sup>. Embryos were analyzed in pools of 1–3. *N* = 9 (*+/+*), *N* = 7 (*SI/SI*) biological replicates over three independent experiments. Bar diagrams show mean ± SD values, and FACS plots representative results. Total number of analyzed embryos: 13 (*+/+*), 9 (*SI/SI*). Tail somite range: 11–17 (*+/+*); 11–17 (*SI/SI*).
- E** Representative dot plots showing the flow cytometric identification of EMPs (Ter119<sup>-</sup> Kit<sup>+</sup> CD41<sup>+</sup> CD16/32<sup>+</sup>) in peripheral blood (PB) of wild type and *SI/SI* midgestation embryos.
- F** Percentages (mean ± SD) of EMPs in the PB of wild type and *SI/SI* embryos as identified in (E). For E9.75–E10, PB from two wild type (28–30 sp) and five *SI/SI* (27–31) individual embryos was analyzed. For E11.5, PB from 1 to 3 embryos was pooled and six wild type and four *SI/SI* biological replicates were analyzed, with 10 wild type and 6 *SI/SI* embryos analyzed in total. \**P* < 0.05 (unpaired two-tailed Student's *t*-test).

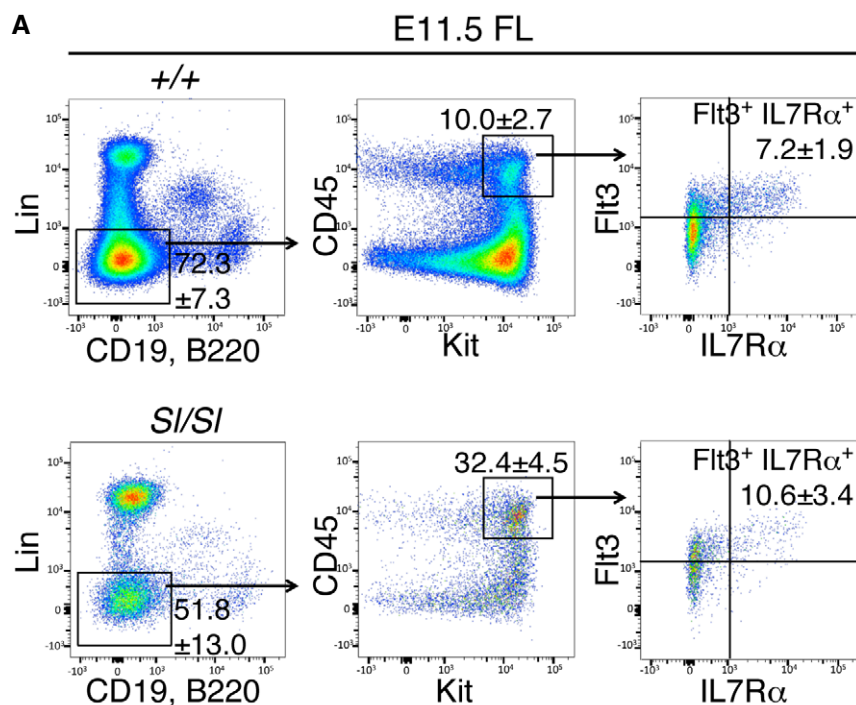

**Figure EV2. Lymphomyeloid immune-restricted progenitor (LMPP) numbers are reduced in *SI/SI* FL and PB.**

**A** Flow cytometry analysis of Lin<sup>+</sup> CD19<sup>+</sup> B220<sup>+</sup> CD45<sup>+</sup> Kit<sup>+</sup> Flt3<sup>+</sup> IL7Rα<sup>+</sup> LMPPs in wild type and *SI/SI* E11.5 FL. Lineage cocktail (Lin): Ter119, CD3e, F4/80, Nk1.1, Gr1. Gates and percentages within gate are indicated in representative dot plots. Percentages are the mean (± SD) of six wild type and four *SI/SI* biological replicates, with each replicate consisting of FL cells from individual or pools of up to three embryos. A total of 10 wild type (10–16 tail sp) and 6 *SI/SI* (12–15 tail sp) embryos were analyzed.

**B** Percentage and number of LMPP per E11.5 FL, as identified by flow cytometry and total FL cell counts. Data are the mean (± SD); samples as in (A).

**C** Percentage and number of LMPP in PB, as identified by flow cytometry and PB cell counts per embryo. Data are the mean (± SD); samples as in (A). e.e.: embryo equivalent.

Data information: \**P* < 0.05 (unpaired two-tailed Student's *t*-test).

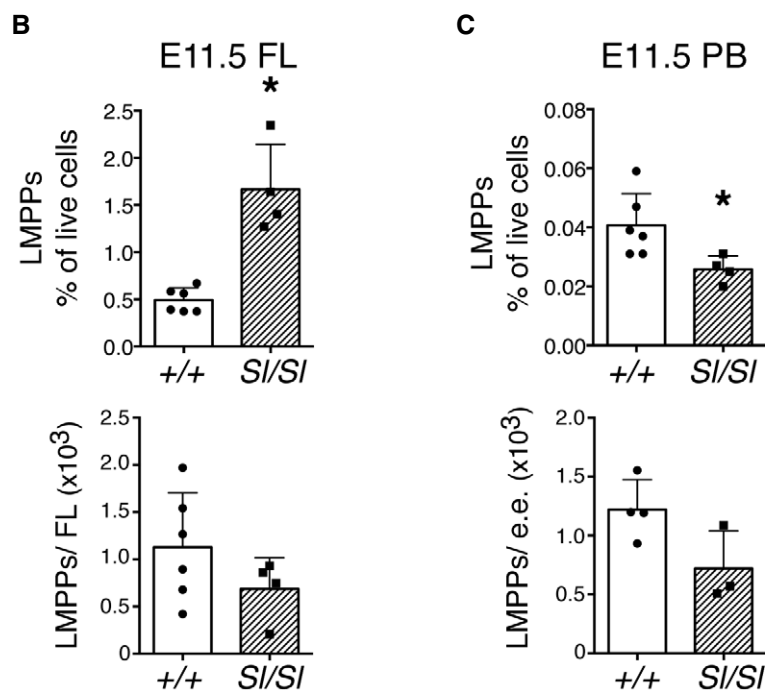

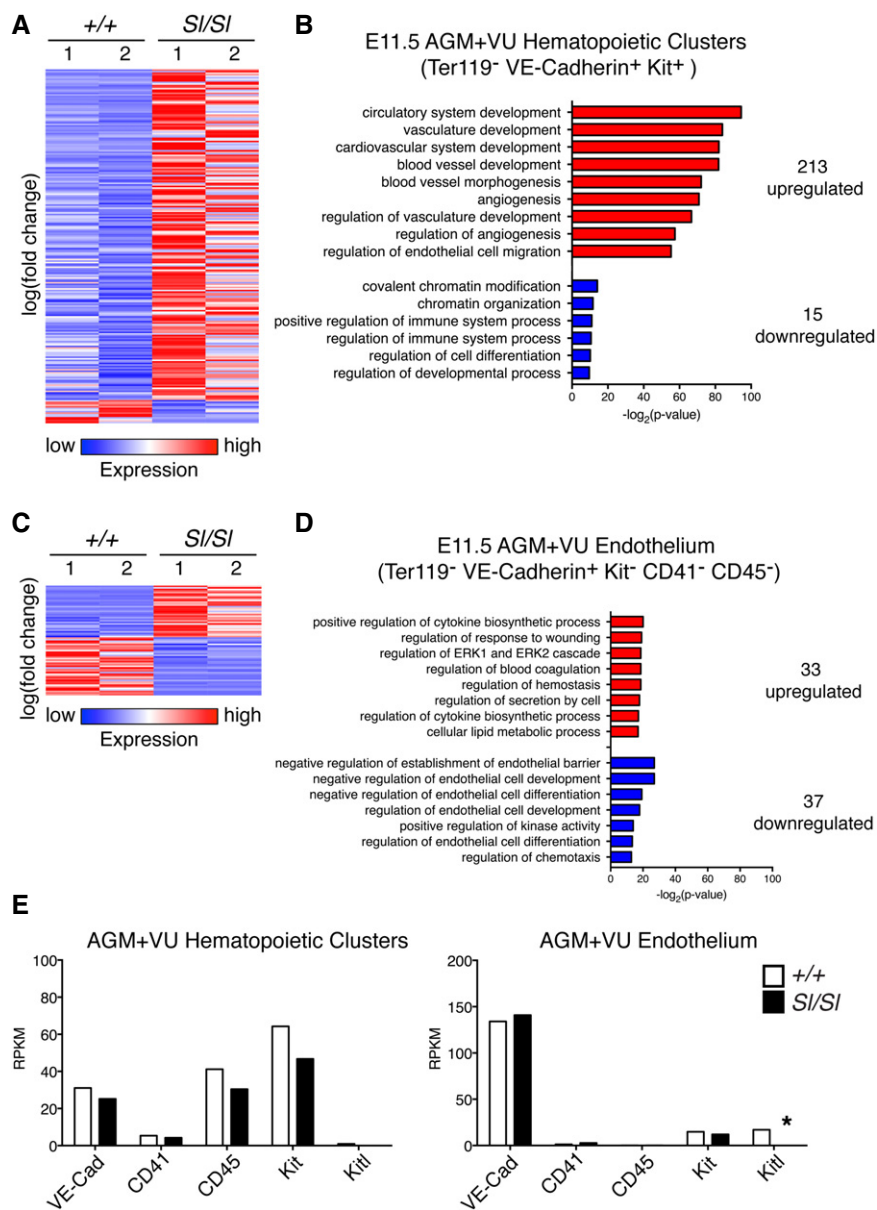

**Figure EV3. Transcriptional analysis of wild type and  $Sl/Sl$  AGM hematopoietic clusters and endothelium.**

- A** E11.5 AGM+VU Ter119<sup>-</sup> VE-Cadherin<sup>+</sup> Kit<sup>+</sup> cells (hematopoietic clusters) were sorted from wild type and  $Sl/Sl$  embryos (pools of 1–4 embryos of the same genotype; 2 sorting experiments). Duplicate samples of 100 cells each were processed using SMARTSEQ2 [80]. The un-clustered heat map shows 228 genes differentially expressed ( $P < 0.05$ , FDR  $< 0.1$ ) between wild type and  $Sl/Sl$  hematopoietic clusters as detected by RNA-Seq and is ordered by log(fold change) with high positive values on top and negative values on bottom. Each column shows a biological replicate.
- B** Gene ontology (GO) analysis performed with the MetaCore suite (Thomson Reuters) of the 213 upregulated and 15 downregulated genes identified by RNA-Seq, showing selected categories within the top over-represented GO processes.
- C** E11.5 AGM+VU Ter119<sup>-</sup> VE-Cadherin<sup>+</sup> Kit<sup>-</sup> CD41<sup>-</sup> CD45<sup>-</sup> (endothelial cells) were sorted from wild type and  $Sl/Sl$  embryos (pools of 1–4 embryos of the same genotype; 2 sorting experiments). Duplicate samples of 100 cells each were processed using SMARTSEQ2. The un-clustered heat map shows 70 genes differentially expressed ( $P < 0.05$ , FDR  $< 0.1$ ) between wild type and  $Sl/Sl$  endothelium as detected by RNA-Seq and is ordered by log(fold change) with high positive values on top and negative values on bottom. Each column shows a biological replicate.
- D** Gene ontology (GO) analysis performed with the MetaCore suite (Thomson Reuters) of the 33 upregulated and 37 downregulated genes identified by RNA-Seq, showing selected categories within the top over-represented GO processes.
- E** RPKM expression of genes encoding for phenotypic markers used to identify and sort cell populations, in wild type and  $Sl/Sl$  E11.5 AGM+VU hematopoietic clusters (Ter119<sup>-</sup> VE-Cadherin<sup>+</sup> Kit<sup>+</sup>) and endothelium (Ter119<sup>-</sup> VE-Cadherin<sup>+</sup> Kit<sup>-</sup> CD41<sup>-</sup> CD45<sup>-</sup>). Note low expression of Kit in the endothelium, and absence of Kitl in  $Sl/Sl$  (as expected). \* $P < 0.05$  (unpaired two-tailed Student's  $t$ -test).

**Figure EV4. Validation and quantification of Kitl-tdTomato reporter expression.**

- A Kitl-tdTomato<sup>+</sup> and Kitl-tdTomato<sup>-</sup> subsets were isolated from pooled E8.5 (3–8 sp) Kitl-tdTomato transgenic concepti and E10.5 (31–36 sp) AGM regions (including vitelline and umbilical arteries) (AGM+VU), YS, and FL. PAS: para-aortic splanchnopleura. Sort gates as indicated. Total number of Kitl-tdTomato transgenic embryos analyzed: 14 (E8.5), 21 (E10.5). *N* = 2 independent experiments for E8.5; *N* = 2 independent experiments for E10.5.
- B qRT-PCR analysis of endogenous *Kitl* in the Kitl-tdTomato<sup>+</sup> and Kitl-tdTomato<sup>-</sup> subsets shown in (A). Endogenous *Kitl* expression (relative to *Atp5a1*) is virtually restricted to Kitl-tdTomato<sup>+</sup> cells.
- C Control sample for confocal whole-mount immunofluorescence analysis of *Kitl*-tdTomato expression in the E8.5 (6–7 sp) YS BL. The full staining (using CD31, GFP and anti-RFP/tdTomato antibodies) has been performed on a 23GFP embryo. No significant background is observed. A single 2.5-μm-thick Z-slice is shown. Scale bar: 50 μm.
- D Flow cytometry analysis of E10.5 (32–37 sp) Kitl-tdTomato transgenic YS. Live cells were gated as total Ter119<sup>-</sup>, or as Ter119<sup>-</sup> endothelial cells (EC: VE-Cadherin<sup>+</sup> Kit<sup>-</sup> CD41<sup>-</sup> CD45<sup>-</sup>), hematopoietic clusters (HC: VE-Cadherin<sup>+</sup> Kit<sup>+</sup>), hematopoietic progenitors (HP: VE-Cadherin<sup>-</sup> Kit<sup>+</sup>), and mesenchymal cells (MC: VE-Cadherin<sup>-</sup> Kit<sup>-</sup> CD41<sup>-</sup> CD45<sup>-</sup>). Representative dot plots are shown. Nineteen Kitl-tdTomato transgenic embryos were analyzed (pooled tissues) in a total of three independent experiments. Data in the graph are mean (± SD).
- E Confocal whole-mount immunofluorescence analysis of a E9.5 (25–26 sp) Kitl-tdTomato embryo. Left image shows a maximum intensity 3D projection from a 500-μm-thick Z-stack. The region indicated in the boxed inset is magnified in the middle and right panels, which show a single 2.5-μm-thick longitudinal slice. Arrowheads indicate Kitl-tdTomato<sup>+</sup> CD31<sup>+</sup> endothelial cells in the ventral wall of the dorsal aorta. Scale bars: 150 μm (3D projection); 50 μm (slice inset). va: vitelline artery; da: dorsal aorta. *N* = 3 embryos analyzed.
- F Flow cytometry analysis of E10.5 Kitl-tdTomato transgenic AGM+VU from the same embryos as in (D). Representative dot plots are shown. Live cells were gated as Ter119<sup>-</sup> or as Ter119<sup>-</sup> EC, HC, MC, as shown. Data in the graph are mean (± SD).
- G Flow cytometry analysis of Kitl-tdTomato expression in the non-hematopoietic (Ter119<sup>-</sup> CD41<sup>-</sup> CD45<sup>-</sup>) components of the E10.5 (32–37 sp) FL. Endothelial (EC: VE-Cadherin<sup>+</sup> Dlk1<sup>-</sup>), mesenchymal (MC: VE-Cadherin<sup>-</sup> Dlk1<sup>-</sup>) cells, and hepatoblasts (HB: VE-Cadherin<sup>-</sup> Dlk1<sup>+</sup>) were gated as indicated. Representative dot plots with percentage of Kitl-tdTomato<sup>+</sup> cells are shown. HB make up the majority of the non-hematopoietic FL cells and, in line with previous reports [65,66], show extensive Kitl expression. A total of 19 Kitl-tdTomato embryos, pooled according to genotype, were analyzed over three independent experiments (*N* = 2 experiments for MC and HB. Kitl-tdTomato<sup>+</sup> range: MC 23.1–40.4%; HB 84.1–86.9%). Data in the graph are mean (± SD).

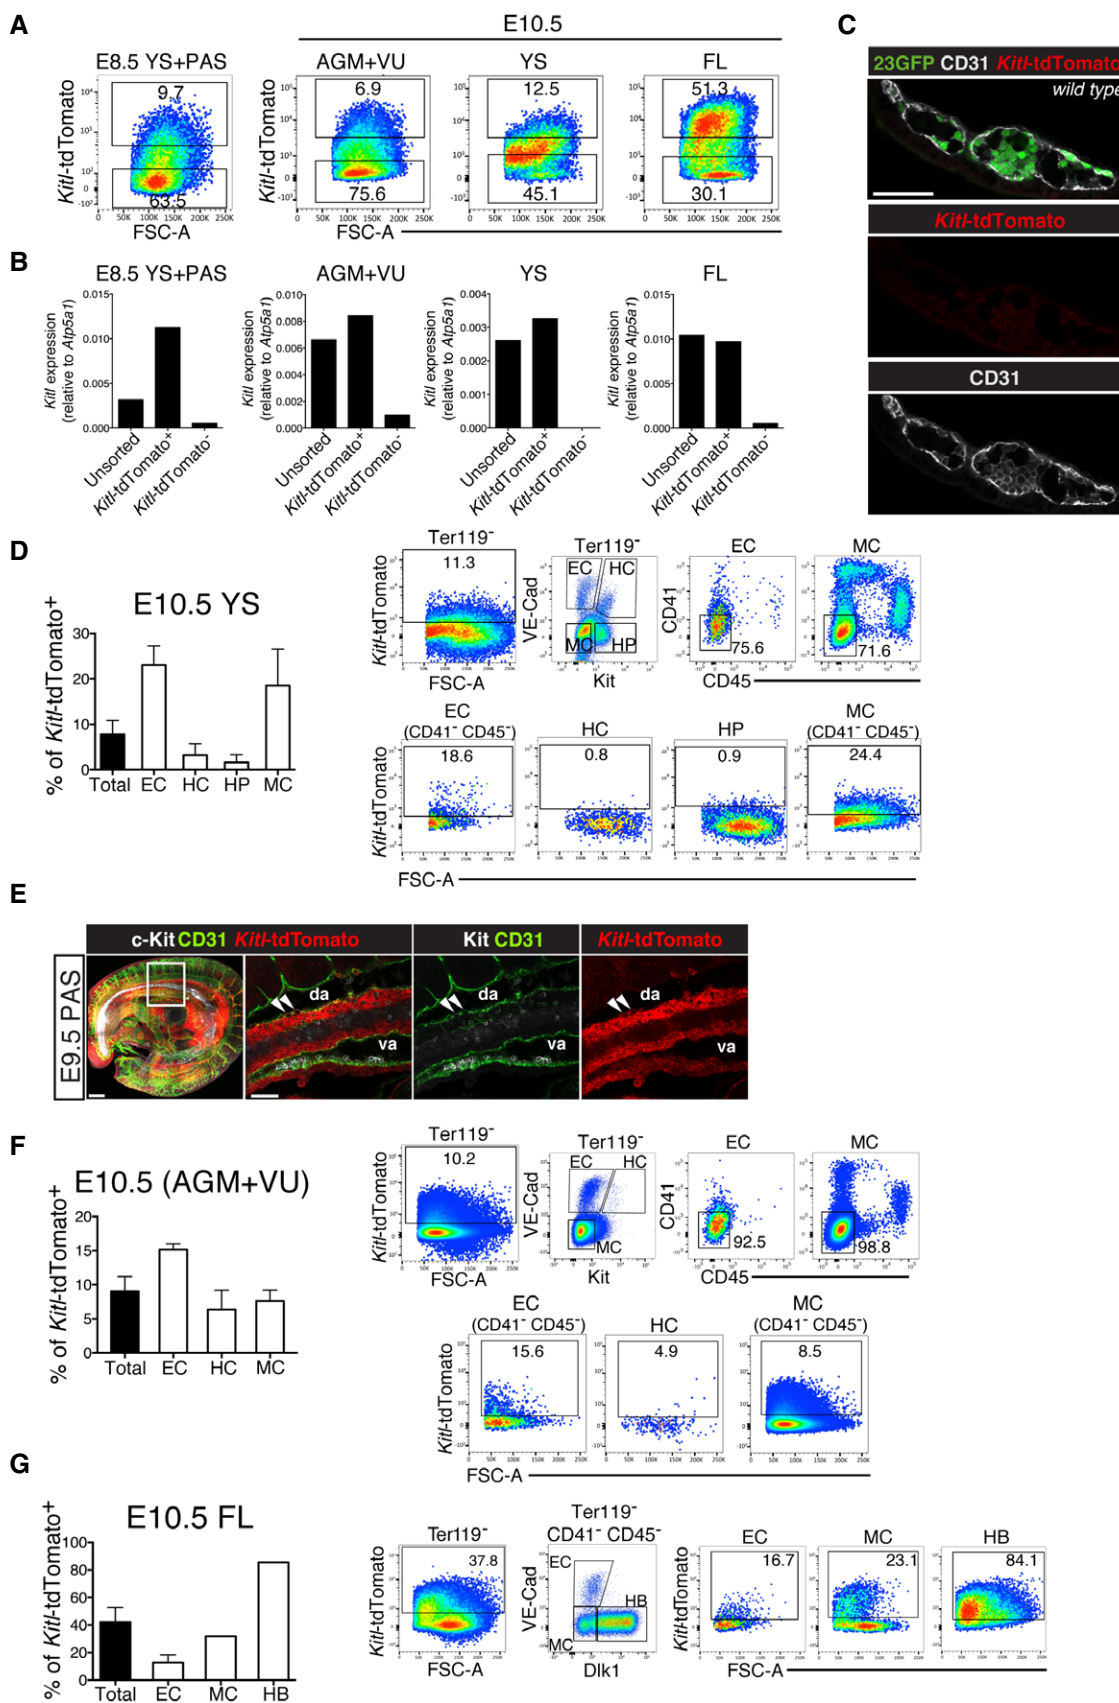

Figure EV4.

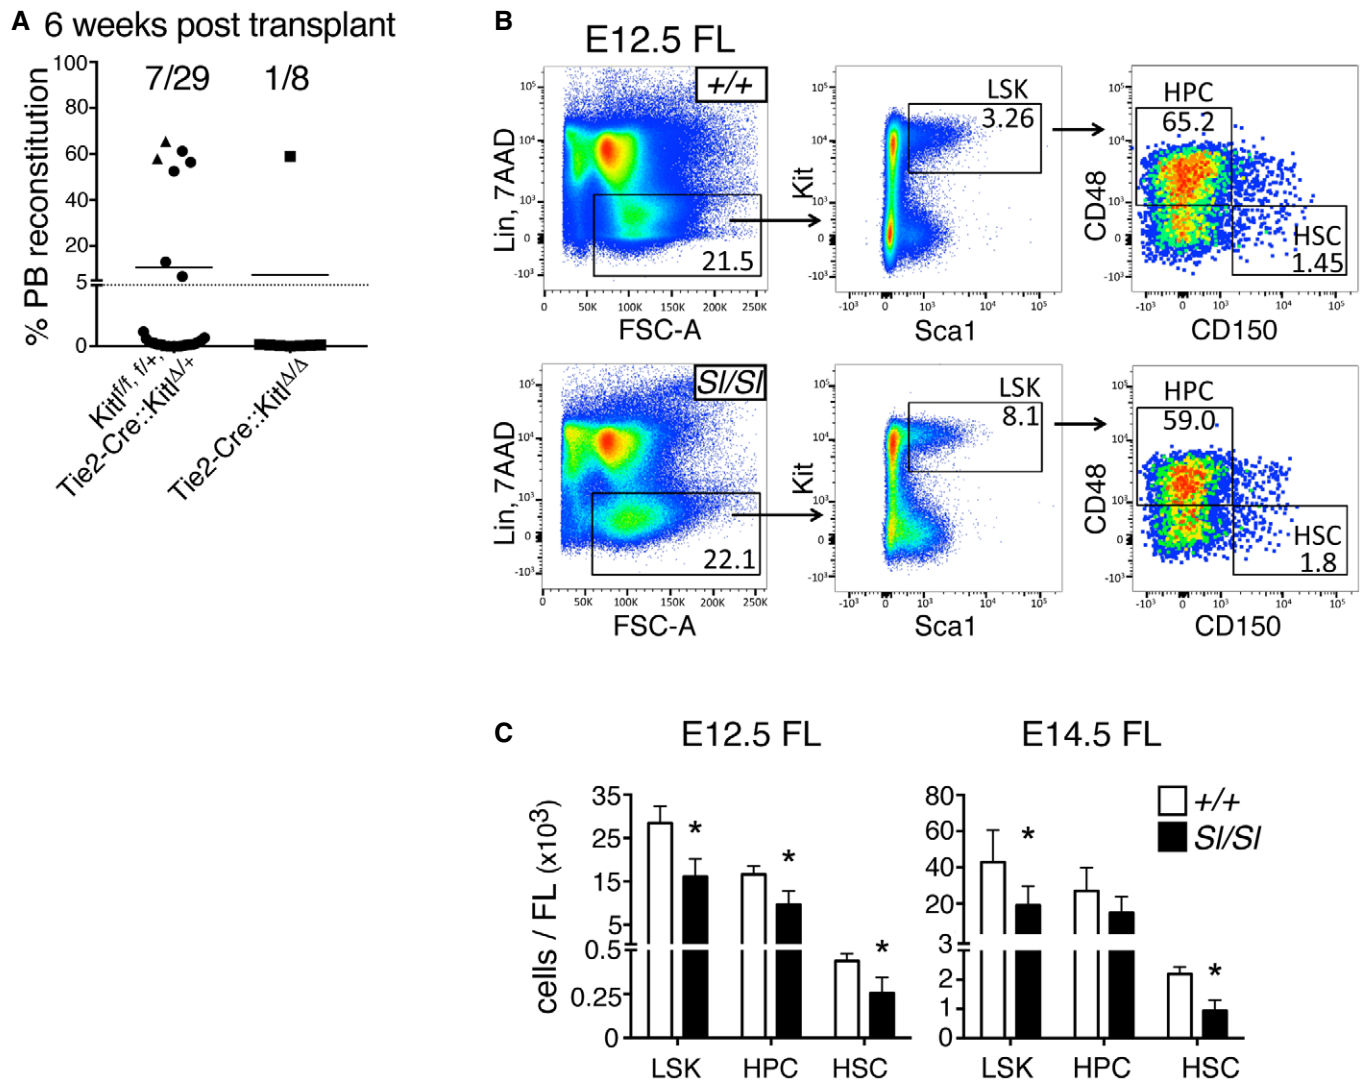

**Figure EV5. Effects of Kitl loss on AGM and FL HSCs.**

- A Analysis of long-term multi-lineage HSC potential in E11.5 Tie2Cre::Kitl $\Delta/\Delta$  and control Tie2Cre::Kitl $\Delta/+$  or Kitl $^{fl/fl}$  or  $fl/+$  AGM+VU. Irradiated CD45.1 syngeneic mice were transplanted with 1 e.e. of AGM+VU cells. PB chimerism is represented as the percentage of donor CD45.2<sup>+</sup> cells among total CD45<sup>+</sup> cells, 6 weeks after transplant. A total of 29 recipients were transplanted with Tie2Cre::Kitl $\Delta/+$  or Kitl $^{fl/fl}$  or  $fl/+$  cells and 8 with Tie2Cre::Kitl $\Delta/\Delta$  cells, over seven independent experiments. Kitl $^{fl/fl}$  or  $fl/+$  is represented with a circle, Tie2Cre::Kitl $\Delta/+$  a triangle and Tie2Cre::Kitl $\Delta/\Delta$  with a square. Tail somite range: 12–17 (control); 12–17 (Tie2Cre::Kitl $\Delta/\Delta$ ).
- B Analysis of phenotypic-defined HSPCs populations in wild type and Sl/Sl E12.5 FL. Representative dot plots with gates and percentages of 7-AAD<sup>-</sup> Lin<sup>-</sup> (F4/80<sup>-</sup> CD3e<sup>-</sup> Nk1.1<sup>-</sup> Ter119<sup>-</sup> Gr-1<sup>-</sup> B220<sup>-</sup> CD19<sup>-</sup>) LSK, HPC, and HSC are shown. Fetal livers were analyzed individually.  $N = 4$  (wild type);  $N = 5$  (Sl/Sl).
- C Number of LSK, HPC, and HSC per FL, determined by flow cytometry in (E) and total FL cell counts. Number of FL analyzed at E12.5: as in (D). E14.5 data are the mean ( $\pm$  SD) of five biological replicates for either genotype. Replicates consisted of cells from 1 to 3 FLs, with a total of 10 wild type and 5 Sl/Sl FLs analyzed. \* $P < 0.05$  (unpaired two-tailed Student's  $t$ -test).

How the deposited data were processed for this re-analysis (not part of the article)

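The experiment measured RNA in 8 samples of 100 sorted cells from the E11.5 AGM+VU, 2 of each group, the groups being wild type clusters, Sl/Sl clusters, wild type endothelium and Sl/Sl endothelium. The samples were mapped to groups and replicate numbers from the sample labels and the legend of Fig EV3, and 0 samples were left unmapped. The paper gives 2 sorting experiments but does not say which sample came from which.

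The authors prepared SMARTSEQ2 libraries, sequenced 75 bp read pairs on an Illumina HiSeq, aligned them to mm9 with STAR v2.4.2a, merged the lanes of each sample, and counted reads on genes with featureCounts of Subread v1.4.5. The deposited values are raw counts per gene, without normalization or pooling of replicates, with the exon coordinates and the exon length of each gene. The paper does not name the gene annotation, the strand setting, the handling of reads that match several places, or whether reads or read pairs were counted. Genes that overlap or have near-identical copies can therefore share reads. The table has 24015 genes, and its exon lengths equal the merged lengths of the listed exons for 24015 of them. Of the 24015 genes, 23955 have exon sequence in the NCBIM37 genome, and none of these has an exon past the end of its chromosome. The other genes could not be checked in this way. In the deposited table, 27 gene names had been turned into dates by a spreadsheet; they were kept in the tests and are not named. The paper reports normalization and tests with DESeq2 v1.12.4, a Benjamini-Hochberg threshold of 0.1, and RPKM for the sort markers.

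Counts per library summed to between 8933236 and 13428214, with a median of 11942635. Spearman correlations between replicates, across genes, ran from 0.88 to 0.90, and no pair of replicates was a copy of another. The common dispersion was 0.667, and the spread was estimated with 4 residual and 5.24 prior degrees of freedom. A count of 0 allows up to 3 counts, which was the floor for lower bounds on fold changes.

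Tests were run with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, on the counts as deposited. Libraries were scaled with TMM factors, genes were kept with filterByExpr on the 4 groups, and the quasi-likelihood test was applied to Sl/Sl against wild type in clusters, the same in endothelium, the interaction of the 2 comparisons, and wild type endothelium against wild type clusters, which differed in 1146 genes (634 higher, 512 lower in endothelium) at an adjusted p-value under 0.1. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 10 lists in 2 cell types, and their interaction was adjusted over the 10 lists. The lists were endothelial (68 genes), hematopoietic (67), chromatin (54), erythroid (22), macrophage (24), mesenchymal (28), cell cycle (40), the qRT-PCR panel of Appendix Table S5 (21), sort markers (5) and sex (5, Xist and Y-linked genes). CPM used TMM-scaled totals, and RPKM used plain totals of counts on genes. log2 CPM per library was computed with a prior count of 2.

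The samples, the tests, the gene lists, the named genes and the alternatives were set before the data were examined, except where the text says otherwise. The named genes were the sort markers, the qRT-PCR panel, the 5 largest rises and falls past the threshold in each cell type, the 5 members of the endothelial and the hematopoietic list with the smallest p in clusters, the genes within 2 Mb of Kitl, and Xist and Y-linked genes. Since no gene passed the threshold, the rule for rises and falls gave none, and the genes with the smallest p were named in its place after the data were seen. That a gene counts as near Kitl by its exons was also set afterwards. The alternatives were DESeq2 1.42.0 on the 8 libraries or on the 4 libraries of a cell type, median-of-ratios (RLE) size factors, no filter on low counts, at least 10 counts in every library, an adjusted p-value of 0.05, edgeR on 4 libraries, the replicate number as a block, fry, camera with an estimated correlation, RPKM with TMM-scaled totals, and leaving out each replicate. Added after seeing the data were a replicate block within each cell type, DESeq2 on 4 libraries with a block, DESeq2 with a prior on fold changes, and offsets that remove each library's trend over GC content and gene length, both taken from the NCBIM37 genome and the table's exons, for which all 13908 tested genes had values. Marker lists of 18 germ cell and 18 skeletal muscle genes were also added then.

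The tests were checked on simulated counts drawn from the means and library sizes of these libraries, with 200 changed genes per run in 5 runs. edgeR recovered 26.4% of genes changed by a log2 fold change of 2 and 59.6% of those changed by 4, and 11.9% of its calls were unchanged genes. DESeq2 on 8 libraries recovered 42.2% and 71.0%, and 54.8% of its calls were unchanged genes. DESeq2 on 4 libraries recovered 43.2% and 71.8%, and 64.4% of its calls were unchanged genes. With no gene changed, edgeR called 0 to 1 genes, DESeq2 59 to 88 on 8 libraries and 112 to 163 on 4. A list of 68 genes shifted by 1 on the log2 scale was called in 5 of 5 runs by each set test. The simulated members did not move together between libraries, so false calls of lists whose members do were not checked. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The GO analysis was not repeated, since the MetaCore terms were not used here.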

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

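The tests of GC content and gene length and of endothelial cells among the sorted clusters were chosen only after the results were seen. Camera with an estimated correlation was set before the data were examined, but its use to explain the flagged differences was chosen afterwards. The tests of the genes next to Kitl and of the germ cell and muscle lists were set before their results were seen. Outliers were not looked for, since each group has 2 libraries.

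The effect of Sl/Sl on the endothelial list differed between clusters and endothelium, by a median of 0.85 on the log2 scale (camera on the interaction, adjusted p = 2.58e-05 over 10 lists). Trends over GC content and gene length are not the whole cause, since removing them moved other genes and left the adjusted p-value at 1.64e-06. With the correlation between members estimated from the libraries (0.707 in clusters), the adjusted p-value was 0.57, so that members moving together from library to library may be enough to give the difference. More endothelial cells sorted with the Sl/Sl clusters is a candidate explanation. Averaged over the genotypes, endothelium expressed 1115 genes outside the lists above clusters. Their median log2 fold change in clusters was 0.563, with 903 of them higher. As a difference of log2 CPM it was 0.751 without wild type replicate 1 and 0.34 without wild type replicate 2. For these genes, Sl/Sl libraries were not left out in turn. The libraries held the endothelial list at 18.1% and 4.07% of the wild type endothelium level in wild type clusters and at 32.6% and 10.4% in Sl/Sl clusters, so that the genotypes overlapped, while the 1115 genes had medians of 28.7% and 20.8% in wild type and 40.6% and 38.1% in Sl/Sl, without overlap. From wild type replicate 1 to Sl/Sl replicate 2 the list falls and these genes rise, which one share of endothelial cells would not give, but a comparison of single libraries excludes nothing. A rise of endothelial genes within cluster cells cannot be told apart from this mixing, because both raise the same genes in a sample of pooled cells. An effect of the genotype on cluster cells, which the paper states, stays open and was not tested separately.

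The mesenchymal list also differed between the cell types, by a median of 1.86 (adjusted p = 0.00973), with medians of 1.44 in clusters (27 of 28 genes higher, camera adjusted p = 0.0841) and −0.44 in endothelium (adjusted p = 0.0873). Removing the GC content and length trends left an adjusted p-value of 0.0113, which argues against these trends as the whole cause. With an estimated correlation the adjusted p-value was 0.57. The level in clusters was 38.6% and 81.0% of wild type endothelium in wild type and 7.01% and 363% in Sl/Sl, so Sl/Sl clusters replicate 2 may carry the rise, and without it the median log2 fold change was −4.60. The median in endothelium was 0.63 without wild type replicate 1 and −1.89 without Sl/Sl replicate 2.

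The cell cycle list differed by a median of −0.32 between clusters and endothelium (adjusted p = 0.00132). In clusters its median was −0.064 (adjusted p = 0.168) and in endothelium it was 0.29, with 31 of 40 genes higher (adjusted p = 0.00187) and 4 genes past the threshold when adjusted over the list alone. These, named after their values were seen, were Kif11 (log2 fold change 1.06), Nusap1 (1.45) and Mki67 (1.27), which were higher, and Cdc6 (−3.08), which was lower. The median in endothelium was 0.15 without Sl/Sl replicate 1 and 0.54 without wild type replicate 2. In clusters it ran from −0.19 without Sl/Sl replicate 1 to 0.027 without Sl/Sl replicate 2. The adjusted p-value of the difference was 0.00115 after the GC content and length trends were removed and 0.504 with an estimated correlation, so the trends are not the whole cause and shared movement of the members may be. The qRT-PCR panel differed by −0.11 (adjusted p = 0.0403), with medians of −0.29 in clusters (17 of 21 genes lower, adjusted p = 0.0229) and −0.092 in endothelium (adjusted p = 0.598). Its adjusted p-value was 0.0419 without the trends and 0.504 with an estimated correlation, and 0.178 with at least 10 counts in every library. Without Sl/Sl clusters replicate 1 its median in clusters was −0.083, and in endothelium it ran from −0.40 without wild type replicate 1 to 0.36 without wild type replicate 2. The genotype remains an open, untested explanation for both lists.

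The chromatin list differed by −0.23 (adjusted p = 0.00973), with medians of −0.28 in clusters (38 of 54 genes lower, adjusted p = 0.00197) and 0.032 in endothelium (adjusted p = 0.642). The macrophage list differed by 1.29 (adjusted p = 0.0993), with medians of 0.60 in clusters (adjusted p = 0.0873) and −0.24 in endothelium (adjusted p = 0.298; −0.45 with genes at the floor set to their bound). For these lists the adjusted p-values of the difference rose to 0.103 and 0.129 once the GC content and length trends were removed, and to 0.504 for both with an estimated correlation. The trends may explain the differences, and the genotype stays open too. The estimated correlations were small, 0.058 for the chromatin list and 0.029 for the macrophage list. No list passed with an estimated correlation, so that test cannot decide whether shared movement of the members gave these differences. The macrophage list is at the edge of the threshold, with an adjusted p-value of 0.104 without the filter and 0.00138 with at least 10 counts in every library, where 6 genes are left (median 1.84). Without wild type clusters replicate 1 the chromatin median in clusters was −0.099, and in endothelium it was −0.022 without Sl/Sl replicate 1 and 0.13 without Sl/Sl replicate 2. The macrophage median in clusters was −0.15 without Sl/Sl replicate 1 and 2.07 without wild type replicate 2, and in endothelium it was −1.07 without Sl/Sl replicate 1.

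Next to Kitl, 3 genes that the paper does not discuss were counted in wild type and nearly absent in Sl/Sl: Tmtc3 had 2450 counts in all wild type libraries, Cep290 had 493 and 4930430F08Rik had 610. They are neighbours in the gene order. Over 13898 tested genes in order, 8 had a mean CPM in Sl/Sl under 5% of that in wild type. In each, all wild type libraries lay above all Sl/Sl libraries. These 8 include the 3 genes of the only run of 3 or more neighbours, which is this one. In the other direction 20 genes and 0 runs were found, which argues against genes missed at random in samples of 100 cells. A deletion in Sl/Sl that takes in more than Kitl is the candidate explanation that these values leave; the paper describes the Sl deletion as taking in the Steel locus and gives no end points. Kitl itself is outside the run because wild type clusters replicate 2 had 0 counts. Whether the loss of these genes changes other genes in Sl/Sl was not tested here; for the hematopoietic defects of the YS and AGM, the paper also deletes Kitl alone in Tie2-expressing endothelium (Fig 7) and reports defects much like those of Sl/Sl.

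Germ cell genes made up 0.0528% of the counts of wild type clusters replicate 1, against at most 0.0021% in the other libraries. Of the 16 list members not seen when the list was written, 9 were above 3 counts and highest in this library. The most abundant was Dppa5a with 3190 counts, and Dppa3, seen beforehand, had 889. Germ cells in that sample are a candidate explanation; in the other libraries, 2 to 4 of these 16 members were above 3 counts. No biological explanation was tested.

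Skeletal muscle genes made up 0.151% of the counts of Sl/Sl clusters replicate 2 and 0.0402% of those of Sl/Sl clusters replicate 1, against at most 0.0145% in the other libraries. Of the 14 members not seen beforehand, 11 were above 3 counts and highest in replicate 2, among them Acta1 with 3078 counts and Tnnc1 with 2256. Muscle cells, or RNA from them, in Sl/Sl clusters replicate 2 are a candidate explanation. In replicate 1 the signal was nearly all from Actc1, with 4078 counts against 4692 in replicate 2. In the other libraries 8 or 9 of the 14 members were above 3 counts, so part of the list is counted in all samples. No biological explanation was tested.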

How the results depend on the processing

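The replicate block within each cell type, DESeq2 on 4 libraries with a block, DESeq2 with a prior on fold changes, and the removal of GC content and length trends were chosen after seeing the data.

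In clusters, where edgeR on the 8 libraries gave 0 genes, RLE size factors, edgeR on the 4 cluster libraries and the threshold of 0.05 also gave 0. DESeq2 gave 175 genes (164 higher, 11 lower) on 8 libraries and 108 (86 higher, 22 lower) on 4. Without the filter there were 253 (243 higher, 10 lower), and with at least 10 counts in every library there were 9, all higher. With a prior on fold changes DESeq2 gave 115 higher and 4 lower genes on 8 libraries and 32 (29 higher, 3 lower) on 4. With the trends removed, 6 genes passed, all higher. Of the 175 genes, 77 were also among the 108, 15 had overlapping genotypes, and 13 were above 3 counts in 1 library only. None could pass in edgeR on 8 libraries, which called 0 genes, but 169 of the 175 had an unadjusted p-value under 0.05 there.

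In endothelium, where edgeR also gave 0, DESeq2 gave 177 genes (84 higher, 93 lower) on 8 libraries and 55 (27 higher, 28 lower) on 4, edgeR without the filter 65 (26 higher, 39 lower), and edgeR on 4 libraries 2, both lower, which were Kitl and Tmtc3. With the prior, DESeq2 gave 62 (32 higher, 30 lower) and 2, both lower. RLE size factors, at least 10 counts, the threshold of 0.05 and the removal of trends gave 0. The interaction, at 0 genes, rose to 173 with DESeq2 and 179 without the filter. With the no-filter setting, 249 of the 253 genes called in clusters and all 65 in endothelium were genes that the filter keeps. Under that setting edgeR's prior degrees of freedom became infinite, so that all genes shared one spread. Whether that caused the rise was not tested further. The cause of the other changes was not tested.

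With the replicate number as a block, 8 genes passed in clusters, all higher, and 0 in endothelium. On 4 libraries with the block, edgeR gave 33 genes (29 higher, 4 lower) and 2, both lower, and DESeq2 190 (148 higher, 42 lower) and 605 (305 higher, 300 lower). With a block within each cell type there were 57 (55 higher, 2 lower), 0, and 21 in the interaction. The correlation of same-numbered libraries, across 13908 genes, was 0.157 between the clusters of the 2 genotypes, −0.00248 between the endothelia, −0.0117 between wild type clusters and endothelium and 0.0231 between those of Sl/Sl; over the 1838 most abundant genes it was 0.265, 0.329, 0.046 and −0.196. The samples share a number and are not shown to be pairs. Under the block, Cdh5 in clusters went from −0.24 to 0.15 (0.67 within cell types), Atp2b1 in clusters from −0.026 to 0.037 (0.087), Atp2b1 in endothelium from 0.035 to −0.028, Dusp6 in clusters from 0.0093 to −0.067 (−0.22), Xist in endothelium from 0.018 to −0.36 (−0.41) and Kdm5d in endothelium from 1.03 to −0.069 (−0.61); each has an adjusted p-value of 1. The chromatin list in endothelium went from 0.032 to −0.0039. Between libraries of number 1 and of number 2, the endothelial list in clusters had medians of 0.89 (52 of 68 genes higher) and 1.20 (56 of 68), and the cell cycle list in endothelium 0.57 (37 of 40) and 0.018 (20 of 40).

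The endothelial list in clusters kept its rise under every alternative with a test, but in fry (adjusted p = 0.567, median 0.93) and with an estimated correlation (0.46, median 0.93) it was no longer past the threshold; in the added block within cell types its median was 1.14 and the adjusted p-values were 0.192 and 0.211 in these tests. The hematopoietic list in clusters had a median of −0.37 in both tests (adjusted p-values 0.567 and 0.46), and −0.38 within cell types (0.383 and 0.499). Fits with 1 library in an arm were read for effect size only, so only ranges follow. The endothelial list in clusters ran from −0.092 (without Sl/Sl replicate 1) to 2.44 (without wild type replicate 1), and in endothelium from 0.020 to 0.17. The hematopoietic list ran from −0.52 to −0.14 in clusters and from −0.53 (without Sl/Sl replicate 1) to −0.098 (without wild type replicate 1) in endothelium. On the 4 endothelium libraries alone, the hematopoietic list in endothelium was at −0.057 (camera, adjusted p = 0.643). It passed the threshold without the filter (−0.24, adjusted p = 0.0827). It reversed with at least 10 counts in every library (0.011, adjusted p = 0.728), a filter that keeps fewer genes of the list. That filter also reversed the sort markers list in endothelium (0.092) and the sex list in clusters (0.51) and endothelium (0.024), each over fewer genes. The trend removal turned the chromatin list in endothelium to −0.065. 

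Kitl in endothelium, at −7.91 without a call, was called by DESeq2 (−7.96, adjusted p = 0.000106) and by edgeR on 4 libraries (−7.89, adjusted p = 0.0991); its range was −8.60 to −7.50. Kit in wild type endothelium against clusters stayed past the threshold in all 5 alternatives with a test, between −2.28 and −1.65 when libraries were left out. Of Kitl and the tested genes around it, 0 were called, against 7 calls over both cell types with DESeq2 (Kitl, Tmtc3 and Cep290 in both, 4930430F08Rik in clusters), 2 with edgeR on 4 libraries (Kitl and Tmtc3) and 1 with the block within cell types (Tmtc3 in clusters). The other results that changed side were 42 that became past the threshold, 38 that no longer were, and 75 values that moved by more than their spread, 72 of them with a library left out. The depth limits genes with 3 counts or fewer in each library of a group: their fitted fold changes are not bounds, and only a bound computed against 3 counts can be given. Apart from this, between 580 and 885 genes per group were at most 3 counts in one replicate and at least 50 in the other; the cause was not tested.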

Differences from the paper's values

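The paper gives 228 genes that differ in clusters, 213 higher and 15 lower in Sl/Sl, and the counts gave 0, 0 and 0 with edgeR on the 8 libraries. Of the alternatives set before the data were examined, DESeq2 on 8 libraries (175, 164 and 11) and edgeR without a filter on low counts (253, 243 and 10) came within 1.5 times the paper's 3 values, and DESeq2 on 4 libraries did so for the lower genes (22) but not for the total (108) or the higher genes (86). RLE size factors, at least 10 counts in every library, the replicate block, edgeR on 4 libraries with or without the block, and the threshold of 0.05 did not. DESeq2 on 4 libraries with a replicate block, chosen after seeing the values, gave 190 genes (148 higher, 42 lower), within 1.5 times the paper's total and higher genes.

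For the endothelium the paper gives 70 genes, 33 higher and 37 lower, and edgeR on the 8 libraries gave 0, 0 and 0. Of the alternatives set before the data were examined, edgeR without the filter (65, 26 and 39) and DESeq2 on 4 libraries (55, 27 and 28) came within 1.5 times all 3 values. DESeq2 on 8 libraries (177, 84 and 93), edgeR on 4 libraries, the replicate block, RLE size factors, at least 10 counts in every library and the threshold of 0.05 did not. DESeq2 with a prior on fold changes on 8 libraries, chosen after seeing the values, gave 62, 32 and 30. No single setting but edgeR without the filter came within 1.5 times the paper's values in both cell types.

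The paper states that the endothelium changed in few genes beside the clusters. In edgeR on the 8 libraries neither cell type had a gene past the threshold, and the test of the difference between them gave 0 genes. The edgeR test also missed Kitl in endothelium and Tmtc3 in both cell types, though Sl/Sl was nearly without counts of them. Its 0 calls therefore do not show that nothing changed. DESeq2 on 8 libraries gave about as many genes in endothelium (177) as in clusters (175), with 173 in the test of the difference. Other settings gave more genes in clusters, such as edgeR without the filter (253 against 65, with 179 in the test of the difference), DESeq2 on 4 libraries (108 against 55) and the replicate block within each cell type, chosen after seeing the values (57 against 0, with 21), while DESeq2 on 4 libraries with a block, also chosen afterwards, gave more in endothelium (605 against 190). The paper also states that hematopoietic genes fall in the Sl/Sl clusters. The hematopoietic list fell there, with 47 of 66 genes lower; of the 19 that were higher, Elane had the smallest p of the list, with a log2 fold change of 5.46.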

Other observations

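The simulations of clusters on 8 and 4 libraries, the share of higher genes on 4, those without the filter, the splits of the libraries, the check of residual counts and the check of Y-linked genes were chosen only after the result was seen; the simulations of the endothelium and of the share of higher genes on 8 libraries were not.

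To see how many genes spread alone can give, counts were simulated without a difference between genotypes, 10 times, from each gene's own dispersion, and compared over the same 13908 genes. DESeq2 on 8 libraries called 155 of these genes in clusters, against 51 to 102 (median 82) in simulations, 1.52 times the highest. Of the observed calls 94.8% were higher in Sl/Sl, against at most 58.8% in the simulations, so independent spread around no difference is unlikely to give that direction; one shared shift in a library remains open. In endothelium it called 1.23 times the highest of the simulations, which gave 60 to 97 genes. The count lies above all 10 simulations, so independent spread as simulated did not reach it. The margin is small, and the 48.7% of calls that were higher lie within the simulated 40.6% to 56.2%. Spread shared by many genes was not simulated and remains open there. On the 4 libraries of a cell type, DESeq2 called 94 genes in clusters against 118 to 188 in simulations, and 40 in endothelium against 122 to 183, so spread alone may give such numbers. The direction is another matter in clusters: 80.9% of the calls on 4 libraries were higher, against 38.6% to 53% in the simulations, so independent spread is unlikely to give it, and spread shared by many genes, which was not simulated, remains open. In endothelium 42.5% were higher, against 44.3% to 57.9%. edgeR without the filter called 253 in clusters against 20 to 47, and 65 in endothelium against 20 to 38, in simulations over 17077 genes. The higher count does not come from spread as simulated; 130 of the 253 and 43 of the 65 were also called by DESeq2 on 8 libraries.

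Regrouping the 4 libraries of a cell type gives 3 splits, which is too few for a share under 0.05. In clusters 2 of the 3 splits gave as many genes in DESeq2 as the real one (108 genes), the other being replicate 1 against replicate 2 with 472. In endothelium 3 of 3 did, with 55 genes in the real split, 1209 for replicate 1 against replicate 2 and 108 for the remaining one. With the replicate number as a block, DESeq2 gave 190 and 605 genes. edgeR on 4 libraries called 0 genes in every split of clusters, and 2, 0 and 0 in endothelium.

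Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) had 1275 and 14 counts in wild type clusters, 49 and 5 in Sl/Sl clusters, 1931 and 1439 in wild type endothelium, and 2120 and 13 in Sl/Sl endothelium. A limit of 10 CPM over these genes together was used to tell libraries with and without them. By this limit, 2 of the 4 combinations of genotype and replicate number had them in only one of the 2 cell types. These were wild type number 2 and Sl/Sl number 1, whose clusters held 1.09 and 4.02 CPM. The gap argues against clusters and endothelium of one number having been sorted from one pool of embryos. It does so less firmly for Sl/Sl number 1, where a few male cells among the clusters stay possible. The pools may differ in the sex of their embryos. Among the 4 cluster libraries, Y-linked genes were above 10 CPM in 1, a wild type one. The sex list had a median log2 fold change of −5.96 in clusters (−3.89 with genes at the floor set to their bound; camera adjusted p = 0.0141) and −0.32 in endothelium (adjusted p = 0.135), and without wild type clusters replicate 1 the value in clusters was −0.90. Without Sl/Sl endothelium replicate 1 that in endothelium was −6.02.

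On Kitl and the 3 genes lost next to it, Sl/Sl libraries held 40 counts against 5836 in wild type, or 0.714% after scaling to library size. On Y-linked genes, libraries with few of them held 81 counts (49 of them in Sl/Sl clusters replicate 1) against 6765 in the others, or 1.18% scaled in the same way. Reads crossing between libraries at one rate might leave both, but a few male cells in that library cannot be told apart from crossing reads, since 1 library holds most of these counts.

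In camera on the 8 libraries with the preset correlation, the hematopoietic, erythroid, sort marker and sex lists gave no difference between cell types past the threshold. With at least 10 counts in every library the hematopoietic list did, with a median of −0.26 over 36 genes (adjusted p = 0.0989), against adjusted p-values from 0.435 to 0.981 with RLE size factors, without the filter, with the trends removed, in fry and with an estimated correlation. The erythroid list, of which 13 genes were tested, had a median log2 fold change of 1.31 in clusters (adjusted p = 0.107) and 0.074 in endothelium (adjusted p = 0.765); without Sl/Sl clusters replicate 1 it was −0.032 in clusters, and without Sl/Sl endothelium replicate 2 it was −0.78 in endothelium. The sort markers had −0.44 (adjusted p = 0.112) and −0.29 (adjusted p = 0.189), and adjusted over the list alone Kitl passed in endothelium. Without wild type replicate 1 of the cell type, these medians were 0.093 in clusters and 0.33 in endothelium. They stayed negative with any other library left out. No list passed the threshold in fry or with an estimated correlation. Of the qRT-PCR panel, which the paper measured in sorted pre-HSCs, no gene passed in either cell type, and each of its adjusted p-values was 1 in edgeR's quasi-likelihood test.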
